# X-linked myotubular myopathy is associated with epigenetic alterations and is ameliorated by HDAC inhibition

**DOI:** 10.1007/s00401-022-02468-7

**Published:** 2022-07-17

**Authors:** Jonathan R. Volpatti, Mehdi M. Ghahramani-Seno, Mélanie Mansat, Nesrin Sabha, Ege Sarikaya, Sarah J. Goodman, Eric Chater-Diehl, Alper Celik, Emanuela Pannia, Carine Froment, Lucie Combes-Soia, Nika Maani, Kyoko E. Yuki, Gaëtan Chicanne, Liis Uusküla-Reimand, Simon Monis, Sana Akhtar Alvi, Casie A. Genetti, Bernard Payrastre, Alan H. Beggs, Carsten G. Bonnemann, Francesco Muntoni, Michael D. Wilson, Rosanna Weksberg, Julien Viaud, James J. Dowling

**Keywords:** X-linked myotubular myopathy, Congenital myopathies, Epigenetics, Drug discovery

## Abstract

X-linked myotubular myopathy (XLMTM) is a fatal neuromuscular disorder caused by loss of function mutations in *MTM1*. At present, there are no directed therapies for XLMTM, and incomplete understanding of disease pathomechanisms. To address these knowledge gaps, we performed a drug screen in *mtm1* mutant zebrafish and identified four positive hits, including valproic acid, which functions as a potent suppressor of the *mtm1* zebrafish phenotype via HDAC inhibition. We translated these findings to a mouse XLMTM model, and showed that valproic acid ameliorates the murine phenotype. These observations led us to interrogate the epigenome in *Mtm1* knockout mice; we found increased DNA methylation, which is normalized with valproic acid, and likely mediated through aberrant 1-carbon metabolism. Finally, we made the unexpected observation that XLMTM patients share a distinct DNA methylation signature, suggesting that epigenetic alteration is a conserved disease feature amenable to therapeutic intervention.

## Introduction

X-linked myotubular myopathy (XLMTM) is a rare neuromuscular disorder caused by loss-of-function mutation in the *MTM1* gene [38]. Male patients present at or around the time of birth with hypotonia and weakness [40]. 25–50% of affected individuals die in the first year of life; survivors have significant technology dependences, with the majority (80%) requiring wheelchair, ventilator, and feeding tube support[2, 3, 7]. There are currently no approved treatments for this devastating condition.

*MTM1* encodes a lipid phosphatase, myotubularin (MTM1), that dephosphorylates phosphatidylinositol (PtdIns)-3-phosphate (PtdIns3P) and PtdIns(3,5)P_2_ [8, 58]. MTM1 is a resident of the endosome [62], where it is involved in a phosphoinositide conversion mechanism from PtdIns3P to PtdIns4P that allows cargo to recycle from endosomal compartments to the plasma membrane [37]. Loss of MTM1 results in dramatic alteration of skeletal muscle cytoarchitecture, including reduced myofiber size, increased nuclear centralization, and disorganization of the sarco-tubular network [39]. It is also associated with alteration of several cellular pathways, including autophagy [1, 25, 28], proteasomal turnover [1, 30], mitochondrial oxidative phosphorylation [34], and integrin trafficking [48]. While plausible that regulation of endomembrane phosphoinositides and membrane traffic by MTM1 lies upstream of most cellular and molecular defects observed in XLMTM, there is incomplete understanding of the interplay between normal MTM1 function, loss of MTM1 expression, and disease pathogenesis.

There is a great unmet need for therapies for XLMTM. AAV8-mediated gene replacement therapy has demonstrated efficacy in pre-clinical models of XLMTM [17], and is currently under evaluation in clinical trial (NCT03199469). Additional therapeutic strategies include reduction of dynamin-2 (DNM2), achieved either with antisense oligonucleotides to the *DNM2* gene or tamoxifen treatment [31, 42, 57], both of which are also in clinical trial (NCT04743557, NCT04033159, and NCT04915846), and inhibition of the class IIB PI 3-kinase (PIK3C2B) [53], which acts reciprocally to MTM1 to regulate PtdIns3P and PtdIns4P in preclinical models.

To identify new therapeutic strategies and advance understanding of disease pathomechanisms, we performed a large scale drug screen in a zebrafish XLMTM model. In this screen, we identified valproic acid (VPA) as a dose-dependent modifier of the zebrafish phenotype, and demonstrated that VPA acts primarily via its action as a histone deacetylase inhibitor (HDACi). We orthogonally validated the efficacy of VPA in a mouse XLMTM model and in *Mtm1* deficient C2C12 cells. We show that VPA acts in part via modification of the XLMTM transcriptome and also via correction of defective integrin trafficking. Lastly, we demonstrate epigenetic abnormalities in XLMTM, changes likely driven by altered 1-carbon metabolism and that are partially improved by VPA treatment. Importantly, aberrant DNA methylation was identified in XLMTM patient samples, suggesting a key role for epigenetic regulation in XLMTM and supporting the translatability of our pre-clinical findings.

## Materials and methods

### Animal handling and welfare

Mice were housed at the Toronto Centre for Phenogenomics (TCP). The *Mtm1* KO line, originally generated at the IGBMC (Strasbourg, France, kind gift of Jocelyn Laporte) [13], was rederived onto the C57BL/6 J background at TCP. All mice were housed 1–5 per cage with standard bedding on a 12-h daylight cycle and had unlimited access to water and food (Teklad Rodent Diet #2918, Envigo). PCR was used to detect the deletion in exon 4 of *Mtm1* KO mice. All zebrafish studies were conducted in the PGCRL at the Hospital for Sick Children (Toronto). Mutants were generated and maintained on both AB and TU wild-type (WT) strains. Adults were maintained at 28.5 °C on a 14/10-h light/dark cycle. Genotyping was performed using genomic DNA from adult fins or embryo. All mice and zebrafish studies were conducted in compliance with the Animals for Research Act of Ontario and the Guidelines of the Canadian Council on Animal Care (AUP#22–0255H; AUP#41617).

### Generating zebrafish *mtm1* mutants

A new *mtm1* allele was generated by CRISPR/Cas9 mutagenesis following established methods [36, 60] using a single guide RNA (sgRNA) targeting exon 11 of *mtm1* that encodes the phosphatase active site (CSDGWDR) [20]. A 12 bp in-frame deletion (c.1283_1294delGCA GTG ATG GCT) was identified and predicted to result in loss of CSDG of the active site motif (p.(Cys406_Gly409del)). Sequence analysis was assisted by TIDE and confirmed manually. In-cross progeny from the F_3_ generation (or greater) were characterized in this study.

### Zebrafish phenotypic drug screen

A library of 1280 clinical trial stage chemicals (US Drug Collection, MicroSource) was screened for chemicals that could suppress fin fold degeneration in *mtm1* mutants. All library stocks were diluted to a 10 μM screening concentration. Plates were incubated at 28.5 °C until 4 dpf to assess fin degeneration. Follow-up screens were performed in 24-well plates and 1 mL egg water plus chemical to eliminate false positives and identify true hits. Chemicals that showed a strong dose response were considered chemical suppressors of *mtm1* fin degeneration.

### Zebrafish chemical assays

Chemical stocks were prepared in DMSO (unless otherwise noted) and added to egg water (no methylene blue) at 0.1–0.5% of the final volume to prepare working concentrations. Equal volumes of vehicle solvent were used in all conditions for a single assay. Dishes were incubated at 28.5 °C until the assay date. For all zebrafish assays, larvae were evenly distributed from one pair of parents across all conditions and any dysmorphic embryos were removed prior to plating to minimize clutch-to-clutch variability.

### Fin degeneration assay

To assess fin degeneration in *mtm1* mutants, between 100 and 250 embryos (1 dpf) from single-pair *mtm1*^+/zf711^ adult in-crosses were distributed into sterile 10 cm tissue culture dishes (Falcon) containing 40 mL of egg water plus chemical. At 4 dpf, larvae were anesthetized with tricaine and fin fold morphology was scored on a 4-point ordinal scale to rank the severity of fin degeneration as follows: WT-like (0), mild (1), moderate (2), and severe (3) [53]. For imaging, larvae were mounted in 3% methylcellulose on glass slides and bright-field images were taken with a light microscope (Olympus BX43).

### Maximum likelihood phylogenetic tree of HDACs

Primary sequences for 33 full-length histone deacetylase (HDAC) proteins from human, mouse, and zebrafish were obtained from UniProt database using their canonical isoforms, with the exception of human HDAC9 for which the N-terminal splice variant (isoform 3; a.k.a. MITR) was used (UniProt accession numbers: Q13547, O09106, F1R653, Q92769, P70288, O15379, O88895, Q803C3, P56524, Q6NZM9, Q08BS8, Q9UQL6, Q9Z2V6, E7FH14, Q9UBN7, Q9Z2V5, F8W4B7, Q8WUI4, Q8C2B3, A0A0G2KIA0, E7FAL6, Q9BY41, Q8VH37, Q7SXM0, Q9UKV0 [isoform 3], Q99N13, Q6PBI4, Q969S8, Q6P3E7, F1QCV2, Q96DB2, Q91WA3, F1QED3). Multiple sequences were aligned, and maximum likelihood-based inference performed with MEGA X software.

### Chemical-genetic fingerprint analysis

VPA was tested along with structurally dissimilar HDAC inhibitors and other chemical suppressors vs chemical enhancers of *mtm1* fin degeneration. 100 larvae per chemical were tested using our fin degeneration assay. Identified enhancers included tunicamycin (Tm), brefeldin A (BFA), dithiothreitol (DTT), bortezomib, 2-hexyl-1-decanol (HD), thimerosal (THM). Identified suppressors included cycloheximide (identified in the screen in this paper), wortmannin [53], dynasore, endosidin-2, and δ-hexachlorocyclohexane (δ-lindane). The mean rank scores for each chemical-chemical combination were determined (Kruskal–Wallis test with Dunn’s post-test; GraphPad Prism) and normalized to the mean rank score for DMSO-treated larvae. These data were transformed, and hierarchically clustered in Cluster 3.0 as previously described [29].

### Morpholino knockdown

Embryos resulting from *mtm1*^+/zf711^ in-crosses were used for injections. Between 1 and 6 nL of MO was delivered into the yolks of 1- to 4-cell stage embryos. We co-injected p53 morpholino (MO) at equimolar concentration with previously published MOs targeting *hdac1* (0.015 pmol/ ~ 125 pg), *hdac3* (1.2 pmol/ ~ 10 ng), *hdac6* (0.225 pmol/ ~ 1.8 ng), or *hdac8* (0.25 pmol/ ~ 2 ng). p53 was injected at half the molar concentration of *hdac3* MO. Controls were co-injected with p53 MO and a standard control MO designed to a random sequence that is not found in the zebrafish genome (Gene Tools, LLC).

### Photoactivation of motor behaviour assay

Up to 50 larvae from single-pair *mtm1*^+/ZF711^ adult in-crosses were distributed tissue culture dishes containing 10 mL of egg water plus chemical. All assays were performed at 7 dpf using ZebraBox platform (ViewPoint) and 10 μM optovin analog 6b8 as previously described [53]. Larvae were either exposed to chemicals at 2.5 dpf (pre-symptomatic assay) or maintained in system water (post-symptomatic assay) before they were identified and separated by their fin morphology at 4 dpf. Larvae were returned to freshly prepared chemical plates or system water until the 7 dpf when they were assayed. Only *mtm1* mutants with “severe” fin degeneration (see Fig. 1) were used to minimize potential effects arising from remaining fin folds on swimming speed. We estimated chemical-genetic interactions based on an unexpected change in the difference between WT and *mtm1* following chemical treatment following a previously described protocol [63].

### Oil red O staining

At 7dpf, chemically treated larvae were fixed in 4% PFA overnight and depigmented using a bleach solution (1.5% H2O2 and 1% KOH) for 20 min at room temperature then rinsed with PBS. Larvae were transferred to 1.5 mL Eppendorf tubes and rinsed three times for 5 min with 1X PBS/0.5% Tween-20 (PBS-Tween). Larvae were then stained with 300 μL of 0.5% Oil Red O in 100% isopropyl alcohol and 200 μL of distilled water for 15 min.

### Quantification of neutrophils and macrophages in zebrafish trunks

At 1dpf, embryos from crosses between *mtm1*^+/zf711^ carriers with either *mtm1*^+/zf711^; Tg(mpeg1:eGFP) or *mtm1*^+/zf711^; Tg(mpx:GFP) adults were treated with either 0.1% DMSO, 250 μM VPA, or 125 nM trichostatin A. At 4 dpf, live embryos were anaesthetized were imaged using a Nikon A1 confocal microscope with 20 × objective.

### RNA sequencing (zebrafish)

At 1 dpf, embryos from single-pair in-crossings of *mtm1*^+/zf711^ adults were divided equally into three chemical treatment groups: 0.5% DMSO, 250 μM sodium valproate (VPA), or 125 nM trichostatin A. At 4 dpf, larvae were anaesthetized with tricaine and sorted by their fin degeneration phenotype (see above). For tissue collection, the posterior section of larvae, which excluded the heart, liver, brain, and eyes and was enriched in skeletal muscle and fin fold tissues was dissected and snap frozen on dry ice. A total of *n* = 6–10 larvae per pool per condition with five biological replicates were used for RNA extraction using Qiagen RNeasy kit. RNA concentration and purity were quantified using Qubit 4.0 (Invitrogen) and Bioanalyzer 2100 (Agilent). The anterior section (the head) was used to confirm genotype (either *mtm1*^+/+^ [WT] or *mtm1*^+/zf711^ [HET]). RNA libraries were generated using the QuantSeq 3’ mRNA sequencing kit (Lexogen) automated on an NGS workstation (Agilent) at The Centre for Applied Genomics (TCAG, Toronto, Canada). RNA sequencing was performed using a single end 50 bp extended to 68 bp flowcell on an Illumina HiSeq2500. The dataset was aligned to the zebrafish genome (GRCz9) using STAR, read quality assessed with FastQC, and adaptors trimmed using Cutadapt. Relative gene expression was estimated between groups using DESeq2. GO term enrichment of differentially expressed genes (DEGs) was analyzed with Metascape. Human orthologs of zebrafish DEGs were retrieved using g:Profiler (BIIT Group, University of Tartu) and used for Connectivity Map analysis.

### Drug treatments in mice

For all treatments, mice were dosed twice daily starting at 21 days until endpoint (defined as having lost > 10% body weight) via intraperitoneal injections. Treatment groups included either (1) VPA or PBS vehicle (240 mg/kg body weight), or (2) TSA or 0.5% DMSO vehicle (0.6 mg/kg body weight). Body weights were monitored two to three times per week. All experiments were performed in a single-blinded fashion.

### Mouse skeletal muscle histology and immunostaining

Frozen mouse tibialis anterior (TA) muscle from 35 day old mice was cut into 8-mm cross-sections and stained with Mayer’s haematoxylin and eosin (H&E). The number of centrally nucleated fibres and myofibers size quantification was performed manually at 40X magnification with an Olympus BX43 light microscope. Immunofluorescence (IF) was conducted as previously described [43]. For fibre typing, double IF was performed using antibodies against dystrophin (Abcam #ab15277, 1/500) in combination with either myosin heavy chain type 1 (type I, slow, Sigma #M8421, 1/50) or myosin heavy chain type 2b (fast, DSHB, #BF-F3,1/50). Myofiber size measurements were reported as minimal Feret’s diameter as previously described [53]. In addition, a Fiji macro (see Supplementary Materials Table) was written to automatically detect and quantify cross-sectional area of fibres outlined by IF staining to dystrophin (Supplementary Fig. 3). For p-SMAD immunofluorescence, p-SMAD2/SMAD3 (Thr8) was used (ThermoFisher, cat # PA5–99378, 1/100) and the fraction of positive p-SMAD 2/3 nuclei/total nuclei were determined using ImageJ.

### Transmission electron microscopy (TEM)

TA muscles from 35 day old mice were prepared for TEM as previously described [45]. Further processing was performed by the Advanced Bioimaging Center (The Hospital for Sick Children, Toronto, Canada).

### RNA sequencing (mice)

RNA extraction, library preparation, and RNA sequencing were performed as previously described [42]. Sequencing was done at TCAG using Illumina HiSeq 2500. Paired end read sequencing was performed to achieve 62–67 million reads per sample. Reads were aligned to the mouse genome (GRCm38/mm10) using STAR (v 2.6.1) with basic two pass mode. The gene level quantitation was performed using RSEM (v 1.2.22). Expected counts for each gene/transcript were then rounded to the nearest integer and these values were used for differential expression with DESeq2 package (v 1.22.2) within the R programming environment (v 3.5). GO term enrichment of DEGs was performed with Metascape and GSEA. Human orthologs of mouse DEGs were retrieved using g:Profiler (BIIT Group, University of Tartu) and used for GO term enrichment with GSEA as well as for Connectivity Map analysis.

### Proteomic analysis

Quadriceps muscle (*n* = 3 biological replicates for each treatment group) from 35 day old mice were lysed in RIPA buffer with inhibitors and 0.5% SDS. Proteomics analysis was conducted by the Network Biology Collaborative Centre (NBCC) at Lunenfeld-Tanenbaum Research Institute (Toronto, ON). A total of 50 μg of protein processed using S-traps micro spin columns (ProtiFi) per manufacturer’s protocols and digested with 2 μg of trypsin for 1 h at 47 °C. Tandem mass tag (TMT) labelling was performed to quantify all samples. Approximately 10 μg of each sample was labelled with 80 μg of its respective TMTpro 16plex label (ThermoFisher) per manufacturer protocols. Samples were lyophilized and 1/20th of each labelled sample was combined. High pH fractionation was performed and 3/4 of each labelled sample was combined for ~ 96 μg and fractionated with Pierce High pH fractionation kit (Cat#: 84868) per kit instructions. Trapped and trypsin-digested peptides were acquired on a 90 min gradient using an Orbitrap Fusion Lumos Tribrid mass spectrometer. Data was searched with SequestHT using the UP000000589 proteome (*Mus musculus*) generated by Uniprot, post-processed with Percolator, and analyzed using Proteome Discoverer 2.2 (Thermo Scientific). Metascape was used for GO term enrichment analysis of differentially expressed proteins (log2FC > 0.585, *p* value < 0.05).

### DNA 5-methylcytosine (5mC) quantification

DNA was extracted from TA of 35 day old mice using phenol–chloroform extraction method. Global DNA 5-mC was quantified using a MethylFlash Methylated DNA Quantification Kit (Epigentek Cat# P1034), as per the manufacturer’s instructions.

### Total DNA methyltransferase (DNMT%) activity

Nuclear extracts from hamstring muscle of 35 day old WT and *Mtm1* KO mice exposed to PBS or VPA (*n* = 6/group) were obtained by the EpiQuik™ Nuclear Extraction Kit (cat. OP-0002–1; EpiGentek). Total DNA Methyltransferase (DNMT) activity was measured via calorimetric assay in duplicates using DNA Methyltransferase Activity/Inhibition ELISA Easy Kit following the manufactures protocol (cat. P-3139; EpiGentek).

### 5-Hydroxymethylation (5 hmC%) quantification

DNA was extracted from 35 day old hamstring muscle of WT and *Mtm1* KO mice exposed to PBS or VPA (*n* = 6/group) using Qiagen DNeasy Blood & Tissue Kit (cat. 69506 Qiagen). A total of 100 ng of input DNA was used to quantify 5-hydroxymethylation (5hmC%) using the MethylFlash Global DNA Hydroxymethylation (5-hmC) ELISA Easy Kit (cat. P-1032–96; EpiGentek) following the manufactures protocol. All samples were run in duplicate.

### Methionine cycle metabolites

Methionine cycle metabolites were quantified in 35 day old mouse whole skeletal muscle in collaboration with Dr. Teodoro Bottiglieri at the Center of Metabolomics at Baylor Scott & White Research Institute (Dallas, Texas, USA). Concentrations of methionine, *s*-adenosylmethionine (SAM), *s*-adenosylhomocysteine (SAH), cystathionine (Cys), choline and betaine were determined by LC–ESI–MS/MS as previously described [4]. Clear perchloric acid extracts containing labelled isotopes were injected into the LC–MS/MS system (QTrap 5500, Sciex, Framingham, MA) and metabolites quantitated using Analyst 6.0 (Sciex, Framingham, MA). The SAM:SAH ratio was calculated as an index of methylation potential.

### Reduced representation bisulfite sequencing (RRBS)

DNA was extracted from 35 day old mouse hamstring muscle using DNeasy Blood & Tissue Kit (Qiagen). RRBS was performed using the Bioconductor MethylKit package using default parameters, with the exception that overdispersion correction was performed. DMPs called based on FDR *q* value < 0.05 and methylation difference > 10%. All effect sizes for DNA methylation data are reported as “methylation difference” and calculated as the difference in mean DNA methylation between groups. A higher effect size cut-off for the RRBS analysis than the methylation array analysis was chosen because low read depth can inflate effect sizes.

### CpG methylation array

DNA was extracted from 35 day old mouse TA using phenol–chloroform extraction method. DNA samples (1100 ng) were submitted to TCAG, bisulphite converted and ran on the Infinium Mouse Methylation BeadChip. Mouse array data processed and normalized in Genome Studio using Illumina normalization and then imported into R for analysis. To identify genotype-associated CpGs, linear regression was applied to each CpG (287,050 total) using the Limma package. To identify sites at which VPA treatment corrected aberrant DNA methylation patterns in *Mtm1* KO mice, we applied an interaction model using the Limma package. We reported sites that met a nominal *p* value < 0.05, and methylation difference > 5% between PBS *Mtm1* KO vs. PBS WT (i.e. a genotype effect) and PBS *Mtm1* KO vs. VPA *Mtm1* KO (i.e. a drug effect). As well, an effect size was calculated for PBS WT vs VPA *Mtm1* KO, which was required to be < 5% and therefore, suggestive of a return to “normal” DNA methylation values following VPA treatment in the *Mtm1* KO mice.

### Patient blood samples

Genomic DNAs from peripheral blood of male patients with XLMTM were obtained in accordance with protocol 03–08-128R of the Boston Children’s Hospital Institutional Review Board, protocol 06/Q0406/33 from the MRC Centre for Neuromuscular Diseases Biobank (UK), protocol 12-N-0095 from the NIH, National Institute of Neurological Disorders and Stroke (NINDS) ethics review board, and protocol 100054920 from the Hospital for Sick Children REB. All patients in the XLMTM group from Boston Children’s Hospital were derived from a previously published cohort [7], exhibited clinical findings consistent with a diagnosis of XLMTM and were hemizygous for *MTM1* variants classified as either pathogenic or likely pathogenic under published criteria of the American College of Medical Genetics [49]. All other cases met the diagnostic criteria for XLMTM (pathogenic variant in *MTM1* and clinical features consistent with XLMTM). Total genomic DNA was extracted following standard protocols utilizing Gentra Puregene Kits (Qiagen).

### Infinium MethylationEPIC array

Human EPIC array data were generated on total genomic DNA extracted from whole blood. All samples were run in two array batches which were stratified for XLMTM cases and controls; one of these batches contained all *ACTA1* samples. We used the *minfi* package for preprocessing and normalization (Illumina normalization). Following filtering, 792,415 sites remained for analysis, including those mapping to sex chromosomes as all participants were male. Blood cell proportions were estimated using the Houseman method and the Bioconductor package “FlowSorted.Blood. EPIC”. To derive a *MTM1* signature, XLMTM patients (*n* = 19) were divided into two groups: (1) the “discovery” cohort of *n* = 12 (*n* = 7 with LOF variants, frameshift or nonsense, *n* = 1 inframe deletion, *n* = 3 splice variants, and *n* = 1 missense), and (2) the “test” cohort of *n* = 7 individuals with both LOF and missense variants, *n* = 5 and *n* = 2. The 12 discovery samples and typically developing male control individuals (*n* = 21) were used to define a set of differentially methylated positions (DMPs). First, all CpGs significantly associated with age (*n* = 24,537; FDR-corrected *p* value < 0.05) were removed. Next, a linear model was applied using LIMMA regression to all remaining CpGs with XLMTM status as the main effect and three covariates: age, estimated neutrophil proportion, estimated monocytes proportion. The remaining blood types (CD8T, CD4T, B cell, Natural Killer) were associated with neutrophil proportion and therefore not included. Sites which met a nominal significance (uncorrected *p* value < 0.005 and methylation difference 5%) were reported. These sites were then validated using PCA and hierarchical clustering in a new set of samples: the XLMTM test cohort, an additional *n* = 4 controls and *n* = 5 individuals with *ACTA1* variants. Qlucore Omics Explorer was used for data visualization, including heat maps and PCA plots. DNA methylation values in the associated figures are mean centered.

### Chromatin immunoprecipitation (ChIP)

For each (ChIP), approximately 20–30 mg of frozen tissue was cross-linked and disaggregated into single cell suspension in 1% formaldehyde diluted with Solution A (50 mM Hepes–KOH, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA) using a Dounce homogenizer. Fixation was carried out at room temperature for 15 min and stopped with 125 mM glycine. After two washes with ice cold PBS, cells were filtered through 100 μm cell strainer. Cells were lysed using low SDS Chromatin EasyShear Kit (Diagenode) following the manufacturer’s instructions and resuspended in Shearing Buffer (Diagenode) supplemented with Protease Inhibitor Cocktail (Roche). Chromatin was shared into 200–500 bp fragments by sonication for 12 cycles (30 s ON, 30 s OFF) with Bioruptor Pico sonicator (Diagenode). An aliquot of the 10% of shared chromatin from each sample was removed for input DNA extraction. The remaining chromatin lysates were combined with 10 μg of anti-H2K27ac antibody (#39133, Active Motif) and incubated overnight rotating at 4 °C, and then with 100 μl of pre-blocked (0.5 mg/ml BSA) Dynabeads protein G beads (ThermoFisher) for 4 h. Beads were then washed six times with RIPA buffer and resuspended in ChIP Elution buffer (50 mM Tris–HCl, pH 8; 10 mM EDTA; 1% SDS). Cross-linking was reversed by overnight incubation at 65 °C. Cellular proteins and RNA were digested with Proteinase K (Invitrogen) and RNaseA (Ambion). ChIP and 10% input DNA were purified by phenol/ chloroform precipitation, and DNA concentrations were measured with Qubit 2.0 Fluorometer (Invitrogen Life Technologies).

### Chip-qPCR

Enrichment of H3K27ac in the promoter or exon regions of seven candidate genes was assessed with ChIP-qPCR using 0.25 ng of ChIP DNA and equivalent volume of the 10% input DNA for each reaction. ChIP-qPCR primers were designed in NCBI-Primer Blast [65], and confirmed for specificity of targeted PCR product by melt-curve analysis. The targets regions were predicted using the published tracks from H3K27ac/H3k4me2 in mouse quadricep muscle on the UCSC genome browser. Primers were:

*Atf3* F1: CTAGGGCTTCAGTCTCCGGT, R1: GCGAAGACTGGAGGTGAGTT;

*Bcl2l1* F: GTCTCCTTCGTCCCTTGTGG, R1: TTCCTCAGCGGATGGAAACC;

*Btg2* F1: TAAAGACACCCCAGGCAAGA, R1: CTCAAGGTTTTCAGTAGGGCG;

*Gemin5* F1: GGGTCTAGGCTGGGTCAGTC, R1: GGGAGTTCTGTAAGTCGCCG;

*Junb* F1: ATAGGGATCCGCCAGGTTGA, R1: CCGGATGTGCACGAAAATGG;

*Kcnc3* F1: ACGTGCTCAACTACTACCGC, R1: CCACGTCCGTCTCGTCTATG;

*Mettl11b* F1: GCTCTGACTCACTTACCCAGG, R1: AGATCCCGTTGGCAGAAGAC.

Each reaction was performed in triplicate using 1X advanced low-ROX qPCR master-mix with Supergreen (Wisent), 20 μM of each primer and were run using ABI Prism 7000 Real-Time detection system (Applied Biosystems). Percent input method was used for fold change calculations.

### Differential expression vs RRBS

A total of 2,424 CpGs were reported in RRBS data as significantly differentially methylated and were compared to 5,792 genes found to be differentially expressed by RNA sequencing. Using the function annotatePeak in the Bioconductor package ChIPseeker and mm10 genome assembly, the CpGs were mapped to genes using default settings (i.e., region range of TSS was ± 3000 bp from TS). Genomic regions were called as “Promoter”, “5UTR”, “3UTR”, “Exon”, “Intron”, “Downstream”, “Distal Intergenic”. Genes that mapped proximal to > 1 CpGs (identified using their Ensembl gene ID) were then overlapped with genes displaying differential expression.

### Western blot analysis

Protein was extracted from mouse quadriceps muscles or zebrafish trunks (tissue posterior to cloaca) in 1X RIPA buffer (Cell Signalling Technology) with added inhibitors. Immunoblotting for samples (30 μg) was conducted as previously described [45]. Total proteins were detected using REVERT Total Protein stain and visualized by LICOR instrument. Membranes were stripped using Restore Western Blot Stripping Buffer (Thermo Scientific). For cells, total cellular proteins were extracted with 1X Cell Lysis Buffer and samples (20 μg) were separated by SDS-PAGE and transferred on Immobilon-P membranes (Millipore). Membranes were incubated with appropriate antibodies. All protein densitometry analysis was conducted as previously described [45].

### Cell culture

All cell models were derived from commercially available C2C12 immortalized mouse myoblast lines (ATCC). For primary figures, WT and *Mtm1* KO C2C12 mouse myoblasts (ECACC 91031101) were maintained at low density in DMEM-glutamax without pyruvate (Gibco) supplemented with 20% foetal bovine serum (FBS) and differentiated in DMEM-glutamax without pyruvate supplemented with 2% horse serum (HS) at 90–95% confluency. Briefly, cells were seeded at 8,000 cells/cm^2^ on glass coverslips coated with 0.2% gelatine and treated or not with 250 μM VPA (Sigma-Aldrich). Two days after, cells were switched to differentiation medium. For supplementary figures, WT, *Mtm1* KO, and *Ryr1* KO C2C12 mouse myoblasts were seeded in 24- or 96-well plates (Falcon) either uncoated or coated with 5 μg/cm^2^ collagen, 2 μg/cm^2^ laminin, or 2 μg/cm^2^ fibronectin. Cells were grown in DMEM with 20% (v/v) FBS. At 80–90% confluency, media was changed to differentiation media (DMEM with 2% (v/v) HS 1 μg/mL insulin and 50 μg/mL gentamicin). 4 μg/mL cytosine β-D-arabinofuranoside (AraC) was used to eliminate undifferentiated myoblasts [43].

### Cell microscopy

For average area of MHC positive cells, fusion index and relative directionality calculations, cells were fixed with 3.7% formaldehyde for 10 min at room temperature, quenched with 50 mM NH_4_Cl for 10 min and permeabilized by 0.1% Triton X-100 in DPBS for 10 min. Cells were saturated for 1 h with 10% goat serum in DPBS and incubated with antibodies for 1 h at room temperature. After incubation with fluorescent secondary antibodies (Thermofisher), nuclei were stained with DAPI (Euromedex). Imaging was performed with the ZOE Fluorescent Cell Imager (Bio-Rad Laboratories). Area and fusion index were calculated using ImageJ/Fiji. Relative directionality was calculated following the protocol described in [6]. For confocal microscopy, cells were fixed with 3.7% formaldehyde, quenched with NH_4_Cl for 10 min and permeabilized with 20 μM Digitonin/PIPES-BS (PIPES 20 mM pH 6.8, NaCl 137 mM, KCl 2.7 mM) for 5 min. After a 1 h saturation period in 10% goat serum/PIPES-BS, cells were incubated with anti-Integrin β1, clone MB1.2 antibody (Sigma-Aldrich) for 2 h at room temperature. After 3 washes with PIPES-BS, Alexa Fluor 488 anti-rat secondary antibody in 10% goat serum/PIPES-BS was added for 1 h. Cells were then washed 3 times with PIPES-BS and coverslips were mounted with FluorSave reagent (Calbiochem). Imaging was performed with confocal LSM900 Zeiss microscope (Zen software, × 63 objective). β1-integrin vesicles densities were calculated with Fiji.

### Constructs for cell transfections

N174-MCS (puromycin) was a gift from Adam Karpf (Addgene plasmid # 81068; http://n2t.net/addgene:81068; RRID:Addgene_81068). V5-miniTurbo-NES_pCDNA3 was a gift from Alice Ting (Addgene plasmid # 107170; http://n2t.net/addgene:107170; RRID:Addgene_107170). N174(puro)-MTM1-miniTurbo-flag and N174(puro)-miniTurbo-flag were constructed using the following plasmids and primers using *In-fusion kit (Takara Bio)* according to the manufacturer’s instructions. For N174(puro)-MTM1-miniTurbo-flag: N174-MCS (puromycin) was linearized with BamH1.

MTM1 was amplified using the following primers:

Forward: 5′-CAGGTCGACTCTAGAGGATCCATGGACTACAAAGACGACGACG-3′.

Reverse: 5′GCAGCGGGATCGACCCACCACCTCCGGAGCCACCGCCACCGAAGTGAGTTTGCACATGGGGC-3′.

miniTurbo-flag was amplified using the following primers:

Forward: 5′-TGGTGGGTCGATCCCGCTGCTGAACGCT-3′.

Reverse: 5′-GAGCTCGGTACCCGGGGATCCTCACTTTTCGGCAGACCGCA-3′.

For N174(puro)- miniTurbo-flag: N174-MCS (puromycin) was linearized with BamH1.

miniTurbo-flag was amplified using the following primers:

Forward: 5′-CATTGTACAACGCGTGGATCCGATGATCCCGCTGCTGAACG-3′.

Reverse:5′-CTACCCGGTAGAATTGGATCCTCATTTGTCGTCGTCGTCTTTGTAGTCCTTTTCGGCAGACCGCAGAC-3′.

### Lentivirus production and transduction

Vector particles were produced as previously described [61]. C2C12 cells were transduced by incubation with lentiviral in the presence of 2 μg/mL puromycin. At 90–95% confluency, differentiations were started in the presence of 1 μg/mL puromycin.

### Identification of MTM1 interacting proteins by BioID

Proximity-dependent biotinylation (BioID) was performed according to [11]. Lysates were prepared for mass spectrometry as previously described [33].

All samples were analyzed using an Ultimate 3000 nanoRS system coupled to a Q-Exactive Plus mass spectrometer (Thermo Fisher Scientific, Bremen, Germany) operating in positive mode. Briefly, 5 μl of sample was loaded onto a C18-precolumn (300 μm inner diameter × 5 mm) at 20 μL/min in 2% ACN, 0.05% TFA. After 5 min of desalting, the precolumn was switched online with the analytical C18 nanocolumn (75 μm inner diameter × 15 cm, packed in-house) equilibrated in 95% solvent A (5% ACN, 0.2% FA) and 5% solvent B (80% ACN, 0.2% FA). Peptides were eluted using a 5–25% gradient of solvent B for 80 min, then a 25–50% of solvent B for 30 min at a flow rate of 300 nL/min. The Q-Exactive Plus was operated in data-dependent acquisition mode. Survey scans MS were acquired in the Orbitrap, on the 350–1500 m/z range, with the resolution set to a value of 70,000 at m/z 400. The 10 most intense multiply charged ions (up to 2+) were selected and fragmented by Higher Energy Collisional Dissociation (normalized collision energy set to 30%), and the resulting fragments were analyzed in the Orbitrap at 17,500 resolution. Dynamic exclusion was used within 30 s with a 10 ppm tolerance to prevent repetitive selection of the same peptide.

### Bioinformatic MS data analysis

Acquired MS and MS/MS data as raw MS files were converted to the mzDB format and processed to generate peak-lists [10]. Peak lists were searched against UniProtKB/Swiss-Prot protein database with *Mus musculus* taxonomy (96216 sequences) in Mascot search engine (version 2.6.2, Matrix Science, London, UK). Cysteine carbamidomethylation was set as a fixed modification. Methionine oxidation and acetylation of protein N-terminus were set as variable modification. Mass tolerances in MS and MS/MS were set to 10 ppm and 0.8 Da, respectively. Proline software was used for the validation and the label-free quantification of identified proteins in each sample. Mascot identification results were imported into Proline. Search results were validated with a peptide rank = 1 and at 1% FDR both at PSM level (on Adjusted e-Value criterion) and protein sets level (on Modified Mudpit score criterion). Label-free quantification was performed for all proteins identified: peptides were quantified by extraction of MS signals in the corresponding raw files, and post-processing steps were applied to filter, normalize, and compute protein intensities. The cross-assignment of MS/MS information between runs was enabled. Each protein intensity was based on the sum of unique peptide intensities and was normalized across all samples by the median intensity. Missing values were independently replaced using Perseus (Gaussian imputation). After log2-transformation of the data, the values of the technical replicates were averaged for each analyzed samples. To compare the two conditions, an unpaired two-tailed Student’s t-test was performed. Proteins were considered significantly represented when their absolute log2-transformed fold change was superior or equal to 1 and their *p* value under or equal to 0.05. Volcano plots represent log10 (*p* value) according to the log2 ratio.

### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism version 8/9. Differences were considered to be statistically significant at *p* < 0.05 (*), *p* < 0.01 (**), or *p* < 0.001 (***). All data, unless otherwise specified, are presented as Mean ± SEM. For comparisons between two experimental groups, after a normality test, data were analyzed by unpaired *t* test. A one-sample *t* test was used for comparisons with control group values that had been set to 1 for normalization purposes. For comparisons between more than two experimental groups, data were analyzed either by one-way or two-way ANOVA with a post-hoc test correcting for multiple comparisons. For each experiment, data are representative of at least three independent replications, with similar results obtained.

## Results

### Large scale drug screen in a zebrafish model of XLMTM

To facilitate drug discovery, we utilized the zebrafish *mtm1*^*zf711*^ mutant model (*mtm*) [53]. This model has an 8 bp frameshift mutation in exon 5 that exhibits a biallelic, loss-of-function phenotype. The same phenotype is observed with a second *mtm1* allele (homozygous for a 12 bp inframe deletion in the phosphatase domain; *mtm*^PD^) as well as in *mtm1* morphants (Fig. S1a). The *mtm* model displays several “screenable” abnormalities, including larval fin fold degeneration of ranging severities (Fig. 1a) [53]. We screened a library of 1280 clinical stage chemicals (US Drug Collection, Microsource) to identify suppressors of *mtm* fin degeneration (Fig. 1b, S1a–S1c). We identified 40 preliminary hits, 4 of which re-tested positive and suppressed the phenotype in pools of 250 embryos. Due to its potential for clinical translation and its unique mechanisms of action, we focused further analysis on the anti-epileptic drug sodium valproate, i.e. valproic acid (VPA).

### Valproic acid (VPA) suppresses multiple mtm phenotypes in a dose dependent manner

We first tested dose–response of VPA, and found that it increasingly suppresses the fin phenotype, with complete rescue at the highest doses (Fig. 1C). VPA also prevents fin degeneration in the *mtm*^PD^ mutant as well as in *mtm1* morphants (Fig. S1d, S1e). As fin degeneration is not strictly a skeletal muscle specific phenotype, we wanted to examine an outcome related to muscle weakness. We chose to evaluate swim behaviour, which can be quantitatively assayed using the ZebraBox platform (ViewPoint Behavior Technology). As with fin degeneration, VPA treatment improves *mtm* swimming speed in a dose-dependent manner, both with pre-symptomatic exposure and with treatment after swim defects are present (Fig. 1D, S1F). However, VPA has minimal benefit on larval survival, likely due to the fact that it does not prevent or reverse the liver abnormalities noted in *mtm1* mutants (Fig. S1G, S1H).

### *VPA modifies mtm phenotypes* via *its action as a histone deacetylase inhibitor (HDACi)*

VPA is known to have multiple potential modes of action [50], including HDAC inhibition, *myo*-inositol depletion, and sodium channel inhibition. We performed a series of chemical and genetic modifier studies to identify the mechanism(s) via which VPA suppresses the *mtm* fin phenotype. We provide several lines of evidence that it acts via its ability to inhibit histone deacetylases. First, we tested several additional chemicals that mimic specific aspects of VPA activity, and found that only HDACi could suppress the fin phenotype (Fig. 1F, S2). Importantly, valpromide, a close structural analog of VPA that lacks HDACi activity [26], does not suppress the phenotype (Fig. S2a, d). Second, morpholino mediated knockdown of *hdac1* (the single zebrafish ortholog of human HDAC1 and HDAC2) prevents *mtm* fin degeneration (Fig. 1e). Third, treatment with a histone acetyltransferase (HAT) inhibitor (anacardic acid) worsens fin abnormalities, an effect that is negated by co-treatment with VPA or another HDACi, trichostatin-A (TSA) (Fig. S2k–m). Last, we utilized chemical-chemical fingerprinting [29], an approach for determining common mechanisms of action between drugs. We built a fingerprint from 9 suppressors and 6 enhancers of the fin phenotype (see Methods), and found that VPA behaves most similarly to other HDACi (Fig. 1f).

Of note, VPA appears to modify the *mtm* fin phenotype preferentially through inhibition of class I HDACs. This was apparent because non-class I HDAC inhibitors do not suppress the phenotype (Fig. S1j–i, S2), and morpholino knockdown of *hdac3*, *hdac8*, or *hdac6* did not prevent fin degeneration (Fig. 1e). Successful HDAC target engagement was confirmed as both VPA and TSA significantly increased the acetylation state of histones H3K27 and K3K9/14 in all genotypes tested (i.e., WT, het, and *mtm* fish; Fig. 1g).

### HDAC inhibition corrects aberrant transcriptional signatures of mtm zebrafish

We hypothesized that the most likely means by which VPA and other HDACi abrogate the *mtm* phenotype is by modification of gene expression. To test this, we performed comparative RNA sequencing between wild type (WT) and *mtm* mutants, treated with vehicle (DMSO), VPA, or TSA (Fig. 2A). 

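RNA was taken from the posterior part of *mtm1* larvae, without the heart, liver, brain and eyes, so that skeletal muscle and fin fold made up most of the tissue. Larvae were kept in 0.5% DMSO, 250 µM VPA or 125 nM TSA from 1 to 4 days post fertilization. VPA (sodium valproate) and TSA (trichostatin A) are both inhibitors of histone deacetylases. The 33 libraries, each a pool of 6 to 10 larvae, were 5 of WT DMSO, 4 of *mtm* DMSO, 5 of *mtm* VPA and 5 of *mtm* TSA, with 5 of heterozygous (HET) larvae in DMSO, 5 in VPA and 4 in TSA. These numbers are those of the sample labels, while the methods give 5 biological replicates. The authors prepared QuantSeq 3′ libraries, sequenced them single-end, trimmed adaptors with Cutadapt and aligned the reads with STAR. The paper gives GRCz9 as the genome and the submitters' processing notes give GRCm38 for every sample, so no zebrafish coordinates are used here. The deposited values are raw counts per gene, with totals of 8.61 to 11.27 M per library apart from 0.60 M in HET TSA replicate 4. Synthetic spike-in RNA, listed as 99 further features and excluded here, took 1.45 to 3.03% of the counts in 27 libraries. In the other 6 it took 0.00135 to 0.0183%, and these were 4 of 5 WT DMSO, 1 of 4 *mtm* DMSO and 1 of 5 *mtm* VPA libraries. Of 31701 genes, 14488 passed edgeR's filter on low counts. They were normalized by TMM and tested by edgeR's quasi-likelihood test in a fit of all 7 groups, with Benjamini-Hochberg adjustment. DEGs were called at an adjusted p under 0.01 and a fold change over 1.5, the thresholds of the paper. Genes are given by Ensembl identifier only and were not paired with gene names here, so that *mtm1* itself and the zebrafish pathways are not analysed.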

Importantly, only *mtm* fish with a mild fin phenotype were used in the DMSO group, as this enabled more accurate comparison of expression changes between groups, since severe untreated mutants completely lack fin folds. 

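Untreated mutant larvae differed from WT DMSO larvae at 294 genes, of which 232 were higher and 62 lower in *mtm* DMSO. ENSDARG00000038424 stood at 26.7 ± 2.73 CPM (counts scaled to library size; SD, n = 4 pools) in *mtm* DMSO and at 0.485 ± 0.346 (n = 5 pools) in WT DMSO, a log2 fold change of 5.75 (standard error 0.40, adjusted p = 1.32e-12 from edgeR's quasi-likelihood test). For ENSDARG00000042816 the log2 fold change was 5.09 (standard error 0.59, adjusted p = 1.98e-07 from the same test). Lower genes included ENSDARG00000037560, with a log2 fold change of -2.04 (standard error 0.35, adjusted p = 0.000269 from the same test), and ENSDARG00000002831, at -1.87 (standard error 0.38, adjusted p = 0.00199). Mutant larvae in VPA differed from WT DMSO at 704 genes, 289 higher and 415 lower, and mutant larvae in TSA at 303 genes, 149 higher and 154 lower. All 3 groups of mutant larvae differed from WT DMSO at 52 genes, whereas 166 genes were called in DMSO alone, 446 in VPA alone and 97 in TSA alone. The untreated and VPA-treated mutants shared 114 genes changed in the same direction, against 6.4 for independent lists and 26 to 31 when the WT DMSO libraries were divided between the comparisons. For the VPA and TSA mutants these values were 193, 7.4 and 63 to 68. The values for independent lists are for lists of full size. Dividing the WT DMSO libraries leaves fewer of them in each comparison. The lower counts then mix lost power with removal of the shared control.

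WT DMSO held most of the libraries without spike-in, and with spike-in as a term in the fit, chosen after seeing the data, the counts for DMSO, VPA and TSA were 163, 440 and 92. The count for DMSO was 184 without WT DMSO replicate 1, 185 without WT DMSO replicate 2, 467 without *mtm* DMSO replicate 1 and 120 without *mtm* DMSO replicate 2, and that for TSA was 196 without WT DMSO replicate 4.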

Using this approach, we identified 449, 802, and 402 differentially expressed genes (DEGs) between WT treated with DMSO vehicle and *mtm* treated with DMSO, VPA, or TSA, respectively (*p* < *0.01*, FC > 1.5) (Fig. 2b). Comparing KOs directly, there were 497 and 314 DEGs between DMSO *mtm* vs VPA *mtm* or TSA *mtm*, (Fig. 2b).

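In mutant larvae, VPA changed 375 genes relative to DMSO, 101 higher and 274 lower, and TSA changed 203 genes, 63 higher and 140 lower. The HDAC inhibitors changed 91 of these genes in the same direction, 22 higher and 69 lower, and none in opposite directions by edgeR. Independent lists of these sizes would share 3.1 genes. When the *mtm* DMSO libraries were divided between the comparisons, which leaves fewer in each, 13 to 39 genes were shared. Of the 375 genes changed by VPA, 54 also differed between *mtm* DMSO and WT DMSO, and 49 of these moved opposite to the difference in untreated larvae. Of the 203 changed by TSA, 61 also differed in untreated larvae, and 60 of these moved opposite. The *mtm* DMSO libraries enter both sides of these counts, which favours opposite directions. Among 178 genes called against WT DMSO in *mtm* DMSO and not in *mtm* VPA, 44 (24.7%) passed the direct test of VPA against DMSO, all toward the WT DMSO level. For TSA the number was 55 of 230 (23.9%). Both sets of genes were chosen for a smaller difference in treated larvae, which favours the direction toward WT DMSO. Compared directly with each other, mutant larvae in VPA and in TSA differed at 122 genes, 39 higher and 83 lower in VPA, at doses that were not matched.

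The fit of the compared groups alone called 246 genes for VPA against DMSO, 50 for TSA against DMSO and 44 for VPA against TSA, and libraries with spike-in alone, a setting chosen after seeing the data, gave 191, 83 and 69. The count for VPA was 239 without *mtm* VPA replicate 3 and 224 without *mtm* DMSO replicate 2. That for TSA was 129 without *mtm* TSA replicate 2, 128 without *mtm* TSA replicate 4, 105 without *mtm* DMSO replicate 2, 132 without *mtm* DMSO replicate 3 and 129 without *mtm* DMSO replicate 4. That for VPA against TSA was 79 without *mtm* TSA replicate 3, 80 without *mtm* VPA replicate 3 and 62 without *mtm* VPA replicate 4.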

RNAseq data was subsequently evaluated using three analytic methods. First, we performed GO term enrichment, which revealed that HDACi treatment improved pathways associated with EGFR1 signalling, extracellular matrix organization, lysosomes, metabolic processes, and tissue regeneration (Fig. 2c, d, S3a). Pathways that remained dysregulated across all *mtm* groups included those related to inflammation and immune activation. Second, we used Connectivity Map, which revealed a transcriptional signature in *mtm* mutants that closely emulates one associated with protein kinase C (PKC) activation (Fig. 2e). To further explore a link with PKC signalling, we treated *mtm* fish with the pan-PKC inhibitors Ro31–8220 and Go6983, and observed no effect on the fin phenotype (Fig. S3b, c). In addition, treatment with the classical PKC activator phorbol 12-myristate 13-acetate (PMA) significantly worsened *mtm* fin degeneration, an effect that could be rescued by VPA treatment (Fig. S3d, e). Thus, while PKC activation may contribute to the fin phenotype, it does not appear to be a main driver of phenotype suppression by HDACi.

Third, we focused on expression levels of specific gene sets, including putative XLMTM modifiers, genes involved in larval fin fold development, and HDAC related genes (Fig. 2f). With the exception of *llgl2*, we observed no changes in any of these genes that could reasonably account for the HDACi effect on *mtm* fins. The observed reversal in *llgl2* expression is intriguing, as it is a cell polarity gene that regulates ErbB2 signalling and influences zebrafish fin morphology [55], but its expression alone is unlikely to explain the totality of VPA or TSA mediated rescue.

### Valproic acid and trichostatin A ameliorate aspects of the XLMTM mouse phenotype

As a primary goal of this study was to identify drugs suitable for translation to XLMTM patients, we next tested valproic acid (VPA) and trichostatin A (TSA) for efficacy in an orthogonal model, the well described *Mtm1*^−/y^ knockout (KO) mouse[13]. Treatment was initiated at postnatal day 21, the time of overt symptom onset in male KO mice [14, 42, 54]. We first examined survival, which is greatly reduced in untreated KO mice (median = 37 days), and observed a significant improvement. Both VPA and TSA increased median survival by 20 and 5 days, and increased maximum survival by 21 and 7 days, respectively (Fig. 3a, c). We next tested motor function using the wire hang test. Untreated KO mice exhibit progressive decline in wire hang time. Treatment with VPA and TSA significantly improved wire hang performance, with the largest magnitude of improvement seen with VPA (Fig. 3b, d). Notably, these results show that at the doses tested, VPA provided greater benefit to *Mtm1* KO mice than TSA.

At the histological level, we examined the impact of VPA treatment on the well-defined structural changes observed in *Mtm1* KO muscle (i.e. increased central nucleation, myofiber hypotrophy, fibre type changes, and organelle disorganization) [39]. VPA reduced the number of central nuclei and increased myofiber size compared to vehicle control KOs (Fig. 3e–g, S4e). We also observed a clear improvement in fibre type composition where VPA treatment normalized the elevated ratio of type IIB to type I fibres in *Mtm1* KO (Fig. S4a, b). Conversely, we did not detect changes in appearance or number of triads (the subcellular localization of the excitation contraction coupling machinery), which are essentially absent in *Mtm1* KO mice (Fig. S4c). There was also persistence of internalized, aggregated dysferlin immunostaining (Fig. S4d), reflecting sarcolemmal disorganization. Of note, while VPA did lower the overall levels of histones H3 and H4 in skeletal muscle, it did not increase the ratio of acetylated to total protein for H3K9/14, H3K27, H4K12, or H4K16 (Fig. S5a–c, 4f–h).

### VPA and TSA correct aberrant expression signatures of *Mtm1* knockout mice

As with zebrafish, we hypothesized that VPA ameliorates aspects of the mouse phenotype at least partly through transcriptional modulation. We therefore performed bulk RNA sequencing, following the same analysis workflow as in zebrafish (Fig. 2a), and compared transcriptomes of 35 day old WT and KO mouse tibialis anterior muscle treated with VPA or PBS vehicle control. 

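Tibialis anterior (TA) muscle was collected at day 35 from 16 mice, 4 in each of the groups WT PBS, WT VPA, *Mtm1* KO PBS and *Mtm1* KO VPA. VPA was injected intraperitoneally at 240 mg/kg 2 times a day from day 21. *Mtm1* (ENSMUSG00000031337), the deleted gene, stood at 3.77 ± 0.242 CPM (SD, n = 4 mice) in KO PBS and 3.95 ± 0.413 (n = 4) in KO VPA, against 21.3 ± 2 in WT PBS (n = 4). Its log2 fold change in KO PBS against WT PBS was -2.50 (standard error 0.10, adjusted p = 8.15e-10 from edgeR's quasi-likelihood test). KO libraries held 220 to 300 *Mtm1* counts each and WT PBS libraries 960 to 1152. Between KO VPA and KO PBS the log2 fold change of *Mtm1* was 0.07 (standard error 0.10, adjusted p = 0.72 from the same test). The authors sequenced paired-end libraries, aligned reads to GRCm38 with STAR in 2-pass mode and took expected counts per gene from RSEM, rounded to whole numbers. The deposited values are these rounded expected counts, with totals of 52.57 to 57.87 M per library in WT PBS, 54.37 to 62.58 in WT VPA, 58.18 to 64.72 in KO PBS and 53.85 to 59.17 in KO VPA. The filter on low counts kept 16869 of 54838 genes, which were normalized by TMM and tested with all 4 groups in 1 fit by the test, adjustment and thresholds used for the larvae. The first principal component of the libraries held 47.0% of the variance and the second 10.1%. Gene groups were tested with camera on 32 lists fixed before the data were examined, at its preset correlation between genes of 0.01, and members of a list were counted as higher or lower at an adjusted p under 0.01.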

We identified 3,530 differentially expressed genes (DEGs) between WT PBS and KO PBS and 2,558 DEGs between WT PBS and KO VPA (*p* < 0.01, FC > 1.5) (Fig. 4a, b). 

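*Mtm1* KO muscle differed from WT PBS muscle at 3243 genes, 1817 higher and 1426 lower, and at 2271 genes after VPA, 1327 higher and 944 lower. *Rrad*, which encodes a small GTPase that inhibits voltage-gated calcium channels, stood at 106 ± 53.9 CPM (SD, n = 4 mice) in KO PBS and 1.69 ± 0.489 (n = 4) in WT PBS. Its log2 fold change was 5.96 (standard error 0.44, adjusted p = 1.64e-07 from edgeR's quasi-likelihood test) in KO PBS and 6.41 (standard error 0.44, adjusted p = 2.26e-07 from the same test) in KO VPA. *Sln*, encoding sarcolipin, a regulator of the calcium pump of the sarcoplasmic reticulum, rose by 6.54 on the log2 scale in KO PBS and 5.64 in KO VPA, and the metallothionein gene *Mt3* by 5.77 and 5.72. The embryonic transcription factor gene *Sox11* rose by 5.13 and 4.46. *Kcng4*, a potassium channel subunit gene, fell to 8.71 ± 2.76 CPM (n = 4) in KO PBS from 94.1 ± 18.7 (n = 4) in WT PBS (log2 fold change -3.43, standard error 0.22, adjusted p = 5.85e-08 from the same test). *Prima1*, encoding the membrane anchor of acetylcholinesterase, had log2 fold changes of -3.73 in KO PBS and -3.63 in KO VPA, and *Ptpn3*, a tyrosine phosphatase gene, -2.55 in KO VPA.

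Of 24 measured genes of denervation and the neuromuscular junction, 14 were higher in KO PBS, 2 were lower and 8 did not pass the test (16 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 1.31 and an adjusted p of 5.71e-05 from camera. This list had an adjusted p = 0.638 with an estimated correlation. *Runx1*, a transcription factor gene known to be induced by denervation, stood at 28.5 ± 7.43 CPM (SD, n = 4) in KO PBS and 3.19 ± 0.648 (n = 4) in WT PBS. *Chrnd*, an acetylcholine receptor subunit gene, rose by 2.93 on the log2 scale, and *Cdkn1a*, a cell cycle inhibitor gene, by 3.82. Markers of tissue next to the fibres moved as well. Of 14 Schwann cell and nerve markers 5 were higher (6 when adjusted over the list alone) and none was lower by edgeR (adjusted p = 0.000942 from camera, adjusted p = 0.638 with an estimated correlation). Of 10 keratinocyte markers 4 were higher (5 over the list alone; adjusted p = 0.0224 from camera, adjusted p = 0.638 with an estimated correlation). Of 13 adipocyte markers 6 were higher (6 when adjusted over the list alone), at an adjusted p of 0.0777 from camera. *Lep*, the leptin gene, rose by 3.65 on the log2 scale, and by 4.28 without WT PBS replicate 1. No camera call in this comparison held with an estimated correlation, and the keratinocyte call was lost without WT PBS replicate 4 (adjusted p = 0.0599). Adipocyte markers were called without KO PBS replicate 3 (0.0329) or 4 (0.0202) or WT PBS replicate 3 (0.0461).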

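KO PBS and KO VPA muscle shared 1791 genes that differed from WT PBS in the same direction, 1050 higher and 741 lower, and no gene was called in opposite directions. Independent lists of the same sizes would share 222.7 genes in the same direction. In 20 simulations of unchanged groups with a shared control, none was shared by edgeR. Unchanged groups give hardly any calls, so this cannot show that the 1791 exceed what a shared control produces. When the WT PBS libraries were divided between the comparisons, in 6 ways, 1053 to 1154 genes were shared, with fewer controls in each comparison. Another 1452 genes, 44.8% of those called in KO PBS, were called in KO PBS alone, and 480 genes, 21.1% of those called in KO VPA, in KO VPA alone. The genes called in KO PBS alone had a median absolute log2 fold change of 0.83 in KO PBS and of 0.49 in the same direction in KO VPA, and 314 of them had an adjusted p under 0.01 in KO VPA as well, with a fold change below the threshold. Across all genes, the log2 fold changes of KO PBS and KO VPA had a Pearson correlation of 0.87, where genes are not independent replicates and a shared control alone gave 0.51 in the simulations. *Sln*, *Rrad* and *Mt3* were among the shared genes.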

KOs ± VPA shared 1971 DEGs vs WT, whereas 587 DEGs were unique to VPA KO (~ 23% of its DEGs) and 1559 DEGs (~ 44%) were unique to PBS KO, i.e., could be considered normalized by VPA treatment (Fig. 4D). 

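*Mtm1* KO muscle treated with VPA differed from KO PBS muscle at 47 genes, 30 higher and 17 lower in KO VPA, and 37 of the 47 also differed between KO PBS and WT PBS, all 37 in the opposite direction. The KO PBS libraries enter both comparisons, which favours opposite directions. *Ak4*, a mitochondrial adenylate kinase gene, rose to 15 ± 0.797 CPM (SD, n = 4 mice) in KO VPA from 7 ± 0.846 (n = 4) in KO PBS, a log2 fold change of 1.1 (standard error 0.19, adjusted p = 0.00791 from edgeR's quasi-likelihood test). *Tmem178b* (1.46), *Vwa3b* (1.26) and *Aplp1* (1.14), which encodes an amyloid precursor-like protein, also had higher log2 levels in KO VPA. Among lower genes, *Alox12*, encoding a lipoxygenase, fell to 2.42 ± 1.11 CPM from 7.34 ± 1.62 (n = 4 each), a log2 fold change of -1.60 (standard error 0.26, adjusted p = 0.00738 from the same test). The circadian repressor gene *Ciart* had a log2 fold change of -1.64 (standard error 0.26, adjusted p = 0.00676), *Id4*, an inhibitor of basic helix-loop-helix factors, -0.94 (standard error 0.15, adjusted p = 0.00733), and *Sat1*, of polyamine catabolism, -0.69 (standard error 0.10, adjusted p = 0.00567). Markers of adipocytes, with a median log2 fold change of -0.94 over 13 genes and every member negative, and of Schwann cells and nerve, with -0.82 over 14 genes, were lower in KO VPA as lists (adjusted p = 0.000145 and 0.00302 from camera, adjusted p = 0.961 with an estimated correlation for each). The 10 keratinocyte markers had a median of -0.90 (adjusted p = 0.00212 from camera, adjusted p = 0.675 with an estimated correlation).

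At an unadjusted p under 0.05, 4139 genes differed, and DESeq2 called 310 genes at the same thresholds, the fit of the compared groups alone none and an adjusted p under 0.05 439. Without KO PBS replicates 1 and 2, in which adipocyte and nerve markers were high, none of the 47 genes was called by edgeR and all 47 kept their direction, a setting chosen after seeing the data. Leaving out KO PBS replicates 1 to 4 in turn left 1, 0, 5 and 3 calls, and leaving out KO VPA replicates 1 to 4 left 0, 0, 203 and 1, and the named calls were lost in most of these fits. The Schwann cell call was lost without KO PBS replicate 2 (adjusted p = 0.0623).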

Most pertinently, there were 323 DEGs between *Mtm1* KO treated with VPA and PBS (Fig. 4)C, C′). Together these data indicate partial overall transcriptional “rescue” in *Mtm1* KO mice treated with VPA.

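Of the 1452 genes called in KO PBS and not in KO VPA, 24 (1.7%) passed the direct test of KO VPA against KO PBS toward the WT PBS level and none away from it by edgeR, and 1451 had a log2 fold change in that direction. These genes were chosen for a smaller difference in KO VPA, which favours that direction. Of the 1791 shared genes 13 passed the direct test toward WT PBS. Of the 480 genes called in KO VPA alone 4 passed it away from WT PBS. *Sat1* and *Junb* lie among genes that were higher in KO PBS than in WT PBS and lower after VPA. From its counts of differentially expressed genes taken together, the paper describes a partial transcriptional “rescue” in KO mice given VPA.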

GO term enrichment analysis revealed that VPA normalized pathway expression changes related to muscle development, receptor recycling, extracellular matrix organization, and focal adhesions, while mitochondrial metabolism and skeletal muscle contraction were not changed (Fig. 4c, S6a–c). 

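Genes of muscle development and receptor recycling moved in both directions in *Mtm1* KO muscle. Of 38 developmental and embryonic muscle genes, 14 were higher in KO PBS than in WT PBS and 7 were lower (14 and 8 when adjusted over the list alone). *Myh3*, encoding embryonic myosin heavy chain, rose by 4.14 on the log2 scale (standard error 0.45, adjusted p = 5e-06 from edgeR's quasi-likelihood test). *Mymx*, needed for myoblast fusion, rose by 4.32 (standard error 0.72, adjusted p = 0.000196 from the same test), and by 3.55 without KO PBS replicate 3. The list's median log2 fold change was -0.05 while its mean was 0.44, with an adjusted p of 0.464 from camera. Of 41 genes of endosomal receptor recycling, 9 were higher and 9 lower (9 and 10 over the list alone), among them *Rab13*, a GTPase of membrane traffic, at 1.84 and *Tfrc*, the transferrin receptor gene, at -1.63. Of 49 genes of fibrillar collagens and extracellular matrix, 11 were higher and 3 lower (adjusted p = 0.0777 from camera; the same counts over the list alone). Log2 fold changes were 3.10 for the collagen gene *Col8a1* and 3.07 for *Timp1*, an inhibitor of matrix proteases. Of 46 integrin and focal adhesion genes, 8 were higher and 8 lower (11 and 10 over the list alone), such as the integrin gene *Itga9* at 1.08 and the talin gene *Tln2* at -0.88. Camera gave an adjusted p of 0.97 and the direction lower, with a median of 0.03. Between KO VPA and KO PBS no member of these 4 lists was called by edgeR over all genes, and 1 developmental gene was higher and 1 lower when adjusted over the list alone. The adjusted p from camera was 0.637 for developmental genes, 0.254 for recycling, 0.637 for matrix and 0.602 for focal adhesion, with median log2 fold changes of 0.11, 0.05, -0.06 and -0.05.

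Genes of energy metabolism were lower in KO muscle. Of 26 TCA cycle genes, 24 were lower in KO PBS and none was higher by edgeR, with a median log2 fold change of -0.79 (24 lower over the list alone; adjusted p = 1.21e-13 from camera, adjusted p = 0.555 with an estimated correlation). *Idh3a*, encoding a subunit of isocitrate dehydrogenase, had a log2 fold change of -1.12 (standard error 0.10, adjusted p = 9.37e-07 from edgeR). Of 77 nuclear-encoded genes of oxidative phosphorylation, 37 were lower and none was higher by edgeR (41 lower over the list alone; adjusted p = 2.28e-12 from camera, adjusted p = 0.638 with an estimated correlation), among them the complex I gene *Ndufs1* at -0.88 and *Sdha*, shared with the TCA cycle, at -0.84. Of 32 genes of glycolysis and glycogen, 19 were lower and 1 higher (20 and 1 over the list alone; adjusted p = 3.78e-07 from camera, adjusted p = 0.555 with an estimated correlation), including *Ppp1r3a*, a glycogen-targeting phosphatase subunit gene, at -0.94. The 45 contractile genes split into 11 higher and 15 lower (12 and 18 over the list alone), with a median of -0.35 and a mean of 0.52 (adjusted p = 0.175 from camera). The slow-fibre genes *Myh7*, *Tnni1* and *Tnnc1* rose by 5.42, 4.49 and 4.35 on the log2 scale. *Myh7* stood at 403 ± 172 CPM (SD, n = 4 mice) in KO PBS and 9.42 ± 12 (n = 4) in WT PBS. Without WT PBS replicate 2 the log2 fold change of *Myh7* was 6.86. By immunostaining of TA muscle, the paper reports a raised ratio of type IIB to type I fibres in KO mice, improved by VPA. The RNA of these slow-fibre genes went the other way, and the cause of this difference was not tested. After VPA no member of these lists was called against KO PBS by edgeR. The median log2 fold change was -0.01 for oxidative phosphorylation (adjusted p = 0.561 from camera), 0.06 for glycolysis (adjusted p = 0.254) and -0.07 for contractile genes (adjusted p = 0.249), and 0.13 for the TCA cycle (adjusted p = 0.0456 from camera, adjusted p = 0.961 with an estimated correlation).

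The call for the TCA cycle after VPA was lost without KO PBS replicate 2 (adjusted p = 0.097), without KO PBS replicate 3 (0.129), without KO VPA replicate 3 (0.367) and with upper-quartile factors (0.0657). Oxidative phosphorylation was called after VPA without KO VPA replicate 3 (0.00081). In KO PBS against WT PBS the matrix list was called without KO PBS replicate 1 (0.0281), 3 (0.0468) or 4 (0.0462) or WT PBS replicate 4 (0.0429), and contractile genes without WT PBS replicate 3 (0.048).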

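Of 59 histone methyl- and acetyltransferases and demethylases, 12 were lower in KO PBS than in WT PBS and 1 was higher (the same over the list alone), with a median log2 fold change of -0.19 (adjusted p = 0.00127 from camera, adjusted p = 0.638 with an estimated correlation). *Smyd2*, encoding a lysine methyltransferase, had a log2 fold change of -2.10 (standard error 0.18, adjusted p = 7.03e-07 from edgeR's quasi-likelihood test). In KO VPA against KO PBS none of the 59 was called by edgeR over all genes and 1 was higher over the list alone, with a median of 0.09 (adjusted p = 0.0762 from camera). In WT VPA against WT PBS the median was -0.06 (adjusted p = 0.0152 from camera, adjusted p = 0.787 with an estimated correlation). The difference in response between KO and WT was positive at 51 of the 59, with a median of 0.17. Camera called it (adjusted p = 0.000297), but not with an estimated correlation (adjusted p = 0.692). Of 23 genes of DNA methylation and demethylation, 4 were lower and 2 higher in KO PBS (the same over the list alone; adjusted p = 0.196 from camera), and *Dnmt3a*, a de novo DNA methyltransferase gene, had a log2 fold change of -0.76 (standard error 0.12, adjusted p = 0.000161 from edgeR). None of the 23 was called after VPA by edgeR, over all genes or over the list alone (median -0.03, adjusted p = 0.574 from camera). Of 39 genes of one-carbon and methionine metabolism, which supplies methyl groups, 10 were lower and 5 higher in KO PBS (12 and 6 over the list alone; adjusted p = 0.139 from camera), and none was called after VPA by edgeR (adjusted p = 0.895 from camera).

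ERK targets and feedback genes were more often higher than lower in KO PBS, with 15 higher and 3 lower of 40 (the same over the list alone; adjusted p = 0.0562 from camera). *Egr1*, an immediate early transcription factor gene, rose by 3.87 on the log2 scale (standard error 0.47, adjusted p = 1.2e-05 from edgeR). After VPA 1 of the 40, the immediate early gene *Ier2*, was lower than in KO PBS by edgeR (log2 fold change -1.06, standard error 0.19, adjusted p = 0.00959), and 2 were lower over the list alone. The list's median after VPA was 0.04 and its mean -0.12 (adjusted p = 0.561 from camera).

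Macrophage markers were higher in KO PBS at 16 of 20 genes (17 higher and 1 lower over the list alone; adjusted p = 1.19e-05 from camera, adjusted p = 0.638 with an estimated correlation). *Cd68*, a lysosomal glycoprotein gene of macrophages, stood at 8.48 ± 1.97 CPM (SD, n = 4 mice) in KO PBS and 2.49 ± 0.386 (n = 4) in WT PBS, and *Lgals3*, encoding galectin-3, rose by 3.15 on the log2 scale. MHC class I and II genes were higher at 8 of 18 (the same over the list alone; adjusted p = 0.00127 from camera, adjusted p = 0.638 with an estimated correlation), with *H2-Ab1* at 1.66. Of 26 cytokine and chemokine genes, 10 were higher and 2 lower (12 and 3 over the list alone; adjusted p = 0.124 from camera). None of 7 T and B cell markers was called by edgeR (adjusted p = 0.464 from camera) and 1 of 6 neutrophil markers was higher (adjusted p = 0.8 from camera). After VPA the adjusted p from camera was 0.895 for macrophage markers, 0.514 for MHC genes, 0.928 for cytokines, 0.525 for T and B cell markers and 0.895 for neutrophil markers. *Ccl11*, encoding the chemokine eotaxin, was the 1 gene of these lists called after VPA by edgeR (log2 fold change 0.79, standard error 0.11, adjusted p = 0.00567), and 2 cytokine genes were higher over the list alone. In the same KO PBS libraries 5 of 14 Schwann cell and 4 of 10 keratinocyte markers were higher. Neither list was called with an estimated correlation (adjusted p = 0.638 from camera for each). The mean log2 CPM of Schwann cell markers relative to WT PBS was 0.79 in KO PBS replicate 4, below the 0.98 of WT PBS replicate 3.

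Against KO PBS, the histone enzymes were called as higher after VPA without KO PBS replicate 1 (adjusted p = 0.0218), KO PBS replicate 2 (0.0451) or KO VPA replicate 3 (0.000123) and with no filter on low counts (0.0239). The ERK list was called as higher in KO PBS without KO PBS replicate 1 (0.0329) or 3 (0.0468) or WT PBS replicate 3 (0.048) or 4 (0.0495), and the calls of *Ier2* and *Ccl11* after VPA were lost without any 1 of KO PBS replicates 1 to 4 and KO VPA replicates 1, 2 and 4 (adjusted p from 0.0126 to 0.0324 and from 0.0103 to 0.0282).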

Pathways related to DNA and histone modification genes and ERK regulation were uniquely changed by VPA, with variable effects on dysregulated inflammatory pathways. As also seen in zebrafish, transcriptional signature profiling with Connectivity Map revealed a protein kinase C (PKC) hyperactivation signature that is more pronounced in untreated KOs (Fig. 4f). Western blot analysis of PKC substrates was consistent with PKC activation in untreated *Mtm1* KOs and correction with VPA (Fig. S6d). Of note, comparison of RNAseq data to age/sex matched TA muscle from another mouse with severe myopathy, a model of recessive *RYR1* related myopathy[12], shows completely different transcriptomic signatures (Fig. 4f), supporting the specificity of PKC hyperactivation in *Mtm1* KO muscle. 

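Among myotubularins and modifiers of XLMTM, no gene passed the test between KO VPA and KO PBS by edgeR. The 11 of them shown in Fig. 4g had a lowest adjusted p of 0.0437. The values were 0.11 on the log2 scale for *Pik3c2b*, a lipid kinase gene (standard error 0.10, adjusted p = 0.514), 0.21 for *Dnm2*, encoding the membrane-fission GTPase dynamin-2 (standard error 0.08, adjusted p = 0.113), and -0.17 for *Bin1*, encoding amphiphysin-2 (standard error 0.15, adjusted p = 0.506). Over the wider list of 20 genes, 17 had positive log2 fold changes with a median of 0.20, and camera gave an adjusted p of 0.00996 (adjusted p = 0.961 with an estimated correlation), with 0 calls by edgeR over the list alone. Against WT PBS, 7 of the 20 were lower in KO PBS and 3 higher (the same over the list alone; adjusted p = 0.0461 from camera, adjusted p = 0.638 with an estimated correlation). The 7 include *Mtm1* itself, whose fall the genotype fixes. Without it, a setting chosen after seeing the data, 6 of 19 were lower and 3 higher and the list was not called (adjusted p = 0.124 from camera), while after VPA its adjusted p was 0.00852 (adjusted p = 0.961 with an estimated correlation). *Bin1* rose by 0.72 on the log2 scale against WT PBS. None of the 11 zinc-dependent HDAC genes was called between KO VPA and KO PBS by edgeR, over all genes or over the list alone (lowest adjusted p 0.165; adjusted p = 0.916 from camera). In KO PBS against WT PBS *Hdac9* was higher (log2 fold change 0.41, standard error 0.10, adjusted p = 0.00395 from edgeR), with no call over the list alone.

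Of 36 genes of skeletal muscle atrophy, 1 was called between KO VPA and KO PBS by edgeR, the transcription factor gene *Junb*, which was lower (2 lower over the list alone; adjusted p = 0.207 from camera). The log2 fold change was 0.36 for *Trim63* (standard error 0.19, adjusted p = 0.254) and 0.60 for *Fbxo32* (standard error 0.23, adjusted p = 0.114), which encode the ubiquitin ligases MuRF1 and atrogin-1. Against WT PBS, 8 atrophy genes were higher in KO PBS and 5 lower (8 and 6 over the list alone; adjusted p = 0.396 from camera), with *Trim63* at 1.27 and *Fbxo32* at 0.91. The study showed genes of these 3 sets, named there as known modifiers, atrophy genes and genes of histone acetylation, for the same samples, so these counts do not come from independent samples. The call of *Fbxo32* against WT PBS was lost without KO PBS replicate 1 (adjusted p = 0.0152) or WT PBS replicate 1 (0.013), 2 (0.016) or 4 (0.0147), and that of the modifiers against WT PBS without WT PBS replicate 1 (0.0505) or 4 (0.0599).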

Lastly, we observed no difference between treated vs untreated KOs in terms of their expression of known genetic modifiers of XLMTM [21, 53], skeletal muscle atrophy associated genes [1, 9], and genes related to histone acetylation (Fig. 4g).

Similar to our zebrafish RNAseq data, we detected expression changes in AP-1 signalling pathway genes that are normalized with VPA. 

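*Junb* and *Fosl2*, of the AP-1 family, were higher in KO PBS than in WT PBS and lower in KO VPA than in KO PBS. Of 24 measured AP-1 genes, 9 were higher in KO PBS than in WT PBS and none was lower by edgeR (10 higher over the list alone). In KO VPA against WT PBS 4 were higher and 3 lower (4 and 4 over the list alone; adjusted p = 0.621 from camera). *Junb* (ENSMUSG00000052837), a subunit of the AP-1 dimer, stood at 44.3 ± 5.19 CPM (SD, n = 4 mice) in KO PBS, 6.76 ± 1.02 (n = 4) in WT PBS and 20.4 ± 3.07 (n = 4) in KO VPA. Its log2 fold change was 2.71 in KO PBS against WT PBS (standard error 0.17, adjusted p = 5.85e-08 from edgeR's quasi-likelihood test), 1.60 in KO VPA against WT PBS (standard error 0.16, adjusted p = 6.3e-06) and -1.12 in KO VPA against KO PBS (standard error 0.16, adjusted p = 0.00567). *Fosl2*, encoding a Fos-related subunit, was also lower in KO VPA than in KO PBS, at 21.8 ± 2.37 CPM against 35.7 ± 7.17 (n = 4 each; log2 fold change -0.71, standard error 0.13, adjusted p = 0.00929). *Fos*, an immediate early gene, stood at 45.5 ± 16.5 CPM in KO PBS, 5.85 ± 2.58 in WT PBS and 14.1 ± 5.88 in KO VPA (n = 4 each), with a log2 fold change of -1.69 after VPA that did not pass the test (standard error 0.38, adjusted p = 0.0194). The corresponding values were -1.70 for *Fosb* (adjusted p = 0.0322), -0.59 for *Jund* (adjusted p = 0.0319) and -0.79 for *Maff* (adjusted p = 0.0198). *Jund* was called without KO VPA replicate 3 (adjusted p = 0.00458). *Fosl1*, which was higher in KO PBS than in WT PBS, had a log2 fold change of 0.35 after VPA (standard error 0.35, adjusted p = 0.575), and -0.23 without KO PBS replicates 1 and 2 (adjusted p = 0.673).

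In KO VPA against KO PBS 2 of the 24 genes were lower and none was higher by edgeR (11 lower over the list alone), 18 had negative log2 fold changes and the median was -0.33 (adjusted p = 7.61e-05 from camera, adjusted p = 0.0643 with an estimated correlation). In KO PBS against WT PBS camera gave an adjusted p of 0.0239 (adjusted p = 0.555 with an estimated correlation), where the median was 0.15 and the mean 0.84. The mean log2 CPM of the list relative to WT PBS was 0.79 ± 0.09 in KO PBS, 0.41 ± 0.06 in KO VPA and -0.26 ± 0.03 in WT VPA (SD, n = 4 each). Every KO VPA library lay below every KO PBS library (exact permutation test, 2-sided, p = 0.029, the smallest that 4 against 4 allow; adjusted p = 0.31 over 32 lists). Adipocyte and keratinocyte markers, with differences in this mean of -0.98 and -0.70, also had every KO VPA library below every KO PBS library (same test, exact p = 0.029 for each). In WT muscle VPA also gave negative values at 21 of 24 genes (median -0.32, adjusted p = 0.000139 from camera, adjusted p = 0.0991 with an estimated correlation), and the test of whether the response differs between KO and WT had an adjusted p of 0.534 from camera. The study showed this list for these samples, so its count is not independent evidence of direction. The calls of *Junb* and *Fosl2* after VPA were lost without any 1 of KO PBS replicates 1 to 4 and KO VPA replicates 1, 2 and 4 (adjusted p from 0.0103 to 0.0282 and from 0.0103 to 0.0294). They were also lost in the fit of the compared groups alone (adjusted p = 0.0299 and 0.0662). Without KO PBS replicates 1 and 2 the median after VPA was -0.25 for AP-1 and -1.02 for keratinocyte markers, a setting chosen after seeing the data.

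**Figure D1:**
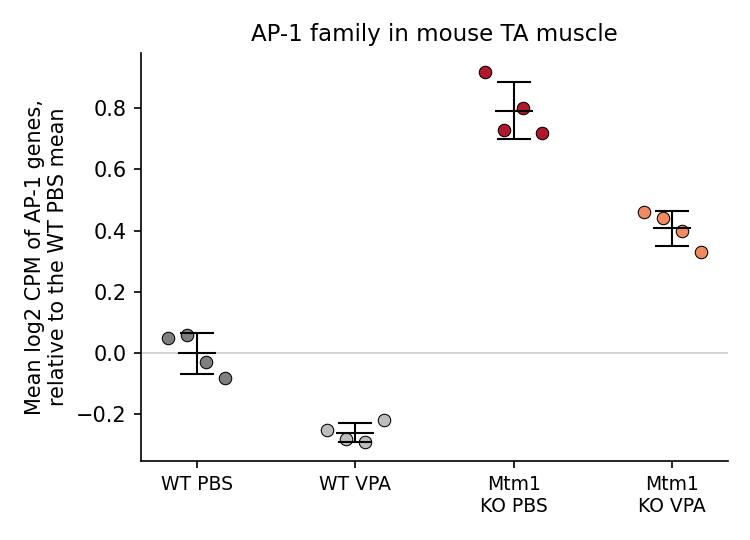
AP-1 family in TA muscle of WT and *Mtm1* KO mice. Each point is the mean log2 CPM of 24 AP-1 genes in 1 library relative to the mean of WT PBS, with the mean and SD of 4 mice per group as bars. KO PBS libraries lie from 0.72 to 0.92 and KO VPA libraries from 0.33 to 0.46.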

AP-1 pathway genes are, in part, regulated by TGF beta signalling [66], a known driver of skeletal muscle atrophy [35, 68], and thus of interest in the setting of XLMTM, where myofiber hypotrophy is a prominent feature that is rescued by VPA treatment. We thus next examined TGF beta signalling by measuring nuclear pSMAD2/3, a marker for pathway activation [32]. We found a significant increase in pSMAD positive myonuclei in KO muscle, and a significant reduction toward WT levels with VPA treatment (Fig. 5). To determine if activation of TGF beta signalling is being driven by transcriptional changes, we examined transcript levels of TGF beta pathway components. We generally did not find significant changes, with the exception of follistatin and myostatin (Fig. 5). 

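*Fst* (ENSMUSG00000021765), encoding follistatin, an antagonist of myostatin and activins, was higher in *Mtm1* KO muscle, and *Mstn* (ENSMUSG00000026100), encoding myostatin, an inhibitor of muscle growth, was lower. *Fst* stood at 30 ± 9.15 CPM (SD, n = 4 mice) in KO PBS, 4.58 ± 1.3 (n = 4) in WT PBS and 13.6 ± 1.8 (n = 4) in KO VPA. Its log2 fold change was 2.71 in KO PBS against WT PBS (standard error 0.25, adjusted p = 1.04e-06 from edgeR's quasi-likelihood test), 1.56 in KO VPA against WT PBS (standard error 0.24, adjusted p = 0.000151) and -1.15 in KO VPA against KO PBS, which did not pass the test at 0.01 (standard error 0.23, adjusted p = 0.0146). *Mstn* stood at 8.39 ± 3.87 CPM in KO PBS, 38.2 ± 20.1 in WT PBS and 11.9 ± 2 in KO VPA (n = 4 each). Its log2 fold changes in the same comparisons were -2.19 (standard error 0.32, adjusted p = 6.36e-05), -1.68 (standard error 0.31, adjusted p = 0.000679) and 0.50 (standard error 0.31, adjusted p = 0.338).

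Of 46 measured genes of TGF-beta family ligands, receptors, antagonists and SMADs, 10 were higher and 9 lower in KO PBS than in WT PBS (the same over the list alone; adjusted p = 0.847 from camera). *Tgfb1* rose by 1.01 on the log2 scale in KO PBS and by 1.24 in KO VPA against WT PBS, and *Gdf11*, a close relative of myostatin, by 1.97 in KO PBS. Between KO VPA and KO PBS none of the 46 was called by edgeR and 1 was lower over the list alone, with a median of -0.09 (adjusted p = 0.163 from camera). *Gdf11* had a log2 fold change of -1.45 (standard error 0.40, adjusted p = 0.0426). Of the 23 genes in Fig. 5e, 21 were measured. In KO PBS against WT PBS 7 of them were higher, 4 lower and 10 not called by edgeR. After VPA none was called and the lowest adjusted p was 0.0146. The study showed these genes for the same samples, so the counts do not come from independent samples. *Fst* after VPA passed the test with DESeq2 (adjusted p = 0.000118) and with no filter on low counts (adjusted p = 0.00544), and the list was called as lower after VPA without KO VPA replicate 1 (adjusted p = 0.0467 from camera).

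**Figure D2:**
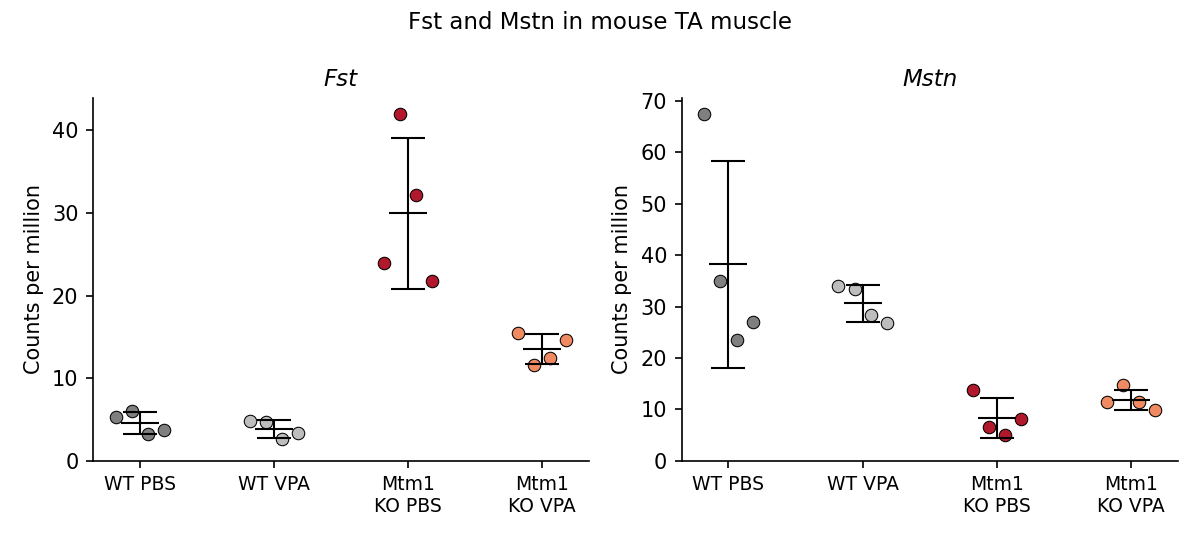
Expression of *Fst* and *Mstn* in TA muscle (CPM). Each point is 1 mouse, with the mean and SD of 4 mice per group as bars. The 4 KO VPA libraries lie below the 4 KO PBS libraries for *Fst* and overlap them for *Mstn*.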

Of note, the changes in these two genes are the opposite of what would be predicted given myofiber size in each condition and our pSMAD results [67]. They may represent compensatory changes within the myofiber, or reflect transcriptional alterations in non-muscle cell types.

### Proteomic comparison between WT and Mtm1 KO mice ± VPA identifies changes in integrins and related proteins

We next performed unbiased proteomics in order to investigate protein expression changes (Fig. 6). We discovered 320 (276 up, 44 down) differentially expressed proteins (DEPs) between WT PBS and KO PBS, while only 13 (5 up, 8 down) DEPs were identified between WT PBS and KO VPA (Fig. 6b). KO VPA muscle had 255 (29 up, 226 down) DEPs compared to KO PBS. Similar to the RNAseq data, pathways related to muscle development, endocytic pathways, and extracellular matrix organization were dysregulated in KOs and normalized by VPA (Fig. 6C, Fig. S7a, b). DNM2 and BIN1 peptides (two MTM1 interactors and disease modifiers [21, 41]) were detected and were not different across samples. We validated by western blot (using separate samples) that the DNM2 elevation observed in KO muscle was not normalized with VPA (Fig. S7c), thus distinguishing VPA treatment from other current genetic [57] and pharmacological [31, 42] approaches being explored for XLMTM. Of note, VPA also does not correct elevated levels of polyubiquitinated proteins in *Mtm1* KOs (Fig. S8d).

Interestingly, our proteomic analysis revealed that several integrin-related proteins (e.g., ITGB1, TLN1, and ILK) were elevated in KOs and normalized with VPA treatment. Consistent with this, VPA reduced elevation of phospho-FAK levels in *Mtm1* KOs (Fig. 6f). We also tested whether VPA modulated ERK signalling, a pathway identified in our RNAseq data and from previous reports, and found that VPA increased phospho-ERK levels in *Mtm1* KOs (Fig. 6e).

### VPA ameliorates integrin dependent abnormalities observed in Mtm1 knockout C2C12 cells

To provide additional orthogonal validation of VPA’s ability to rescue XLMTM related phenotypes, and to further dissect disease pathomechanisms and drug mechanism(s) of action, we studied a new C2C12 cell line with CRISPR/Cas9 engineered mutation in *Mtm1*. C2C12 cells are murine myoblasts that can be differentiated to form myotubes, and *Mtm1* deficient C2C12 cells display delayed differentiation and impaired cell adhesion (Fig. 7). Remarkably, treatment with VPA largely prevents these abnormalities, as we observed normal differentiation (Fig. 7a–c) and adhesion (Fig. S8) with VPA exposure.

To further explore MTM1 function and pathomechanisms, we performed proximity labelling using MTM1 fused to the biotin ligase miniTurbo [11] in *Mtm1* KO C2C12 cells. This construct rescues the *Mtm1* KO C2C12 phenotypes, indicating that the miniTurbo tag does not alter MTM1 function. The resulting BioID study identified several known and/or predicted interactors, including MTM1 itself and the phosphatase “dead” myotubularins MTMR10 and MTMR12. Of most interest, BioID also revealed several components of the focal adhesion (e.g., Kindlin2, Talin1, Sh3bp4, Kank1/2, Tensin1; Fig. 7d–g), suggesting close proximity between MTM1 and integrin-based complexes.

These BioID findings, taken together with the *Mtm1* KO C2C12 adhesion phenotype, led us to study integrin and focal adhesions in the C2C12 model. Beta1 integrin (ITGB1), as well as several focal adhesion components (such as Talin1), were mis-expressed in KO C2C12 cells and found to be internally accumulated within the KO myotubes (Fig. 7h–m), as previously observed in *mtm*-depleted Drosophila and XLMTM human muscle biopsies[48]. Remarkably, VPA treatment restored integrin levels to those of WT, and also promoted re-localization of the focal adhesion complex to the sarcolemmal membrane (Fig. 7h–m). These findings likely explain the improved cell adhesion of VPA exposed KO cells, and may account for the rescue of myotube formation. Importantly, these data are consistent with our multi-omics analyses in *Mtm1* KO muscle, which identified changes in focal adhesion components that are corrected with VPA.

### DNA methylation is altered in *Mtm1* knockout mice and corrected with VPA treatment

Our finding that HDAC inhibitors improve XLMTM preclinical phenotypes, along the known role of VPA in modulating DNA methylation [23, 44], led us to consider the role of the epigenome in XLMTM pathogenesis and VPA response. We first examined this by performing DNA methylation analysis in muscle of 35 day old WT vs *Mtm1* KO mice. Using two approaches, reduced representative bisulfite sequencing (RRBS; *n* = 3 WT, *n* = 3 *Mtm1* KO) and Infinium Methylation BeadChip array (Illumina; *n* = 4 WT, *n* = 4 *Mtm1* KO), we unexpectedly found genome-wide changes in DNA methylation in *Mtm1* KOs (Fig. 8a, b). Specifically, in hamstring muscle, we detected 2,424 differentially methylated positions (DMPs, *q* < 0.01, methylation difference > 10%) via RRBS, the majority (60.5%) of which were hypermethylated in *Mtm1* KOs. Notably, these DMPs were distributed across chromosomes and mapped to both inter- and intra-genic regions (Fig. S9).

We also quantified global DNA methylation using RRBS and methylation array and found in each data set a significant gain of methylation in the *Mtm1* KO mice as compared to WT (Wilcoxon rank sum *p* values < 2.2 × 10^−16^; Fig. 8c). Since each platform carries biases related to which CpGs are assayed, we validated this observation with a global 5-methylcytosine (5mC) based ELISA (Fig. 8d), and again found a global increase in DNA methylation in KO compared to WT mice. Next, we considered the impact of VPA on DNA methylation changes. While VPA treatment did not reduce global DNA methylation levels in KOs as compared to untreated mice (Fig. 8E), methylation levels were similar between VPA exposed WT and KO muscle, and we identified restoration of several gene-specific methylation changes by VPA (Fig. 8h). Using the methylation array, we identified 160 candidate DMPs at which altered DNA methylation levels in KO mice were ameliorated to WT-like levels after being treated with VPA (nominal *p* value < 0.01 and methylation difference > 5%; 10 DMPs with lowest p-values illustrated in Fig. 8h).

VPA may modulate the DNA methylome by affecting the activity of DNA methyltransferases (DNMTs) that carry out the transfer of active methyl groups, or by regulating demethylation processes. As such, we next measured total nuclear DNMT activity and 5-hydroxmethylation via ELISA in mouse hamstring muscle. While DNMT activity was not significantly modulated by VPA treatment (Fig. 8f), we observed global changes in 5-hydroxmethylcytosines (5hmC%), with KOs having higher 5hmC% compared to WT mice that was restored to WT-like levels by VPA treatment (Fig. 8g). Our findings are in line with a known function of VPA in affecting the epigenome through tissue specific hydroxymethylation processes, and thus suggests VPA may dynamically regulate the balance in skeletal muscle between methylation and demethylation processes [24, 64].

### Abnormal one-carbon metabolism as one explanation of epigenetic alterations in XLMTM

Perturbations in 1-carbon metabolism are one driver of epigenetic alterations. Accordingly, we measured 1-carbon metabolites in WT vs KO muscle (Fig. 8i) and found multiple abnormalities. Specifically, we observed > 1.5-fold increases in the methyl donor S-adenosyl methionine (SAM) and in the ratio of SAM:*S*-adenyl homocysteine (SAH), plus a corresponding decrease in the alternative methyl donor betaine. This is consistent with 1-carbon metabolic changes that would promote DNA hypermethylation in KO mice. We also found a ~ 1.7-fold increase in levels of cystathionine, an intermediary metabolite in the trans-sulfuration cycle, supporting the global increases in 5hmC% observed [47].

### Transcriptional changes and DNA methylation are interrelated in *Mtm1* KO mice

We sought to understand whether the transcriptomic changes identified in *Mtm1* KO mice were correlated with variations in DNA methylation, and to define the functional epigenetic consequences induced by VPA at these loci. Of the 2424 differentially methylated CpGs reported in our RRBS data set, 1638 CpGs mapped to various features in proximal (i.e. potentially regulatory) regions of 1447 unique genes. Within these unique genes, 389 were found to be DEG by RNAseq and proximal to > 1 differentially methylated CpG (Fig. 9a), suggesting that the transcriptomic changes may be a consequence of altered DNA methylation. In line with the known role of VPA as an HDACi, we next performed ChIP-qPCR to examine enrichment of H3K27ac at or near the promoters of selected gene loci (Fig. 9b, c). We observed an overall reduction in H3K27ac enrichment at these sites in KO mice as compared to WT, changes that are restored with VPA treatment. These findings suggest that VPA treatment has the potential to de-repress methylation signatures and modulate transcription to ameliorate aspects of the disease phenotype.

### XLMTM patients have an abnormal, unique DNA methylation signature

To determine if the novel epigenomic alterations identified in *Mtm1* KO mice are relevant to human XLMTM, we applied to XLMTM patient samples an established analytical pipeline for characterizing DNA methylation changes in rare genetic disorders of epigenetic regulation [16, 19, 51]. We examined genome-wide DNA methylation on blood samples using the Infinium MethylationEPIC array from male XLMTM patients (*n* = 19) and typically developing male control individuals (*n* = 25). XLMTM patients were divided into two groups: 1) a “discovery” cohort of *n* = 12 individuals, and 2) a “test” cohort of *n* = 7 individuals (Fig. 10a, b). Similarly, *n* = 21 age-matched controls were included in the discovery group and the remaining *n* = 4 were used in the test group. Discovery cases and controls were examined using linear regression, which revealed widespread methylation differences between control and XLMTM samples. Specifically, 416 DMPs were identified (nominal *p* value < 0.005 and methylation difference > 5%). Together these DMPs represent an abnormal XLMTM DNA methylation pattern capable of distinctly clustering all discovery XLMTM cases from controls using both hierarchical clustering and principal component analysis (Fig. 10a). To further evaluate this novel DNA methylation pattern, we tested the DMPs against our test set of XLMTM samples (*n* = 2 with missense variants and n = 5 with a LOF variants, i.e. nonsense or frameshift), plus *n* = 5 patients with another form of severe myopathy (ACTA1-related nemaline myopathy) (Fig. 10a, b). The majority of samples (except 1 XLMTM and 1 ACTA1 case) correctly clustered, thus validating the novel XLMTM-specific DNA methylation pattern and confirming epigenetic alteration as a disease feature present in patients and pre-clinical models.

## Discussion

XLMTM is a severe disease without approved treatment and with still incomplete understanding of disease pathogenesis. To address these barriers, we performed a large scale “repurposing” drug screen in a zebrafish model of XLMTM, followed by comprehensive evaluation in the fish and orthogonal studies in mouse and cell models of the disease. This experimentation led to the discovery of a new disease pathomechanism, i.e., alteration of the epigenome, critical to the XLMTM disease process. It also resulted in identification of a new therapeutic strategy for XLMTM, e.g. epigenetic modulation via HDAC inhibition, and specifically identified valproic acid as a promising drug treatment suitable for future potential translation to XLMTM patients. In total, therefore, these data advance the understanding of XLMTM and impact its therapeutic potential.

The first main finding is that valproic acid, and to a lesser extent trichostatin A, can significantly ameliorate disease relevant phenotypes in zebrafish, mouse, and cell models of XLMTM. VPA is a drug in common use in humans, used primarily as an anti-seizure therapy in children and adults with treatment refractory epilepsy. This makes it an attractive candidate therapeutic for translation to XLMTM patients. There are no reported data on VPA exposure in XLMTM patients, as epilepsy is not a primary feature of the condition. Additional future steps to translation should include dose finding and pharmacodynamic studies in *Mtm1* KO mice, as well as more in-depth assessments of safety in the pre-clinical model paradigm. To that end, there is a theoretical safety concern related to VPA, given its associated hepatoxicity and the emerging recognition of liver phenotypes in XLMTM patients [46]. No adverse events were noted in VPA treated *Mtm1* KO mice, though VPA did not appear to alter the liver phenotype noted in *mtm* zebrafish.

VPA is a drug with multiple known mechanisms of action. Several lines of evidence in our study suggest that HDAC inhibition is the primary means via which it ameliorates pre-clinical disease phenotypes. Particularly compelling is that trichostatin A, a *pan*-isoform HDAC inhibitor, also rescues elements of the disease in both zebrafish and mice. Correspondingly, treatment with VPA reversed changes in gene-specific DNA methylation and hydroxymethylation as well “corrected” disease relevant gene expression changes. Specific altered pathways of most interest to disease phenotypes include muscle development, integrin signalling, AP-1 signalling, and immune response. Importantly, elucidation of this mechanism led directly to our identification of epigenomic alternations as a novel, important element of XLMTM pathogenesis.

It is probable, however, that VPA acts upon pathways in addition to histone acetylation and DNA methylation. This is supported by the fact that VPA is more efficacious in *Mtm1* KO mice than TSA, though this difference could also be related to drug bioavailability in mice and the extent to which each drug penetrates skeletal muscle. It is also suggested by the findings in C2C12 cells, where VPA treatment ameliorated abnormalities in integrin subcellular localization, and promoted improvements in integrin dependent phenotypes (such as cell attachment). This direct impact on integrin signalling is more likely to be related to integrin trafficking, a process known to be regulated by MTM1 and to be abnormal with MTM1 deficiency [48]. The exact means via which VPA improves integrin localization and rescues integrin dependent phenotypes is not clear. A sensitization screen in yeast identified membrane trafficking as a key pathway modulated by VPA [45]; however, it did not provide insight into how it worked in this context. Future study will be required to parse out this intriguing aspect of the VPA/MTM1 interplay.

The second major finding is that epigenetic alterations appear to be a primary and important aspect of XLMTM disease pathogenesis. This is highlighted particularly by the finding of widespread and unique changes in DNA methylation in both *Mtm1* knockout mice and in XLMTM patients. We hypothesize that these changes are driven, at least in part, by functional impairment of the mitochondria in relation to their role as modulators of one carbon metabolism and control of methyl donor content for DNA (hydroxy)methylation. This is supported by our findings of increased SAM and SAM:SAH ratio, our comparative transcriptomic data, and the pre-existing knowledge of mitochondrial dysfunction in XLMTM [54], which may underlie perturbations in 1-carbon metabolism. In addition, there are multiple potential pathways that can influence the epigenome and that are abnormal in XLMTM. These include TGF beta signalling, altered intracellular calcium homeostasis, and changes in the PI3K/AKT pathway. Future experimentation will be required to dissect the potential contributions of these cellular events on epigenetic alternations in XLMTM, and the interplay between these pathways and VPA treatment.

There may also be a more direct role for MTM1 in regulating the epigenome. MTM1 contains a SET interacting domain, and SET proteins as a class typically have DNA methyltransferase activity. One early study of MTM1 function suggested expression of at least some MTM1 in the nucleus [22], though most subsequent evaluations of MTM1 subcellular localization have not corroborated this. We attempted to identify SET proteins that may interact with MTM1 by using BioID based proximity labelling, but did not identify any candidates, nor did we find other interacting factors which might directly influence the epigenome. Using IP-MS and a HIS tagged “knock in” *Mtm1* mouse model, we did uncover association between MTM1 and several nuclear proteins (MTMR12, RTN2, and NR4A3), suggesting the possibility that MTM1 may act in the nucleus as well as the sarcoplasm [54]. Of note, MTM1 is responsible for producing the majority of PtdIns5P [59], and PtdIns5P has been implicated as a regulator in skeletal myoblasts of the epigenome and of basal transcription [56]; altered PtdIns5P metabolism may thus be another avenue via which MTM1 loss influences the epigenome.

The exciting observation of a unique DNA methylation signature in whole blood from XLMTM patients lends support to the translatability of the findings in this study, and might provide a readily measurable biomarker with which to evaluate the effectiveness of novel therapies. While future work is necessary to validate our findings, such definitive DNA methylation patterns are commonly only identified in cancers and disorders caused by pathogenic variants in gene encoding epigenetic regulators [18, 19, 51]. It is also intriguing to consider in terms of the clinical phenotype of XLMTM. Unlike most other congenital muscle diseases, patients with XLMTM are often large (i.e., growth parameters > 95%), have long, unusually appearing digits, and have a unique dysmorphic facial gestalt [40]. These features are reminiscent of primary disorders of the epigenome, which frequently are associated with alterations in body size and with dysmorphic features [15, 27]. It is therefore possible that these previously unexplained features of XLMTM may, in fact, be the result of the developmental impact of primary epigenetic changes. In terms of the skeletal muscle, we suggest that the main impact of altered epigenetic programming is on myofiber size, as there is a known role for the epigenome in controlling the establishment of myofiber size [52], and treatment with VPA significantly improves this in *Mtm1* knockout muscle. Of note, a previous study of muscle biopsies from XLMTM patients identified alterations in the RNA and protein levels of several regulators of the epigenome [5], again supporting the relevance of this pathway to XLMTM pathogenesis.

In conclusion, we have identified epigenetic alterations as a novel pathomechanism in XLMTM, and found that modification of the epigenome via HDAC inhibition is a promising therapeutic strategy for this fatal disorder. MTM1 is the canonical member of the myotubularin family, and pathogenic variants in other myotubularins are associated with a range of neurogenetic disorders that currently have no treatment. In addition, XLMTM is one subtype of a family of neuromuscular disorders, called centronuclear myopathies, that share common pathomechanisms. It is therefore intriguing to consider epigenetic alterations and response to HDAC inhibition as a shared feature these MTM1 related disorders. Examination of this possibility will form the basis of future investigation.

## Supplementary Material

Supplement

## Figures and Tables

**Fig. 1:**
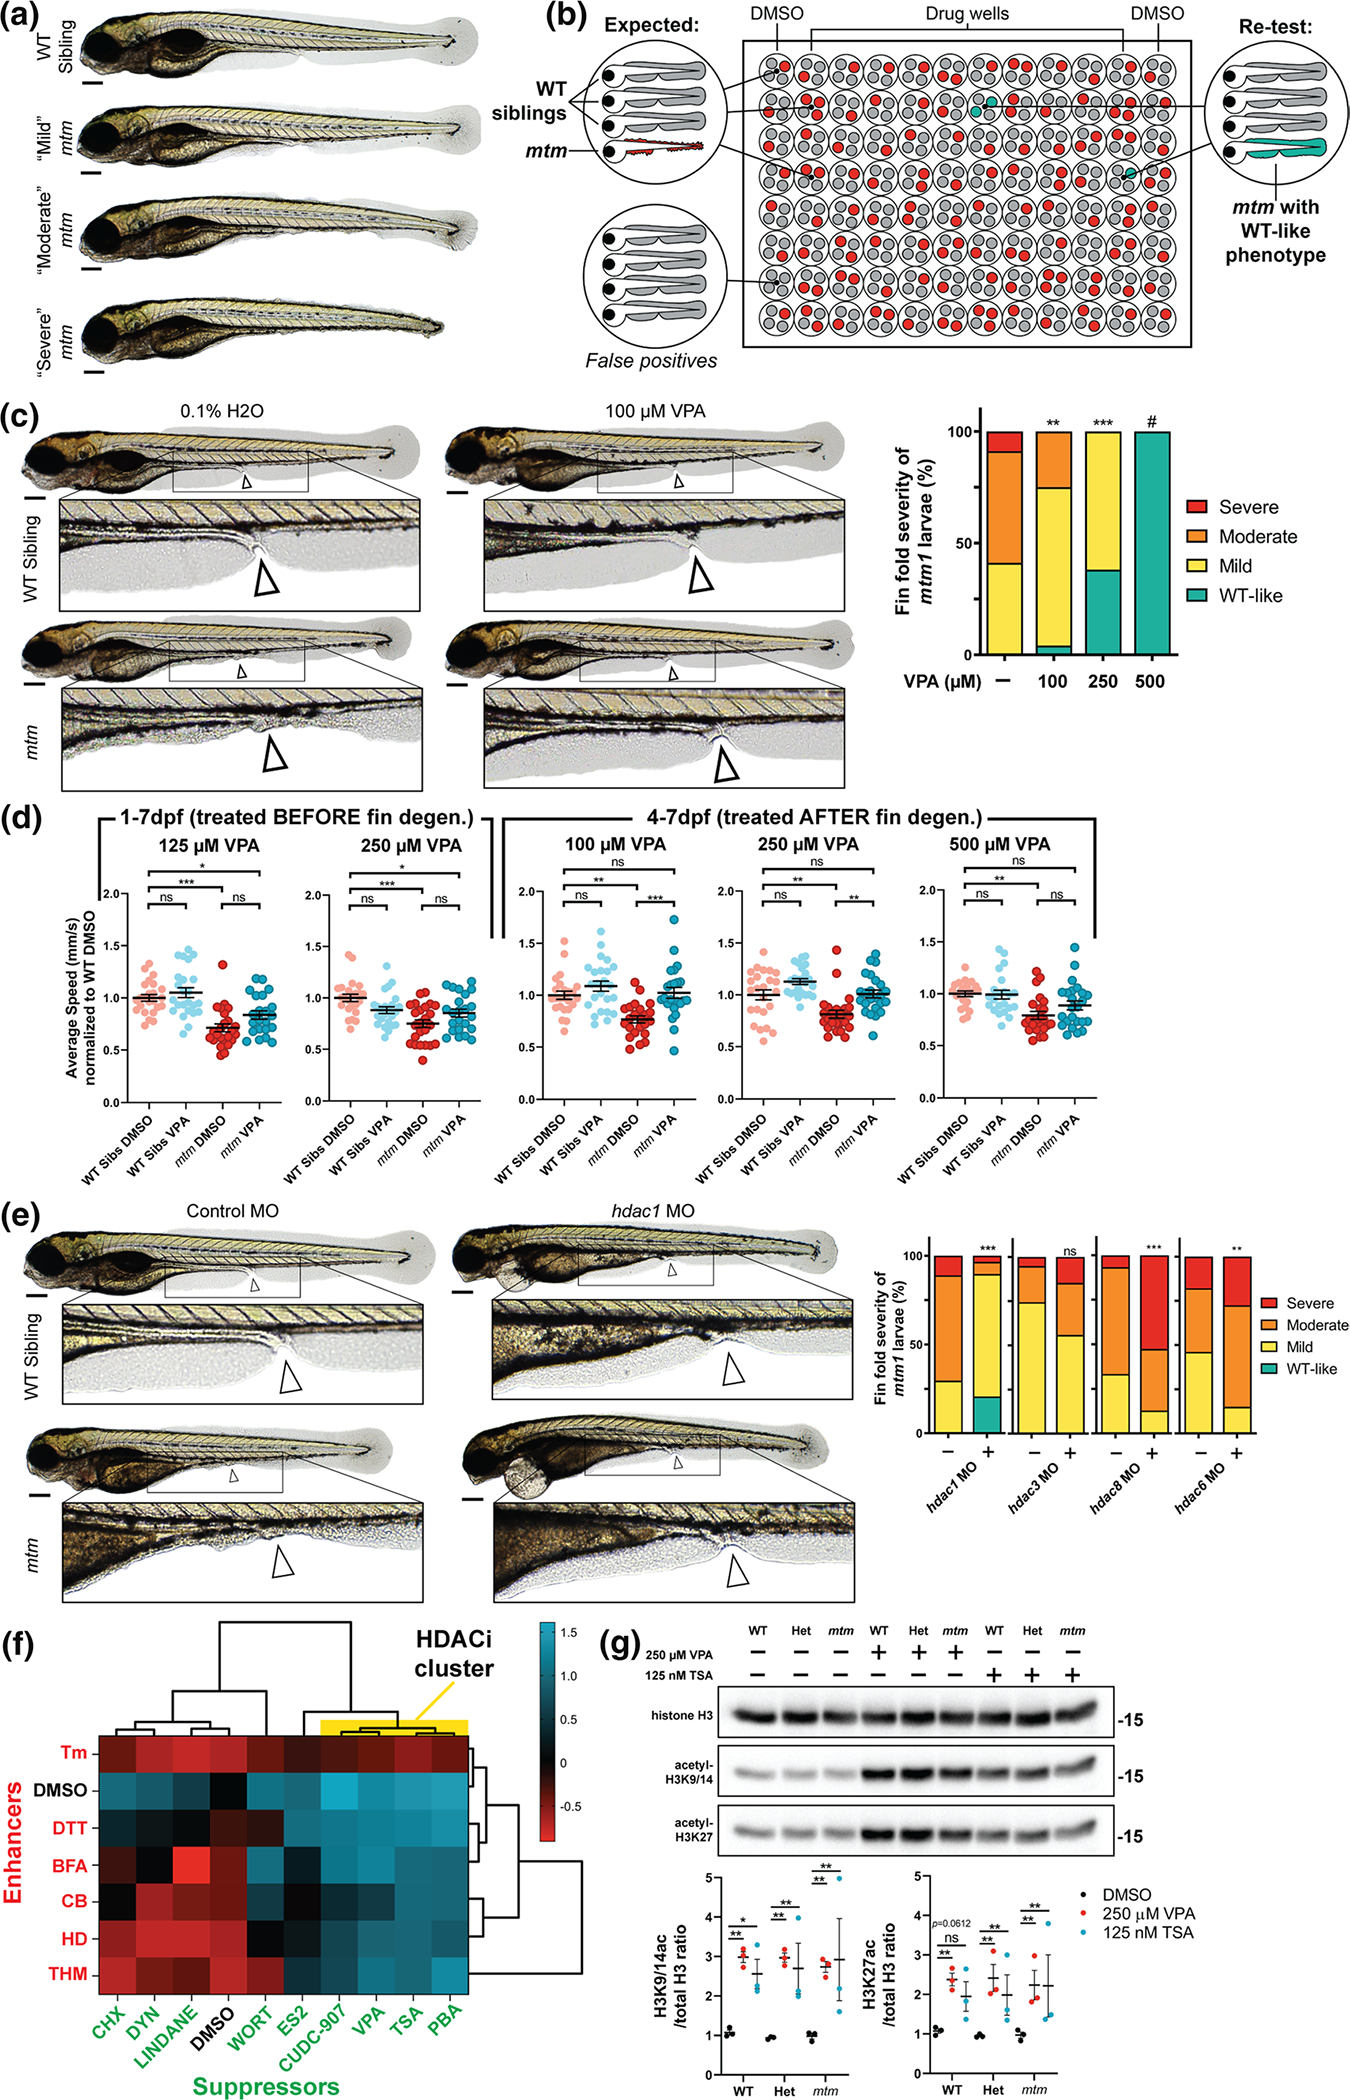
Phenotypic screen of *mtm* mutants identifies sodium valproate (VPA) as a suppressor of fin degeneration. **a** *mtm1*^Δ8/Δ8^ mutants (*mtm*) exhibit a spectrum of larval fin fold degeneration at 4 dpf, ranging from mild to severe. **b** Schematic of the unbiased screen designed to identify chemicals that suppress *mtm* fin degeneration. In total, 1280 chemicals were screened. **c** VPA was identified as a suppressor in the screen when larvae were exposed from 1 to 4 dpf. Escalating VPA concentrations show increasing effectiveness in suppressing fin degeneration. (Kruskal–Wallis test with Dunn’s post-test; Mean ± SEM; *n* = 68,24,21,0). #Note: no mutants were identified at 500 μM concentration; however there is considerable developmental toxicity at this concentration. 1 mM VPA is lethal to all fish exposed from 1 to 4 dpf. **d** VPA exposure promotes improvement in the motor activity of *mtm* mutants (2-way ANOVA with Tukey’s post-test; *n* = 22–24 larvae each group). To account for a potential advantage of having intact fin folds due to rescue by VPA, motor behavior was assessed after fins degenerated using severe *mtm* larvae only. **e** Morpholino knockdown of *hdac1* (zebrafish ortholog of human HDAC1/2) suppresses fin degeneration in *mtm* mutants. However, knockdown of class I *hdac3* and *hdac8*, or class II *hdac6*, failed to suppress the phenotype (two-tailed Mann–Whitney test; *n* = 29–90). **f** Chemical-chemical fingerprint reveals a common mode of action between VPA and HDAC inhibitors PBA, TSA (trichostatin A), and CUDC-907 in suppressing the fin phenotype (HDACi cluster in yellow) when combined with “enhancer” chemicals that worsen *mtm* fin degeneration. Other suppressors do not overcome the effects of enhancers, suggesting different mechanisms of suppression are involved. **g** Western blot reveals that larvae exposed to VPA and TSA have elevated levels of acetylated histones, consistent with HDAC inhibitor activity. Statistics: *p < 0.05, **p < 0.01, ***p < 0.001

**Fig. 2:**
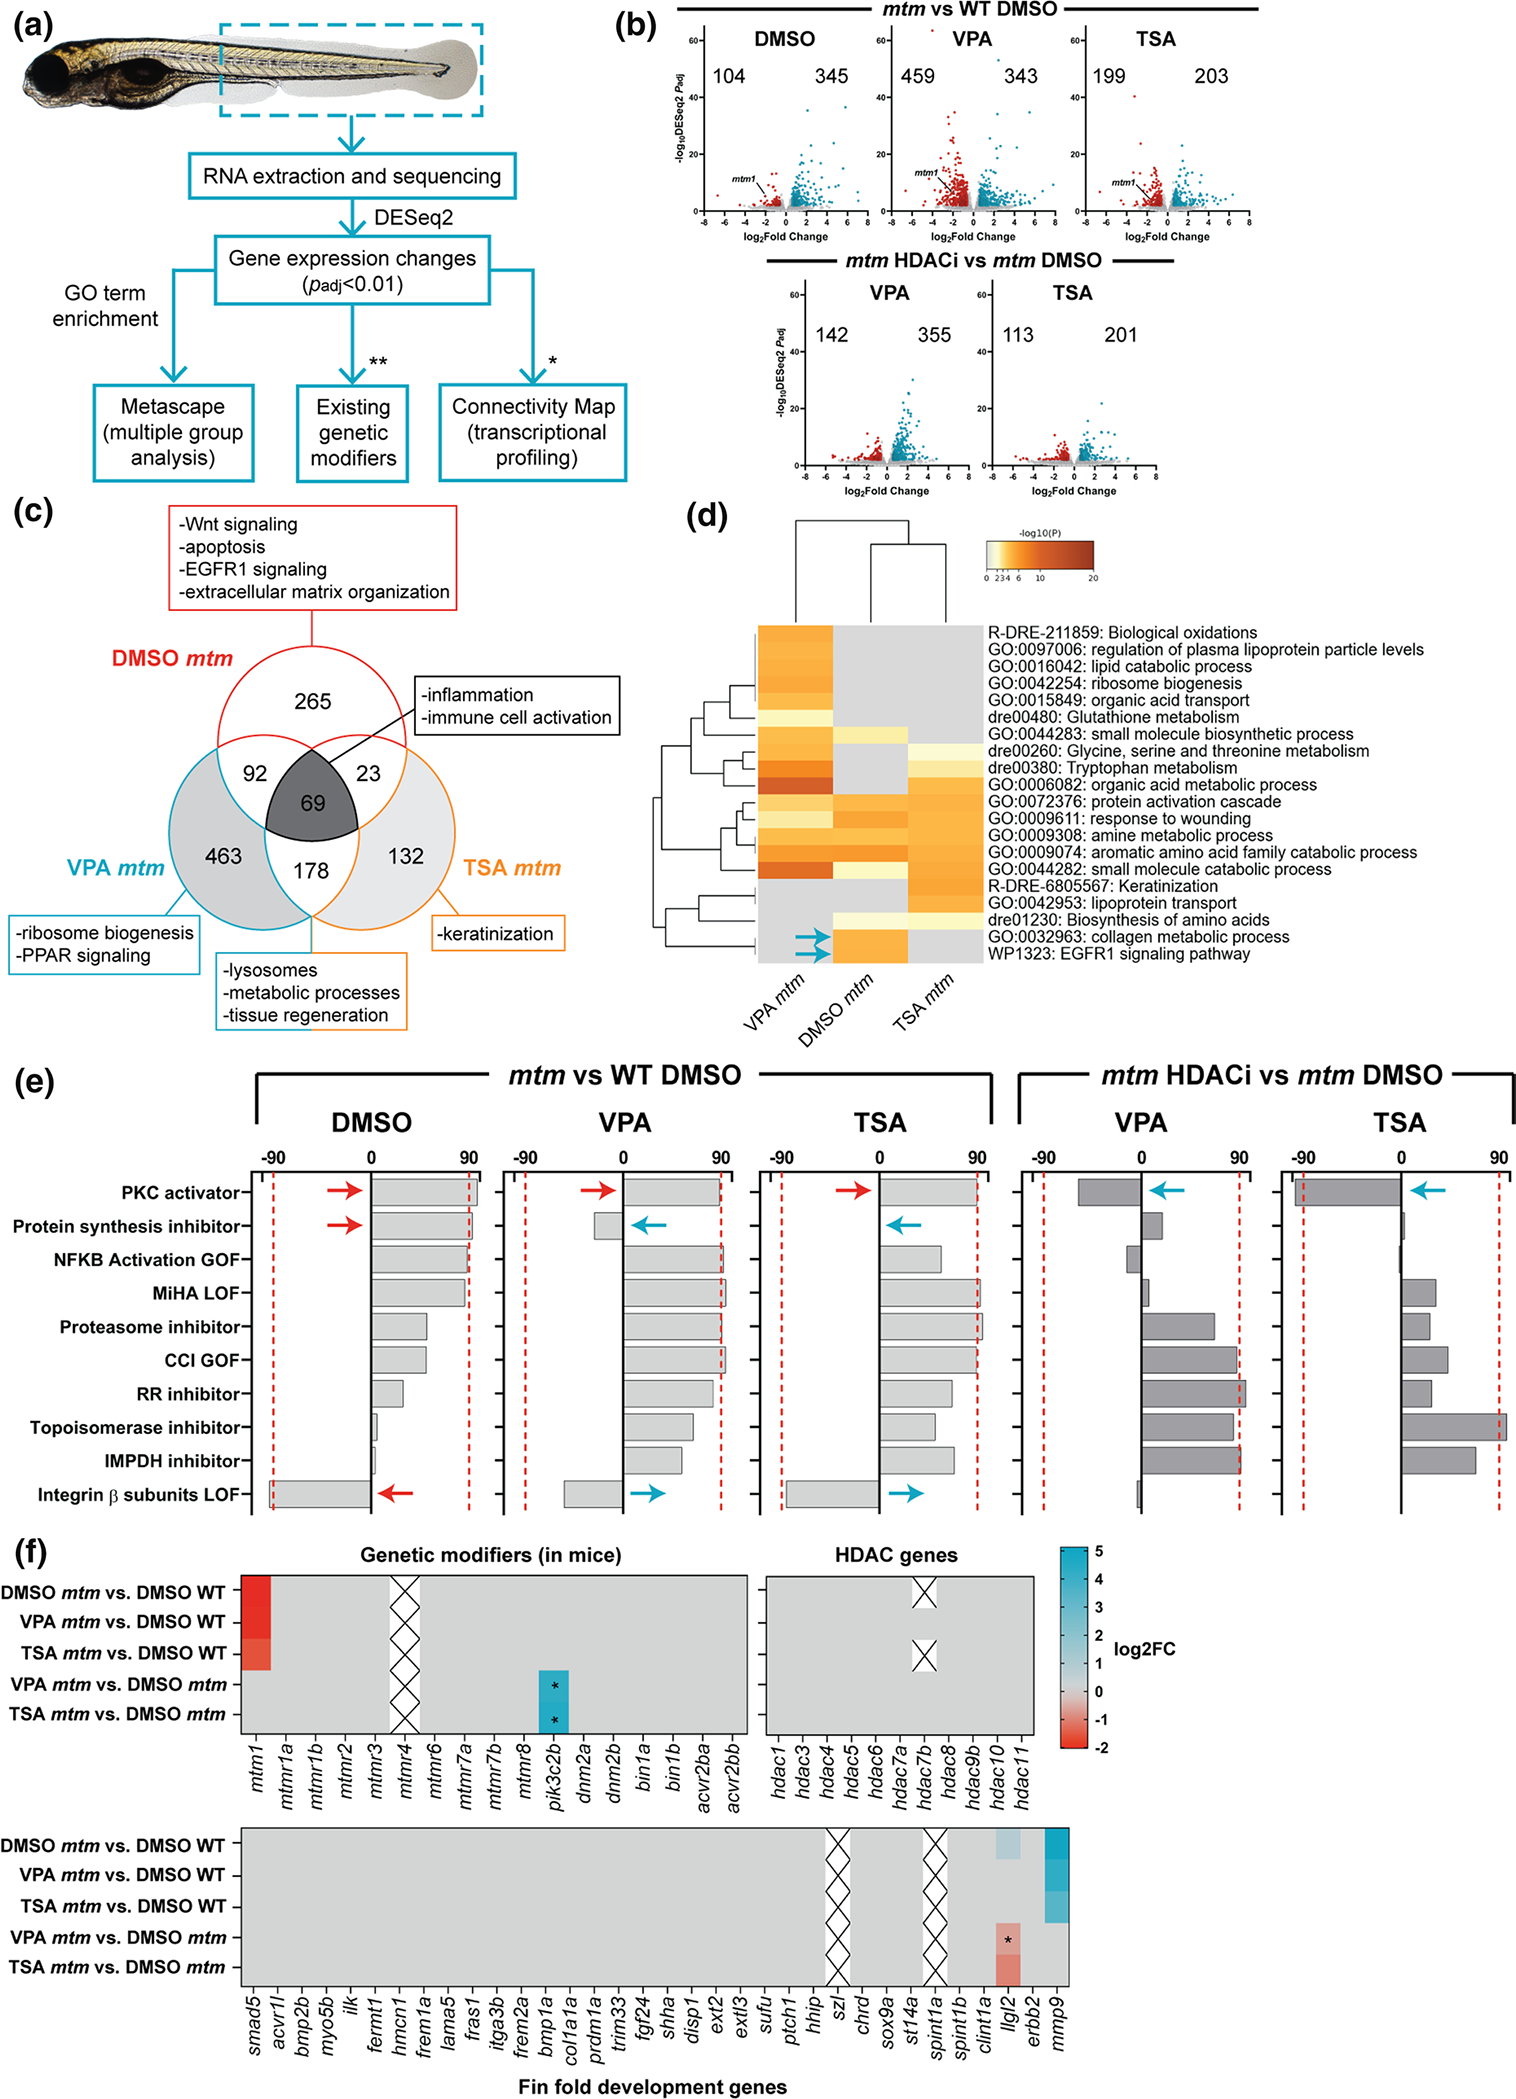
Comparative transcriptomics in *mtm* mutants treated with HDAC inhibitors. **a** Schematic outlining the analyses performed (*genes needed to be converted to human orthologs; **zebrafish orthologs of genetic modifiers identified previously in *Mtm1*^−*/y*^ mice). **b** Volcano plots showing differentially expressed genes (DEGs) between groups of interest (adjusted *p* value < 0.01, log2FC > 0.585). **c** Venn diagram highlighting DEGs that are shared or unique to each group and their associated GO enrichment terms. **d** Heat map visualization of GO terms enriched in *mtm* groups vs WT DMSO controls. Gray indicates lack of significance. **e** Connectivity scores generated by comparing the top DEGs (up to 300) from each group with the perturbagen-induced gene signature profiles in Connectivity Map. Scores > 90 indicate a high degree of similarity between queried gene lists and experimentally determined transcriptional responses to chemical or genetic perturbagens. The transcriptional signature of *mtm* mutants closely emulates that of human cell lines treated with protein kinase C (PKC) activators. **f** Heat maps showing expression changes in hypothetical modifier genes. Zebrafish orthologs of known genetic modifiers of Mtm1 in mice (*padj = 0.017, 0.015), HDAC genes, and genes involved in larval zebrafish fin fold development (*padj = 0.065) were considered. Gray indicates genes did not meet cut-offs and crossed boxes show genes that were not detected. Overall, none of these modifiers alone may account for the observed rescue

**Fig. 3:**
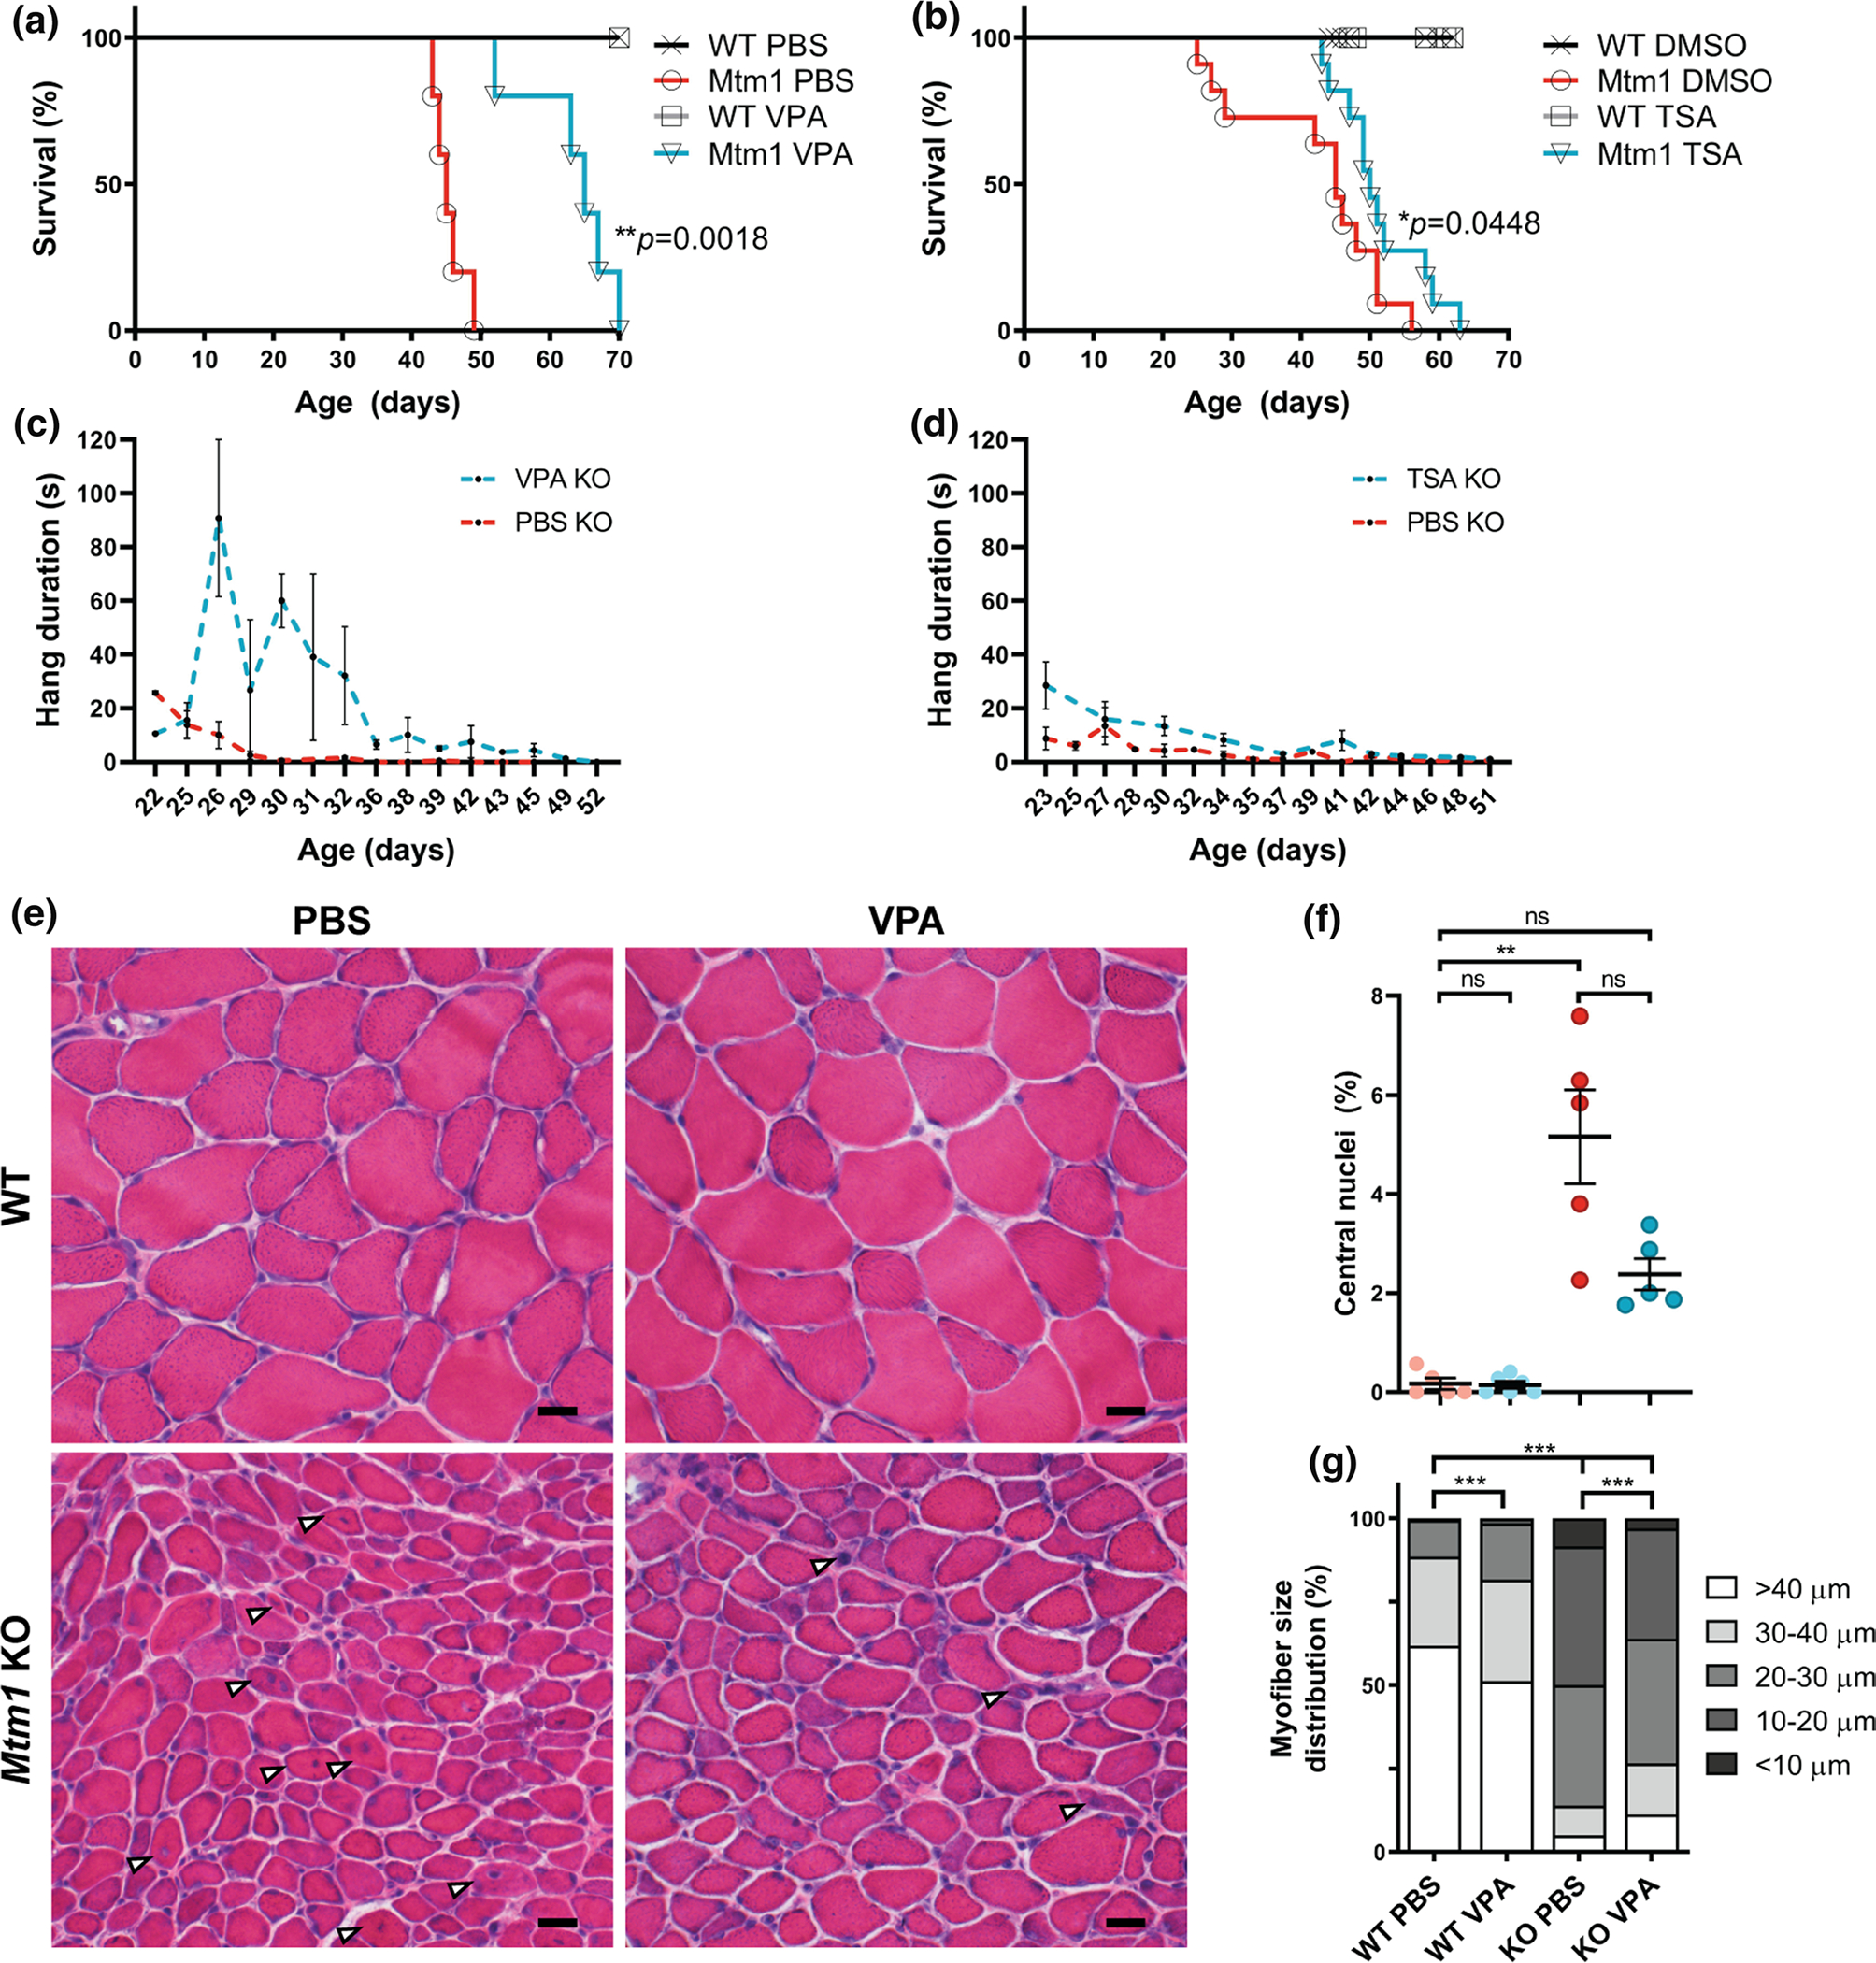
HDAC inhibitors improve phenotypic outcomes in *Mtm1* KO mice. **a**, **b** Valproic acid (VPA) treatment starting at 21 days promotes significant improvement in *Mtm1* KO survival [median survival 65 days (*n* = 5) vs. 45 days for *Mtm1* KOs + PBS (*n* = 5), **p < 0.01]. VPA improves strength as measured by wire hang duration (*n* = 2–4 per timepoint; best-fit curves by least squares regression are different, *p* = 0.0002). **c**, **d** Trichostatin A (TSA) has a measurable, yet much less positive, effect on KO mice. TSA treatment starting at 21 days promotes significant improvement in *Mtm1* KO survival [median survival 50 days (*n* = 10) vs. 45 days for *Mtm1* KOs + DMSO (*n* = 11), *p < 0.05]. TSA improves strength as measured by wire hang duration (*n* = 2–11 per timepoint; best-fit curves by least squares regression are different, *p* < 0.001). **e**, **f** Tibialis anterior muscle cross-sections at 35 days stained with haematoxylin and eosin (scale bar = 20 μm). VPA treatment is associated with a reduction in number of centrally nucleated fibres that is not significant. From left to right, Mean % central nuclei ± SEM are 0.17 ± 0.11%, 0.15 ± 0.07%, 5.20 ± 0.95%, 2.40 ± 0.32%; *n* = 1836, 2069, 6983, 6167 total fibres counted across 6–10 different fields from *n* = 5 to 6 animals; Kruskal–Wallis test with Dunn’s post-test; **p < 0.01. **g** VPA treatment significantly improves myofiber diameter size in *Mtm1* KO mice as measured by minimum Feret’s diameter. From left to right, Mean Feret’s diameter ± S.E.M are: 45.54 ± 0.388, 42.16 ± 0.332, 21.39 ± 0.185, 25.39 ± 0.224, respectively. From left to right, % myofiber size distribution for < 10 μm/10–20 μm/20–30 μm/30–40 μm/> 40 μm bins are: 0/0.497/11.019/26.678/61.806; 0.0633/1.456/16.835/30.380/51.266; 8.358/41.605/36.119/8.873/5.044; 3.033/33.037/37.323/15.326/11.282; *n* = 1207, 1580, 2716, 2473 total fibers measured across three different sections from *n* = 5–6 animals; Kruskal–Wallis test with Dunn’s post-test; ***p < 0.001

**Fig. 4:**
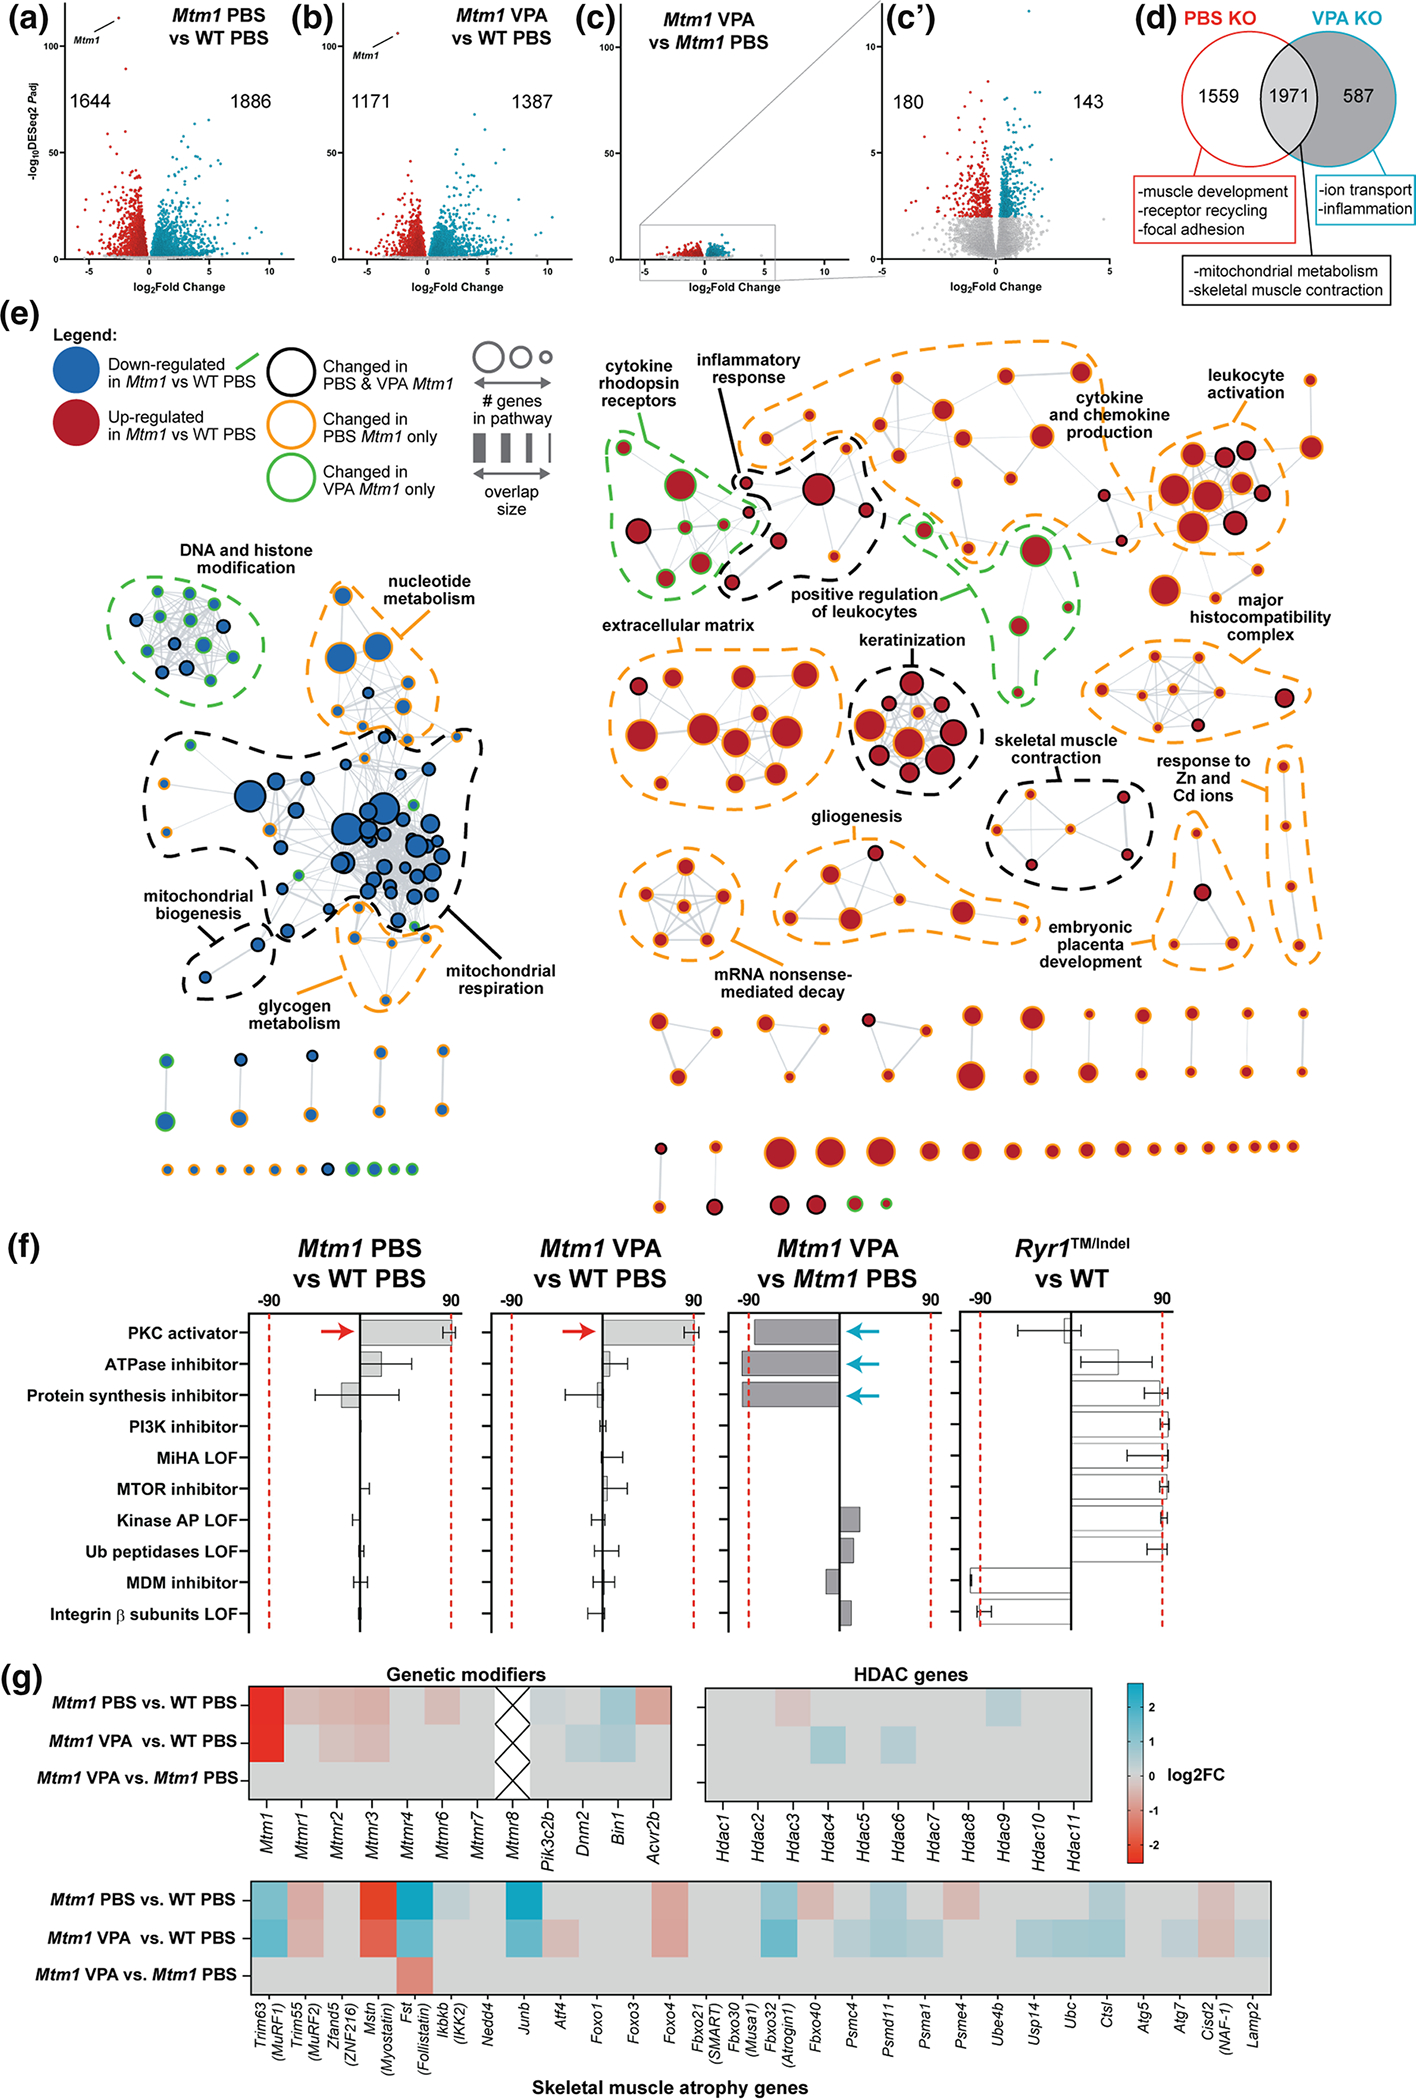
Comparative transcriptomics in *Mtm1* KO mice treated with VPA. Bulk RNA sequencing was performed on RNA extracts from tibialis anterior muscle from 35 day old mice, either treated with PBS or valproic acid (VPA) starting at 21 days. **a**–**c** Volcano plots showing differentially expressed genes (DEGs) between groups of interest (adjusted *p* value < 0.01, log2FC > 0.585). **d** Venn diagram highlighting DEGs that are shared or unique to each *Mtm1* KO treatment group compared to WT PBS and their associated GO enrichment terms. **e** Visualization of enriched GO terms in each group. Nodes specific to VPA KO are indicated with green outlines, while those specific to PBS KO are outlined in orange. **f** Connectivity scores generated by comparing the top DEGs (up to 300) from each group with the perturbagen-induced gene signature profiles in Connectivity Map. The transcriptional signature of *Mtm1* KOs closely emulates that of human cell lines treated with protein kinase C (PKC) activators. This signature is not detected in an age-matched mouse model of recessive *Ryr1*-related myopathy. **g** Heat maps showing expression changes in putative modifier genes. Gray indicates genes that did not meet cut-offs (*p*_adj_ < 0.01) and crossed boxes show genes that were not detected. The data shows that changes in the expression of modifier genes is unlikely to account for the benefit provided by VPA treatment

**Fig. 5:**
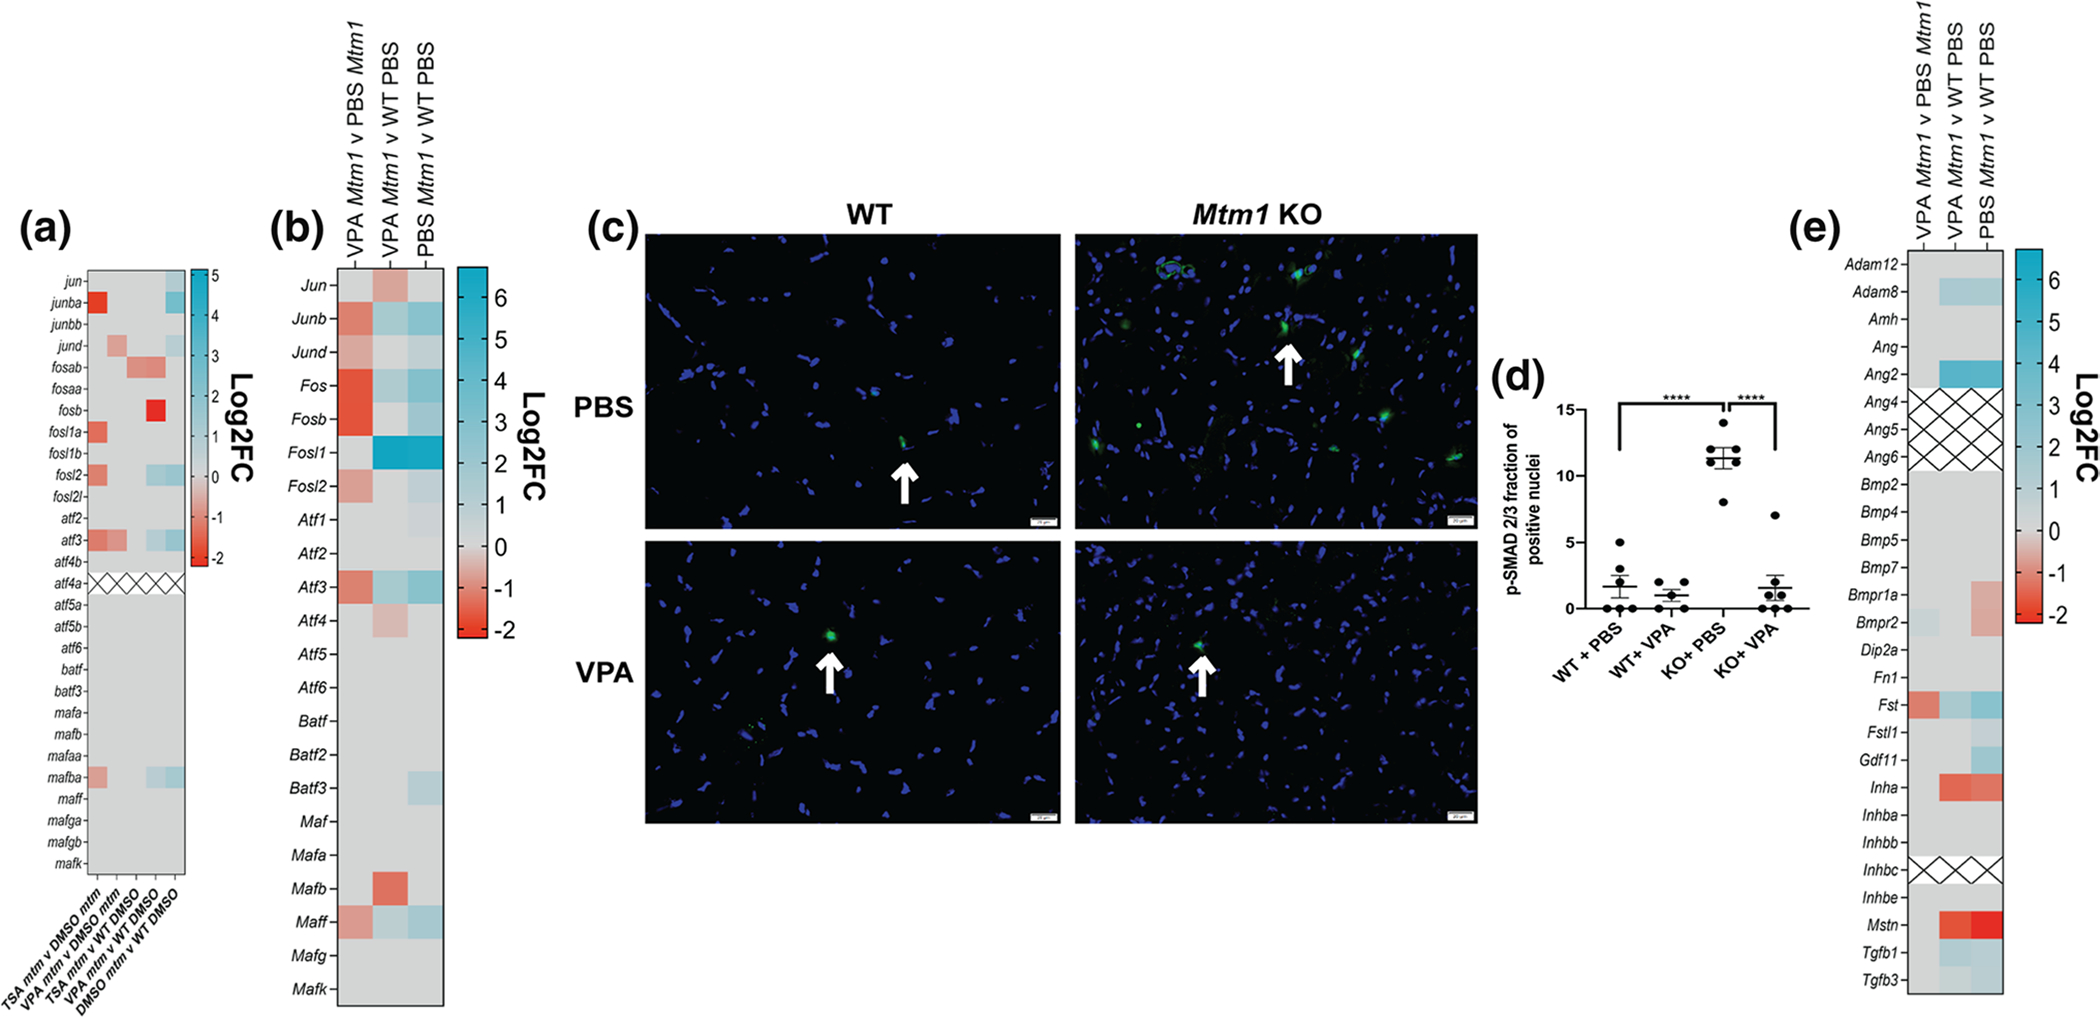
TGF beta signalling is altered in *Mtm1* KO mice and improved with VPA. **a**, **b** Heat maps showing expression changes (as determined with RNA sequencing) in AP-1 pathway genes in *mtm* zebrafish and *Mtm1* KO mice, respectively. **c** p-SMAD 2/3 immunofluorescence on tibialis anterior muscle at 35 days of age. **d** Quantification of p-SMAD 2/3 immunostaining. An increased proportion of myofibers with nuclear p-SMAD is observed in *Mtm1* KO mice. Values are Mean ± SEM. p-SMAD2/3 fraction of positive nuclei (WT + PBS &KO + PBS *n* = 6, WT + VPA *n* = 5, KO + VPA *n* = 7). PBS treated *Mtm1* = 11 ± 1 vs PBS treated WT = 1.7 ± 0.8, (****p < 0.0001) vs VPA treated *Mtm1* KOs = 1.6 ± 0.95 (****p < 0.0001) vs VPA treated WTs = 1.0 ± 0.45 (****p < 0.0001). Note that staining was confirmed to be within myofibers using double IIF with anti-dystrophin. **e** Heat map showing expression changes in follistatin interacting gene products in *Mtm1* KO mice. For all heat maps, grey indicates genes that did not meet cut-offs (*p*_adj_ < 0.01), and crossed boxes show genes that were not detected. Statistical analysis by one-way ANOVA using Dunnett’s multiple comparisons test. Scale bar = 20 μm

**Fig. 6:**
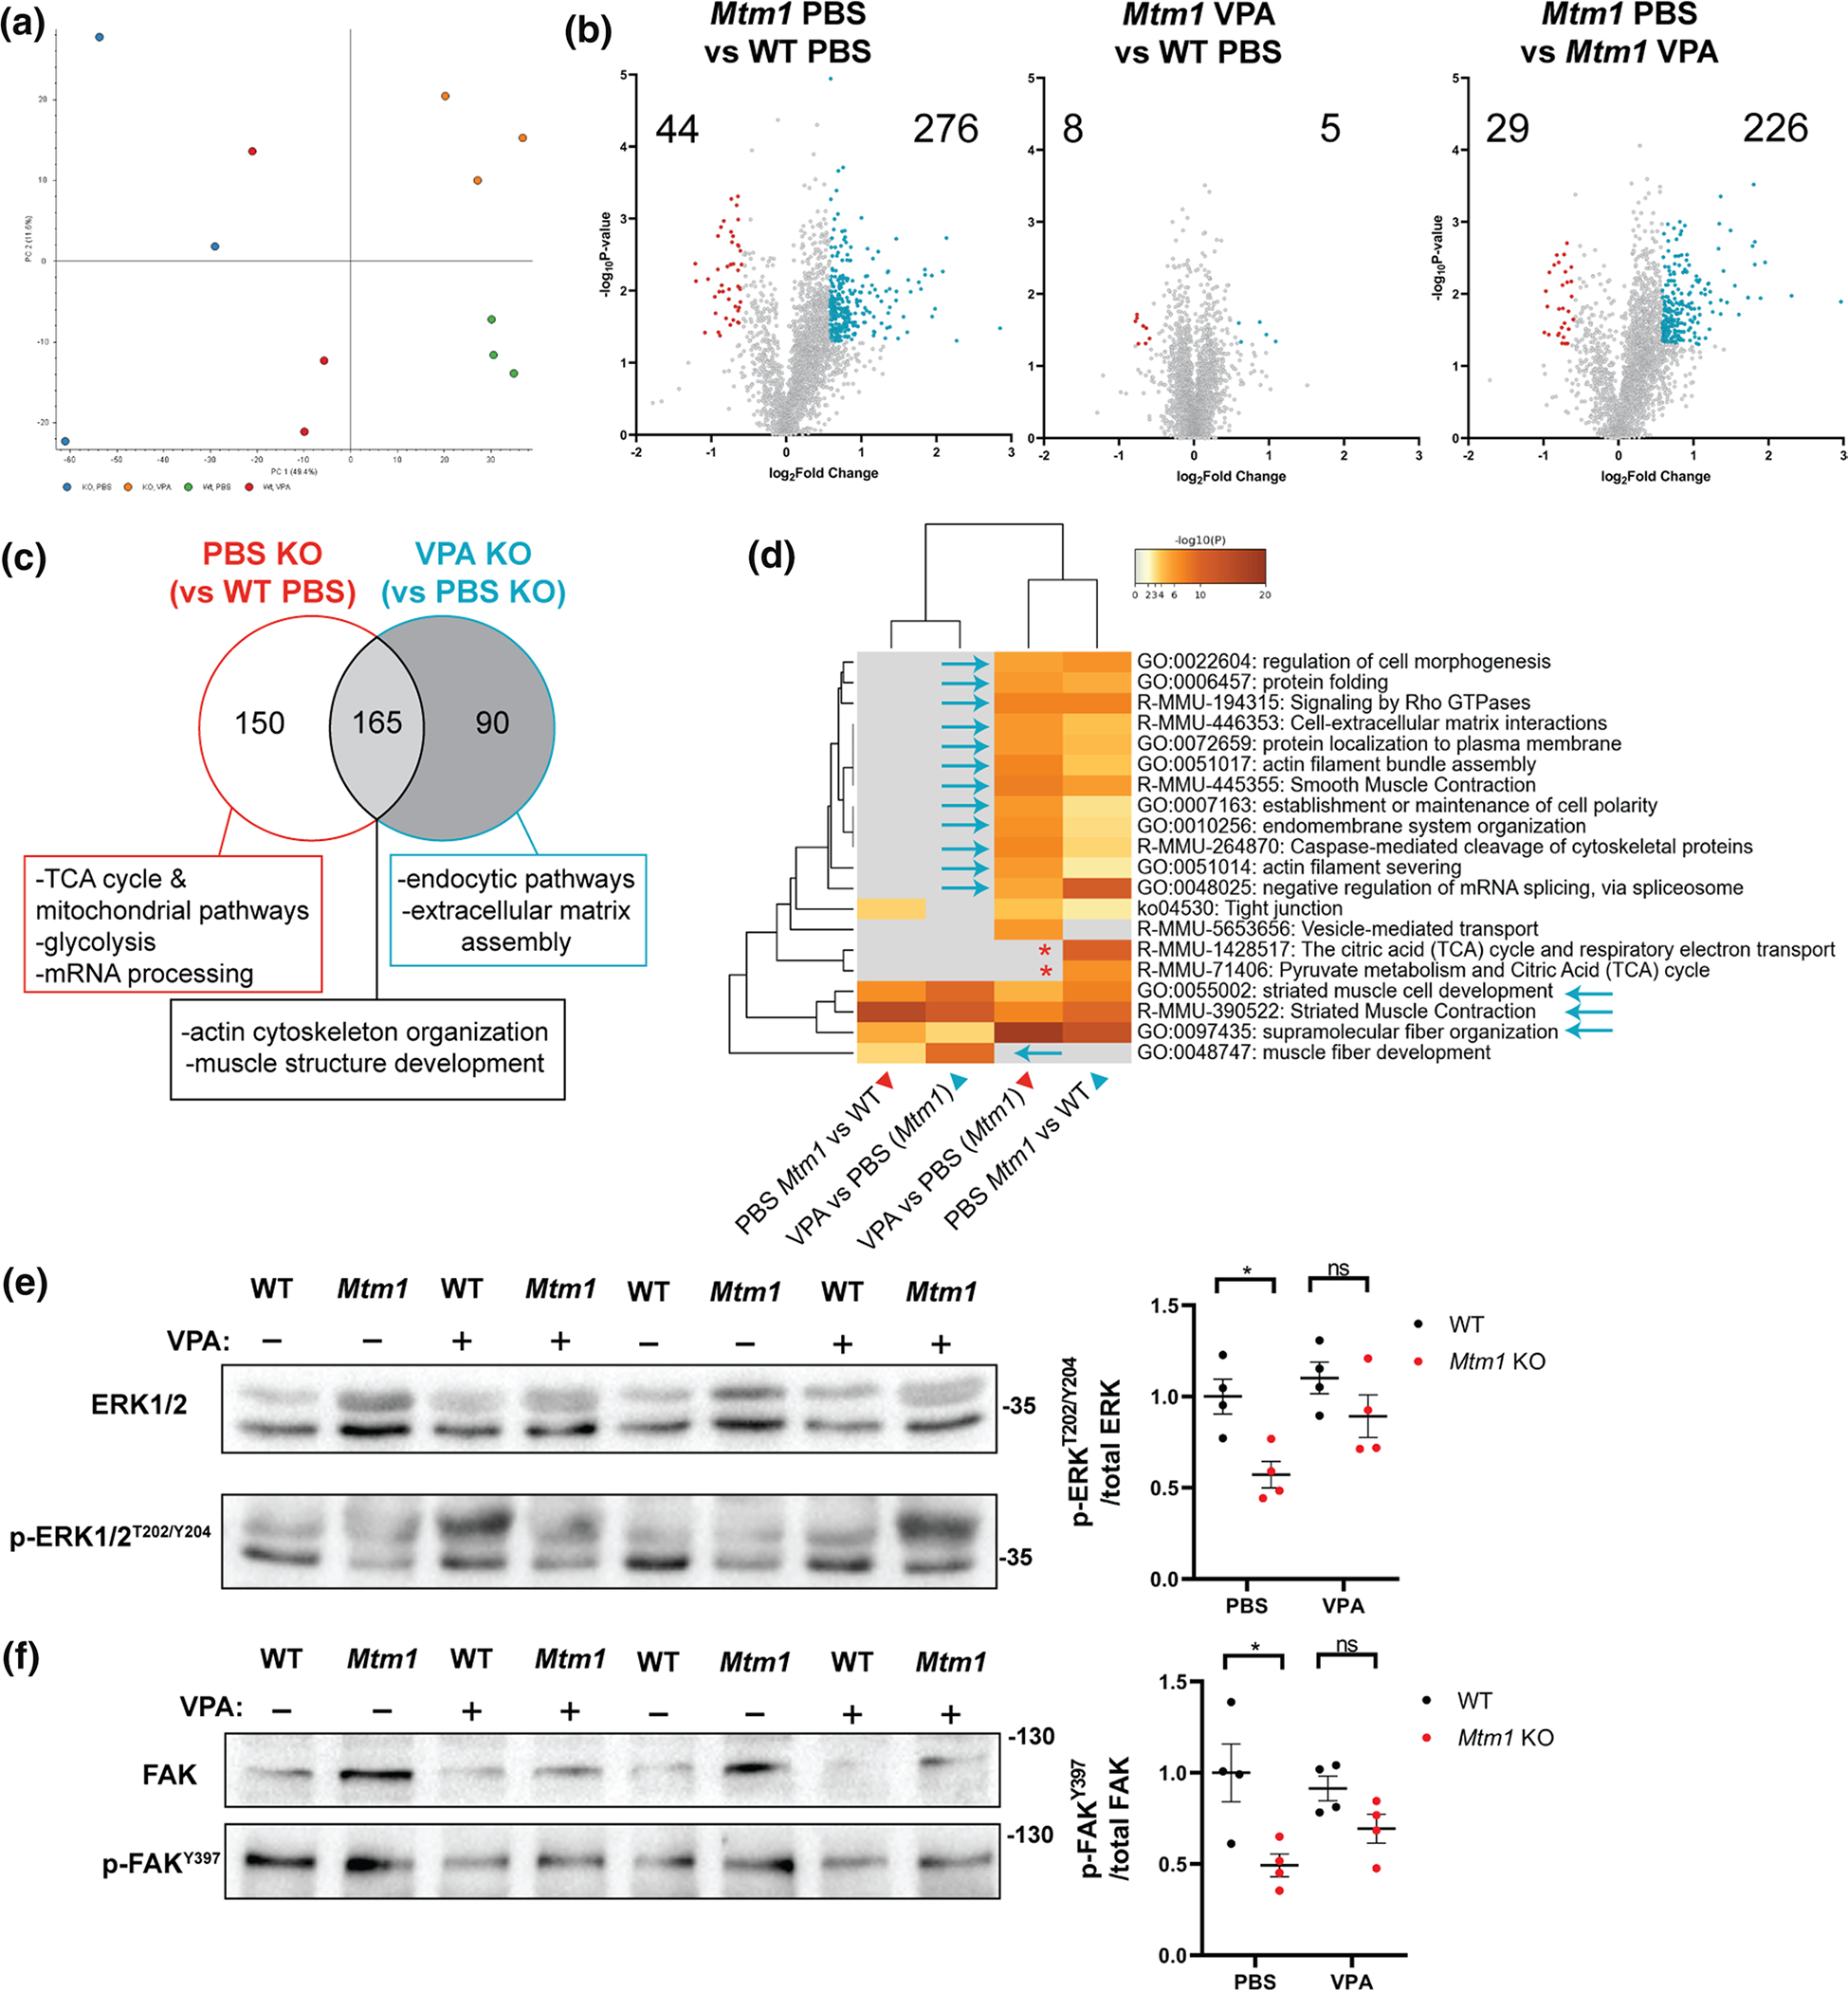
Comparative proteomics in *Mtm1* KO mice treated with VPA. Proteomes were obtained from 35 day old skeletal muscle extracts. **a** Principal component analysis (PCA) plot of each group showing that protein expression of VPA treated KO mice is more similar to WT controls than it is to PBS treated KOs. **b** Volcano plots showing differentially expressed proteins (DEPs) between groups of interest (*p* value < 0.05, log2FC > 0.585). **c** Venn diagram highlighting DEPs that are shared or unique to PBS KOs and selected associated GO enrichment terms. Given that only 13 DEPs were identified between VPA KO and WT PBS, this comparison highlights changes primarily between KOs. **d** Heat map visualization of enriched GO terms. Arrows indicate pathways that were improved by VPA treatment. **e** Western blot showing VPA treatment increases p-ERK^T202/Y204^ levels in *Mtm1* KOs (Two-way ANOVA with Tukey’s post-test; *n* = 4 each). **f** Western blot showing VPA treatment increases p-FAK^Y397^ levels in *Mtm1* KOs (Two-way ANOVA with Tukey’s post-test; *n* = 4 each)

**Fig. 7:**
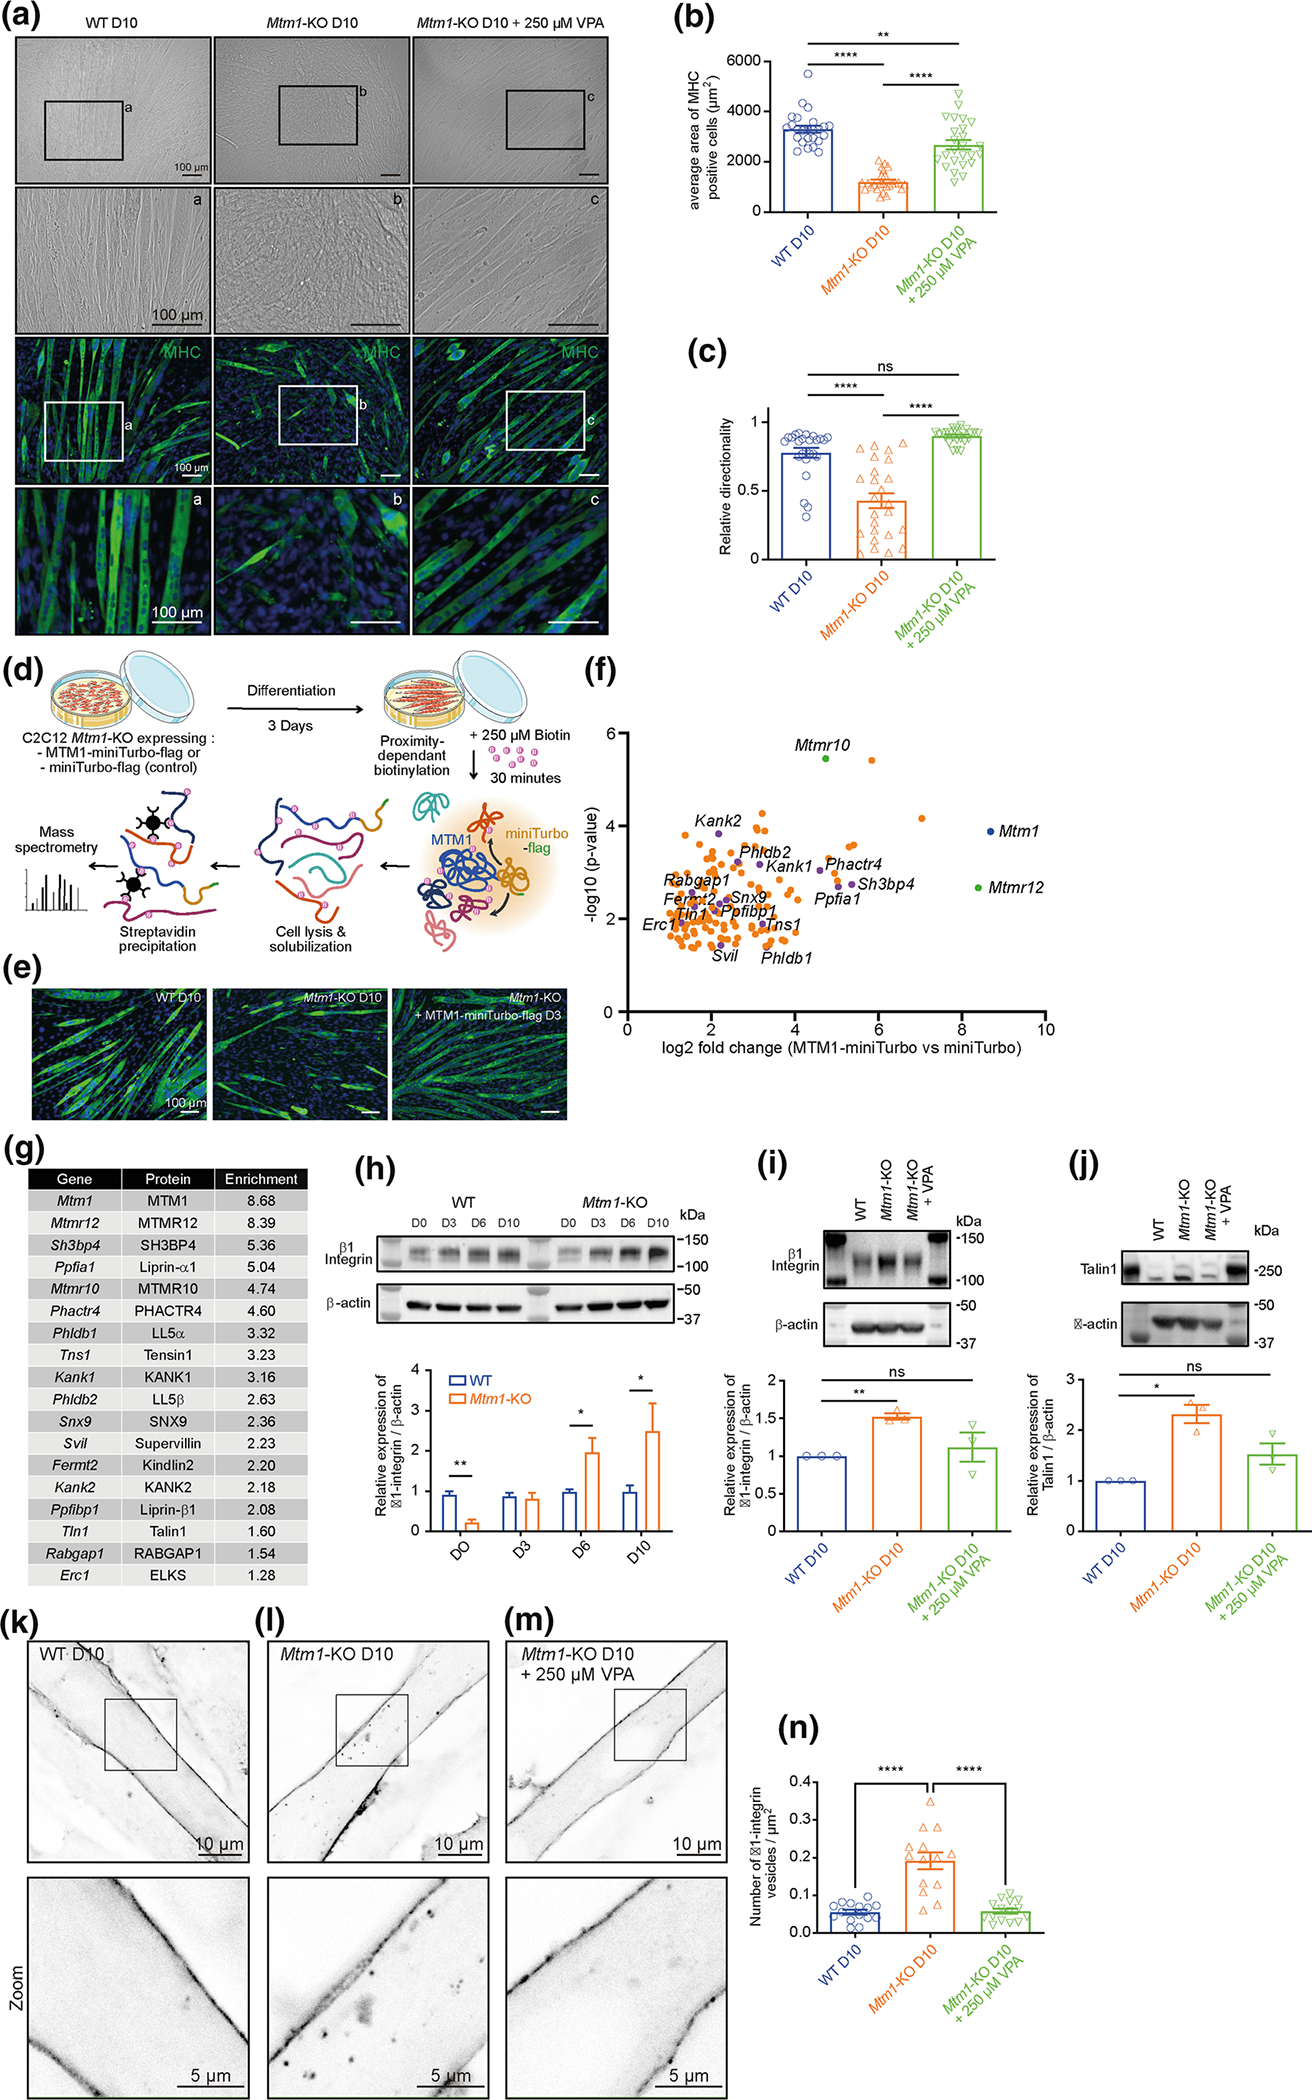
VPA rescues differentiation arrest and β1-integrin alterations in *Mtm1*-KO myotubes. **a** Brightfield of MHC and DAPI staining of differentiated C2C12 myotubes (D10) showing that VPA rescues the aberrant differentiation and reduced size observed in *Mtm1*-KO cells. Scale bars, 100 μm. **a**–**c** are higher magnifications of the indicated areas shown as boxes. **b** Average area of MHC labeled WT, *Mtm1*-KO and *Mtm1*-KO VPA-treated cells after 10 days of differentiation. Data are represented as Mean ± SEM, *n* = 5, 5 fields per independent experiment, each point represents one *field* of view, ****p < 0.0001 and **p < 0.01, one-way ANOVA test and Šídák’s multiple comparisons test. **c** Relative directionality of WT, *Mtm1*-KO and *Mtm1*-KO VPA-treated cells after 10 days of differentiation. Data are represented as Mean ± SEM, *n* = 5 fields per independent experiment, each point represents one field of view, *ns* not significant and ****p < 0.0001, one-way ANOVA test and Šídák’s multiple comparisons test. **d** BioID workflow for the identification of an MTM1 interactome. **e** MHC staining of WT, *Mtm1*-KO and *Mtm1*-KO expressing MTM1-miniTurbo-flag myotubes after the indicated days of differentiation, showing that miniTurbo does not affect MTM1 function. Scale bar, 100 μm. **f** Identification of candidate interactors by quantitative mass spectrometry. Volcano plot depicting quantified proteins (gene names). The *x* axis shows the average fold change (log_2_) in protein abundance in MTM1-miniTurbo samples in comparison to miniTurbo controls, and the *y* axis shows the −log10 (*p* value); data for both were determined by results from three independent experiments. Significantly enriched proteins in the MTM1-miniTurbo condition are displayed in orange, MTM1 bait protein displayed in blue, and known MTM1 partners in green. Proteins (gene names) related to β1-integrin trafficking in purple. **g** Enrichment (abundance ratios as log2 values (MTM1-miniTurbo—miniTurbo)) of peptides from three independent experiments (mean) related to MTM1 and β1-integrin trafficking. **h** Top: expression of β1-integrin in WT and *Mtm1*-KO C2C12 cells at the indicated differentiation time points (*n* = 3 independent experiments). Bottom: quantification of β1-integrin expression analyzed by Western. Data are represented as Mean ± SEM, *n* = 3, *p < 0.05 and **p < 0.01 according to Student’s *t* test. **i** Top: expression of β1-integrin of WT, *Mtm1*-KO, *Mtm1*-KO VPA-treated C2C12 cells after 10 days of differentiation (*n* = 3 independent experiments). Bottom: quantification of β1-integrin expression. *ns* not significant and **p < 0.01 according to Student’s *t* test. **j** Top: expression of Talin1 of WT, *Mtm1*-KO, *Mtm1*-KO VPA-treated C2C12 cells after 10 days of differentiation (*n* = 3 independent experiments). Bottom: quantification of Talin expression. *ns* not significant and **p < 0.01 according to Student’s *t* test. Top: representative confocal images of β1-integrin distribution from 10-days differentiated WT (**k**), *Mtm1*-KO (**l**) and *Mtm1*-KO C2C12 myotubes ± 250 μM VPA (**m**). Scale bar, 10 μm. Bottom: higher magnifications of the boxed area shown on the top. Scale bar, 5 μm. **n** Quantification of β1-integrin vesicles density (Mean ± SEM, *n* = 3, 5 fields per independent experiment, each point represents one field of view, ****p < 0.0001 according to one-way ANOVA test and Šídák’s multiple comparisons test

**Fig. 8:**
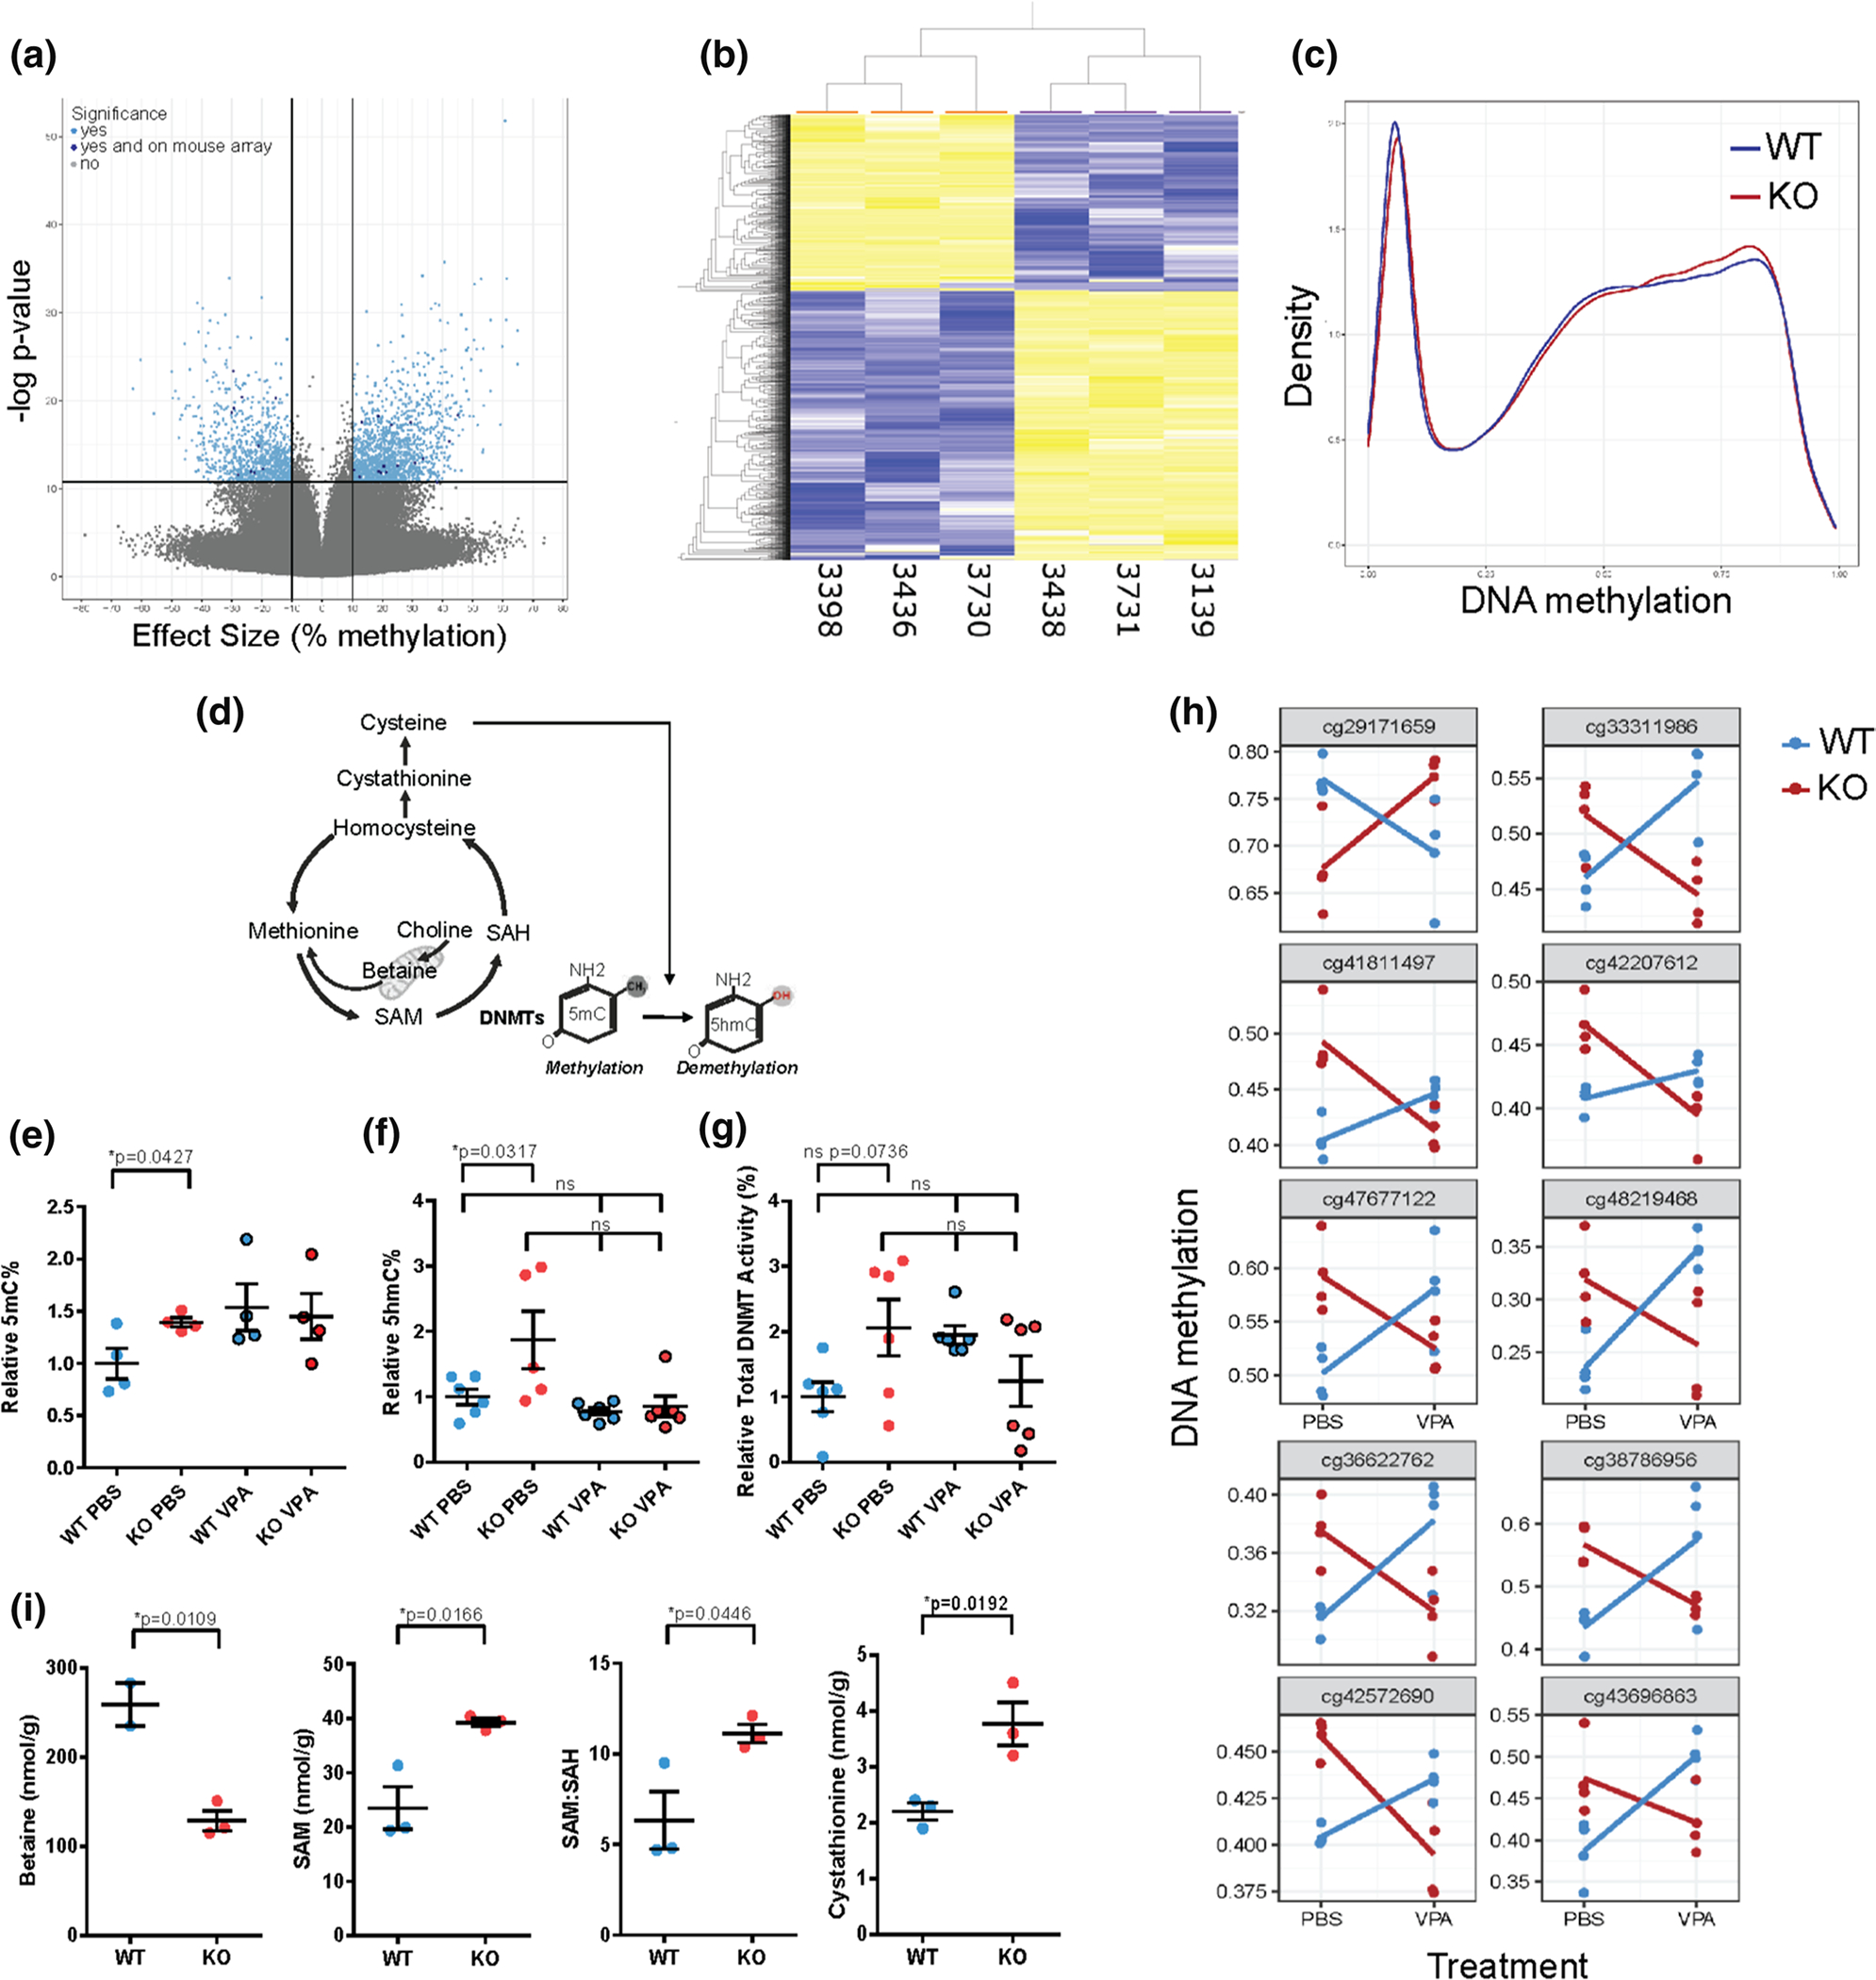
DNA methylation changes and 1-carbon metabolites in *Mtm1* KO mice. **a** Volcano plot of CpGs differentially methylated between *Mtm1* KO mice and WTs, assayed using RRBS. CpGs in light blue met a statistical threshold of 10% mean methylation difference between groups and FDR corrected **p value < 0.01. 27 CpGs in dark blue were significant on RRBS and were located within 1 kb of a significant CpGs on the mouse array. **b** Heatmap of the 2,424 CpGs identified using RRBS. Samples (*n* = 3 *Mtm1* KO mice and *n* = 3 WT) are ordered by hierarchical clustering, which shows two main clusters corresponding to genotype. **c** Density plot of all mouse array CpGs averaged across WT and *Mtm1* KO (*n* = 4 per genotype). WT distribution shows lower peak at methylated CpGs and higher peak at unmethylated CpGs, consistent with a global increase in DNA methylation in KO mice. **d** Schematic of 1-carbon metabolism and related DNA (hydroxy)methylation processes. **e** 5-methylcytosine (5mC) based ELISA shows an increase in global DNA methylation in untreated KO mouse muscle and similar levels in WT vs KO muscle treated with VPA. Values are Mean ± SEM, *n* = 4 per group. WT + PBS vs *Mtm1* KO + PBS, 3.2 ± 0.47, 4.47 ± 0.14, *p < 0.05 by Student’s *T* test. WT + VPA 4.93 ± 0.71 and KO + VPA 4.65 ± 0.7, one-way ANOVA followed by Šídák’s multiple comparisons test. Values are relative to WT + PBS controls. **f** 5-hydroxymethycytosine (5-hmC) based ELSA shows increased 5-hmC% in hamstring muscle of *Mtm1* KO compared to WT mice that is ameliorated with VPA treatment. Values are Mean ± SEM relative to WT + PBS controls. *n* = 6 per group. WT + PBS vs KO + PBS, 1.0 ± 0.12, 1.87 ± 0.44, *p < 0.05 by one-way ANOVA followed by Šídák’s multiple comparisons test. WT + VPA 0.77 ± .0.06 and KO + VPA 0.85 ± 0.16 are not different from WT + PBS controls. **g** Total DNMT enzymatic activity is not significantly increased in hamstring muscle of *Mtm1* KO + PBS compared to WT + PBS mice. Values are Mean ± SEM relative to WT + PBS controls *n* = 6 per group. WT + PBS vs KO + PBS, 1.0 ± 0.23, 2.06 ± 0.43, *p* = 0.0736 by one-way ANOVA followed by Dunnett’s post-hoc test. WT + VPA 1.95 ± .14 and KO + VPA 1.24 ± 0.39. **h** 10 CpGs with highest p-values, identified by modelling an interaction between genotype and VPA treatment (160 CpGs total nominal *p* value < 0.01 and methylation difference > 5%), in mouse array data. Most sites exhibiting hypermethylation in KOs are corrected by VPA treatment. **i** 1-carbon metabolites measured in muscle of 35 day old WT vs *Mtm1* KO mice. *Mtm1* KO mice have lower concentrations of betaine, higher concentration of SAM, and a higher SAM/SAH ratio. Values are Mean ± SEM, *n* = 2–3 per group. WT vs *Mtm1* KO, Betaine 259 ± 24, 128.8 ± 10.9, *p < 0.05; SAM 25.53 ± 3.88, 39.23 ± 0.76; SAH 3.83 ± 0.27, 3.53 ± 0.14; SAM:SAH 6.33 ± 1.59, 11.13 ± 0.50, *p < 0.05; Cystathionine 2.2 ± 0.14, 3.8 ± 0.39, *p < 0.05. Significance detected by Student’s *T* test

**Fig. 9:**
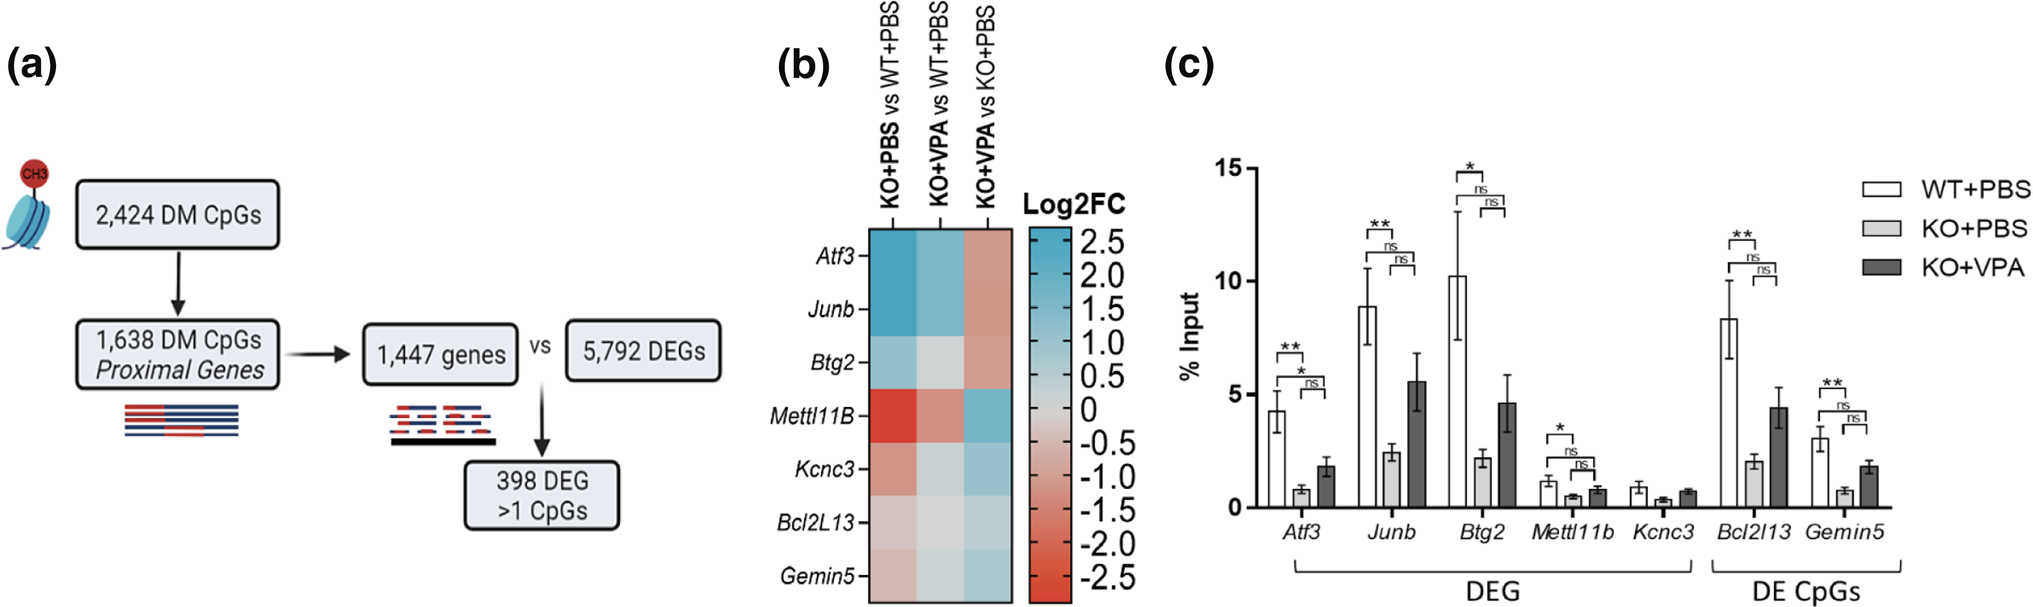
Epigenetic signatures associate with transcriptomic changes in *Mtm1* KO mice. **a** Workflow analysis to identify the correlation between differentially methylated (DM) CpGs identified by RRBS with total differentially expressed genes (DEGs) identified by RNAseq in *Mtm1* KO mouse muscle. Of the 2434 DM CpGs, 1638 mapped to various features of proximal genes, encompassing 1447 known gene targets. Within these 1447 genes, a total of 398 had significantly altered expression. **b** Heat map showing Log2FC of target genes selected for ChIP-qPCR experiment. All genes were DEG in KO + PBS vs WT + PBS mice (FDR **padj < 0.01) and their expression was modulated by VPA treatment. Blue indicates increased expression; red indicates decreased expression between comparisons. **d** ChIP-qPCR data on selected DEGs or genes with DM CpGs calculated as % input of DNA. WT mice exhibit widespread increases in H3k27ac enrichment compared to KO + PBS that is modulated by VPA. *n* = 6 biological replicate per group with *n* = 3 technical replicates per qPCR experiment. Values are expressed as Mean ± SEM. Analyses performed using one-way ANOVA at *p < 0.05

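In KO PBS against WT PBS, *Atf3*, *Junb* and *Btg2* were higher and *Mettl11b* and *Gemin5* lower at an adjusted p under 0.01. *Atf3*, encoding a stress-induced transcription factor of the AP-1 group, had a log2 fold change of 2.67 in KO PBS against WT PBS (standard error 0.26, adjusted p = 1.93e-06 from edgeR's quasi-likelihood test) and -1.09 in KO VPA against KO PBS (standard error 0.24, adjusted p = 0.0198). *Btg2*, an antiproliferative gene, had values of 1.15 (standard error 0.21, adjusted p = 0.000408) and -1.04 (standard error 0.21, adjusted p = 0.0138). *Mettl11b*, encoding a protein methyltransferase, had -2.89 (standard error 0.37, adjusted p = 1.9e-05) and 1.67 (standard error 0.36, adjusted p = 0.0174). *Gemin5*, a component of the SMN complex, rose after VPA to 24.5 ± 3.31 CPM (SD, n = 4 mice) from 15.4 ± 1.35 (n = 4), with log2 fold changes of -0.49 in KO PBS against WT PBS (standard error 0.11, adjusted p = 0.0017) and 0.67 after VPA (standard error 0.11, adjusted p = 0.00691). *Bcl2l13*, encoding a mitochondrial outer membrane protein, had -0.27 (standard error 0.08, adjusted p = 0.0102) and 0.35 (standard error 0.08, adjusted p = 0.0198).

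After VPA *Gemin5* was higher and *Junb* lower by edgeR over all genes. When adjusted over the 7 genes of the panel alone, 4 were higher and 3 lower. The study chose these genes on the same samples, so this is not independent evidence of direction. DESeq2 called *Bcl2l13* in KO PBS (adjusted p = 0.00111) and after VPA (0.00115), as well as *Btg2* (9.5e-05), *Atf3* (0.000667) and *Mettl11b* (0.00142) after VPA. *Bcl2l13* was also called in KO PBS without KO PBS replicate 2 (adjusted p = 0.00264) and after VPA without KO VPA replicate 3 (0.00301). *Atf3* and *Btg2* after VPA were called with the replicate block (0.00933 for each). The call of *Gemin5* after VPA was lost without any 1 of KO PBS replicates 1 to 4 and KO VPA replicates 1, 2 and 4 (adjusted p from 0.0106 to 0.0282), and in KO PBS against WT PBS without KO PBS replicates 1 and 2 (adjusted p = 0.0223), a setting chosen after seeing the data.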

**Fig. 10:**
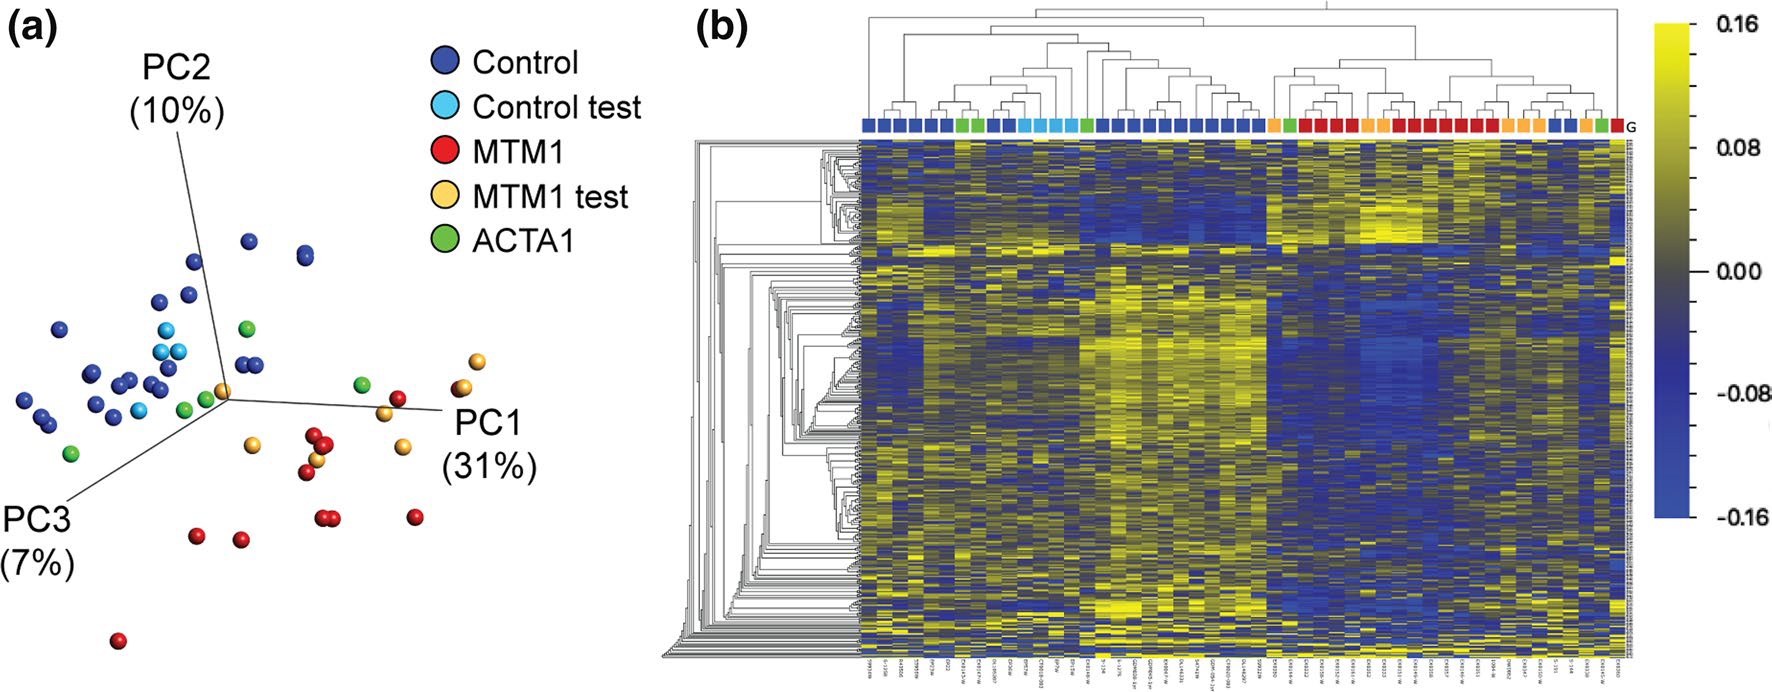
DNA methylation changes in XLMTM patients. **a** Principal component plot of 416 CpG sites identified as differentially methylated in XLMTM (data generated on Illumina EPIC array platform). *n* = 12 discovery samples were used to identify signature (plotted in red), with *n* = 21 discovery “control” males (dark blue). Test samples used to validate the differential methylation signature include *n* = 7 additional XLMTM cases (MTM1 test; orange), *n* = 4 additional controls (Control test; light blue) and *n* = 5 ACTA1 samples (green). Axes represent the first three principal components (PCs) and the total variability for which they account. **b** Heatmap and hierarchical clustering of the CpG sites and samples plotted in **a**. Each column represents a patient sample (coloured as in **a**) and each row represents a single CpG (both ordered by Euclidean clustering). Heatmap colors represent scaled and mean centered percent methylation

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. RNAseq and proteomics data have been reposited to the relevant databases (i.e. GEO for RNAseq, MassIVE and ProteomeXchange for proteomics).

## Abbreviations

XLMTM: X-linked myotubular myopathy
DNM2: Dynamin-2
HDACi: Histone deacetylase inhibitor
VPA: Valproic acid
TSA: Trichostatin A
DEGs: Differentially expressed genes
DEPs: Differentially expressed proteins
DMPs: Differentially methylated positions

# Supplementary material for: X-linked myotubular myopathy is associated with epigenetic alterations and is ameliorated by HDAC inhibition
**Source:** Acta Neuropathol. Author manuscript; Available in PMC 2022 Sep 1.
**Supplement:** Supplement

## Supplementary Figures

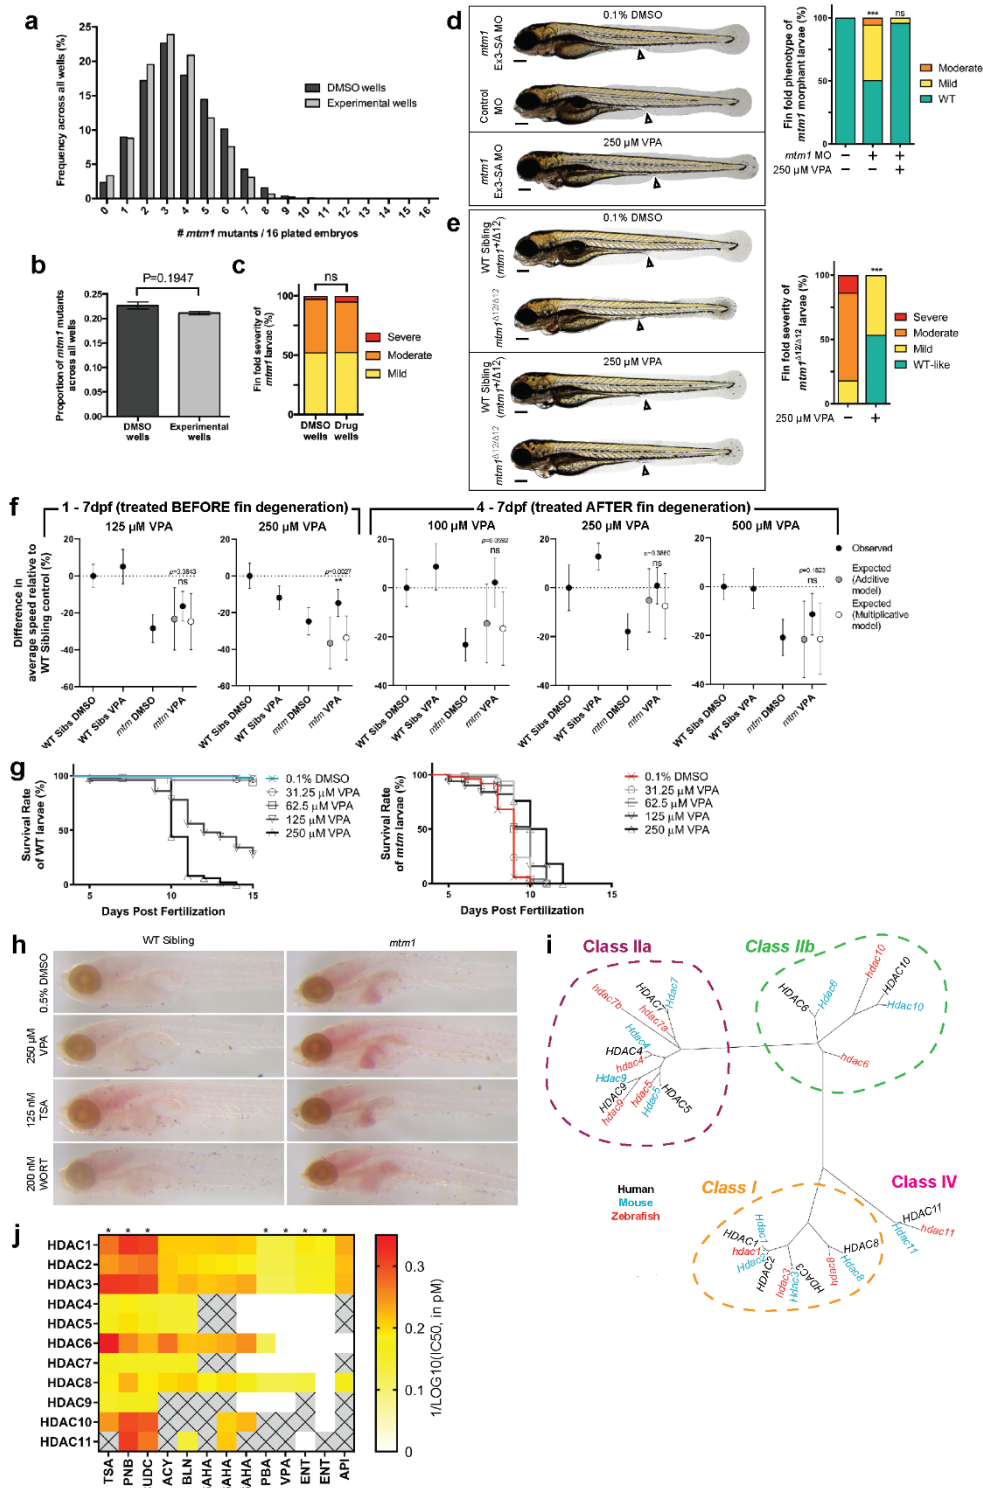

**Supplementary Fig. 1. Phenotypic screen with *mtm* mutants identifies sodium valproate (valproic acid; VPA) as a suppressor of fin degeneration. A:** The majority of wells contained 3-4 mutants per 16 embryos that were plated. DMSO wells ( $n=256$ ) had an average of  $3.625 \pm 0.113$  mutants per 16 embryos

and experimental wells (n=1191) had  $3.377 \pm 0.049$ . As shown, the number of experimental wells with 0 mutants was greater than in DMSO wells, suggesting some of these represented true phenotypic suppression. **B:** The average proportion of *mtm1* mutants randomly distributed into wells was  $0.223 \pm 0.007$  for DMSO wells and  $0.211 \pm 0.003$  for experimental wells which was not statistically different (Kolmogorov-Smirnov non-parametric test to compare cumulative distributions). Proportion values indicate Mean  $\pm$  S.E.M. **C:** Fin fold severity was no different between DMSO wells and drug wells. Altogether, these data show that the screen performed as expected and it was reasonable to re-test experimental wells with 0 mutants. **D:** VPA suppresses fin degeneration in an in-frame *mtm1* mutant that is predictive to inactivate the catalytic phosphatase domain. **E:** VPA suppresses the *mtm1* morphant fin phenotype. **F:** Motor activity was consistently higher for *mtm* mutants with various VPA exposure protocols indicative of a positive chemical-genetic interaction (2-way ANOVA with Tukey's post-test; n=22-24 larvae each group) **G:** VPA does not appreciably improve survival of *mtm* mutants when treatment begins at 1 dpf (n=50 each). The median survival of mutants was 9, 9, 9.5, 10, and 10.5 days for DMSO, 31.25  $\mu$ M VPA, 62.5  $\mu$ M VPA, 125  $\mu$ M VPA and 250  $\mu$ M VPA, respectively. The median survival of WT siblings was 12 days and 10 days for 125  $\mu$ M VPA and 250  $\mu$ M VPA, respectively, and larvae did not grow beyond the size of ~7 dpf larvae. WT siblings exposed to 62.5  $\mu$ M were smaller in size compared to the DMSO counterparts beginning at 8 dpf, suggesting developmental toxicity occurred at this concentration. In addition, 125  $\mu$ M and 250  $\mu$ M VPA caused pericardial and yolk sac edema in both WT and *mtm1* larvae. **H:** Neither VPA, trichostatin A (TSA), nor PI3K inhibitor wortmannin (WORT) prevented development of fatty livers at 7 dpf in *mtm* mutants as shown by Oil Red O staining. This could partially explain why VPA does not improve *mtm* survival. Larvae were exposed to chemicals beginning at 4 dpf. **I:** Maximum likelihood phylogenetic tree of 33 full-length histone deacetylase (HDAC) proteins from human, mouse, and zebrafish. **J:** Heat map illustrating the selectivity of 10 HDAC inhibitors on purified human/recombinant HDACs and their activity against the *mtm* fin phenotype. Hatched boxes indicate IC50 values were not determined for the given pair. Each column represents findings from an individual study [VPA/PBA [27]; TSA/SAHA/ENT [39]; CUDC/SAHA/PNB [49]; API/SAHA [37]; BLN/ENT [30]; ACY [56]]. Inhibition of class I HDACs is common to the six HDACi's that suppress the fin phenotype (indicated by asterisks). Abbreviations: TSA=trichostatin A; PNB=Panobinostat; CUDC=CUDC-907; ACY=ACY-1215/ricolinostat; BLN=belinostat; SAHA= suberanilohydroxamic acid/vorinostat; PBA=4-phenylbutyrate; VPA=valproic acid; ENT=entinostat/MS-275; API=apicidin.

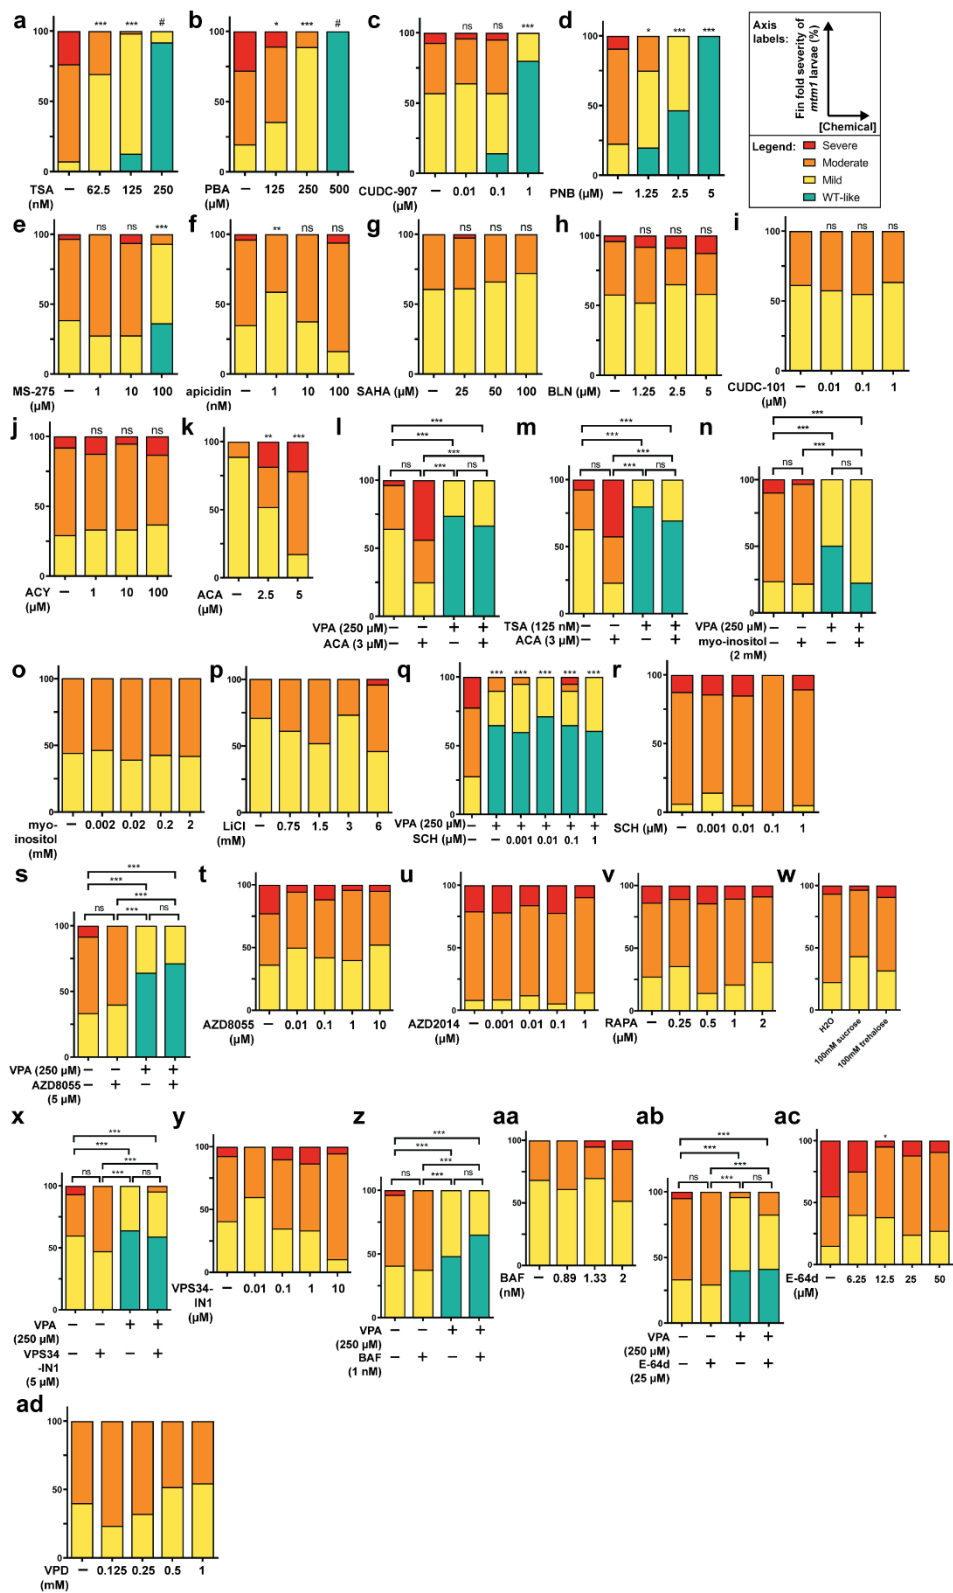

**Supplementary Fig. 2. Structurally dissimilar HDAC inhibitors suppress *mtm* fin degeneration, while other established VPA targets/pathways fail to affect the phenotype.** **A-E:** Fin degeneration improves with exposure to escalating concentrations of **A:** trichostatin A (TSA) ( $n=55,62,62,62$ ) #Note: 250 nM associated with developmental toxicity, **B:** 4-phenylbutyrate (PBA) ( $n=61,56,54,0$ ) #Note: no mutants were identified at 500  $\mu$ M concentration, **C:** CUDC-907 ( $n=14,25,21,15$ ), **D:** panobinostat (PNB) ( $n=22,20,30,18$ ) and **E:** MS-275 ( $n=62,47,65,44$ ). Other HDAC inhibitors do not suppress *mtm* fin degeneration. Exposure to escalating concentrations of either **F:** apicidin ( $n=80,56,53,67$ ), **G:** suberanilohydroxamic acid (SAHA) ( $n=46,44,65,58$ ), **H:** belinostat (BLN) ( $n=26,25,23,24$ ), **I:** CUDC-101 ( $n=26,26,29,22$ ), or **J:** ricolinostat/ACY-1215 (ACY) ( $n=51,48,39,46$ ) show no considerable effects on the *mtm* phenotype. **K:** Histone acetyltransferase inhibitor anacardic acid (ACA) worsens fin degeneration ( $n=27,27,23$ ). **L-M:** HDAC inhibitors VPA ( $n=28,16,23,27$ ) and TSA ( $n=27,26,25,23$ ) suppress fin degeneration in the presence of ACA. **N-AC:** It is unlikely VPA acts via depletion of *myo*-inositol alone given that **N:** *myo*-inositol does not prevent suppression of fin degeneration by VPA ( $n=30,28,20,18$ ), **O:** *myo*-inositol alone does not affect the fin phenotype ( $n=25,26,18,33,24$ ), and **P:** treatment with lithium chloride (LiCl), also known to deplete *myo*-inositol, does not affect the fin phenotype ( $n=24,18,29,26,24$ ). **Q-R:** It is unlikely VPA suppresses fin degeneration via activation of the ERK pathway alone given that **Q:** ERK1/2 inhibitor SCH772984 does not block VPA from suppressing fin degeneration ( $n=18,20,20,21,20,23$ ) and **R:** SCH772984 (SCH) does not affect the fin phenotype ( $n=16,21,20,23,19$ ). **S-AC:** It is unlikely that VPA suppresses fin degeneration by activating canonical PI3K-Akt-mTOR pathway alone, or otherwise modulating autophagy. **S:** mTOR inhibition with AZD8055 does not prevent phenotype suppression by VPA ( $n=24,30,28,21$ ). Induction of autophagy with mTOR inhibitors **T:** rapamycin (RAPA) ( $n=22,28,21,19,23$ ), **U:** AZD8055 ( $n=22,18,26,25,21$ ), and **V:** AZD2014 ( $n=24,23,25,18,21$ ) do not affect the fin phenotype. Nor does mTOR-independent induction of autophagy with **W:** trehalose ( $n=31,30,22$ ). Disrupting autophagy via PIK3C3 inhibition with **X:** VPS34-IN1 ( $n=30,19,25,22$ ), v-ATPase inhibition with **Z:** bafilomycin A1 (BAF) ( $n=27,24,29,23$ ), or lysosomal cysteine protease inhibition with **AB:** E64d/aloxistatin ( $n=21,17,25,29$ ) does not prevent suppression by VPA. Additionally, disrupting autophagy with **Y:** VPS34-IN1 ( $n=27,20,20,30,19$ ), **AA:** bafilomycin A1 ( $n=19,18,20,29$ ), or **AC:** E64d ( $n=20,20,21,25,22$ ) does not affect fin degeneration. **AD:** A close structural analog of valproic acid, valpromide (VPD), which does not inhibit HDACs, does not suppress fin degeneration ( $n=25,17,28,27,22$ ). Kruskal-Wallis test with Dunn's post-test.

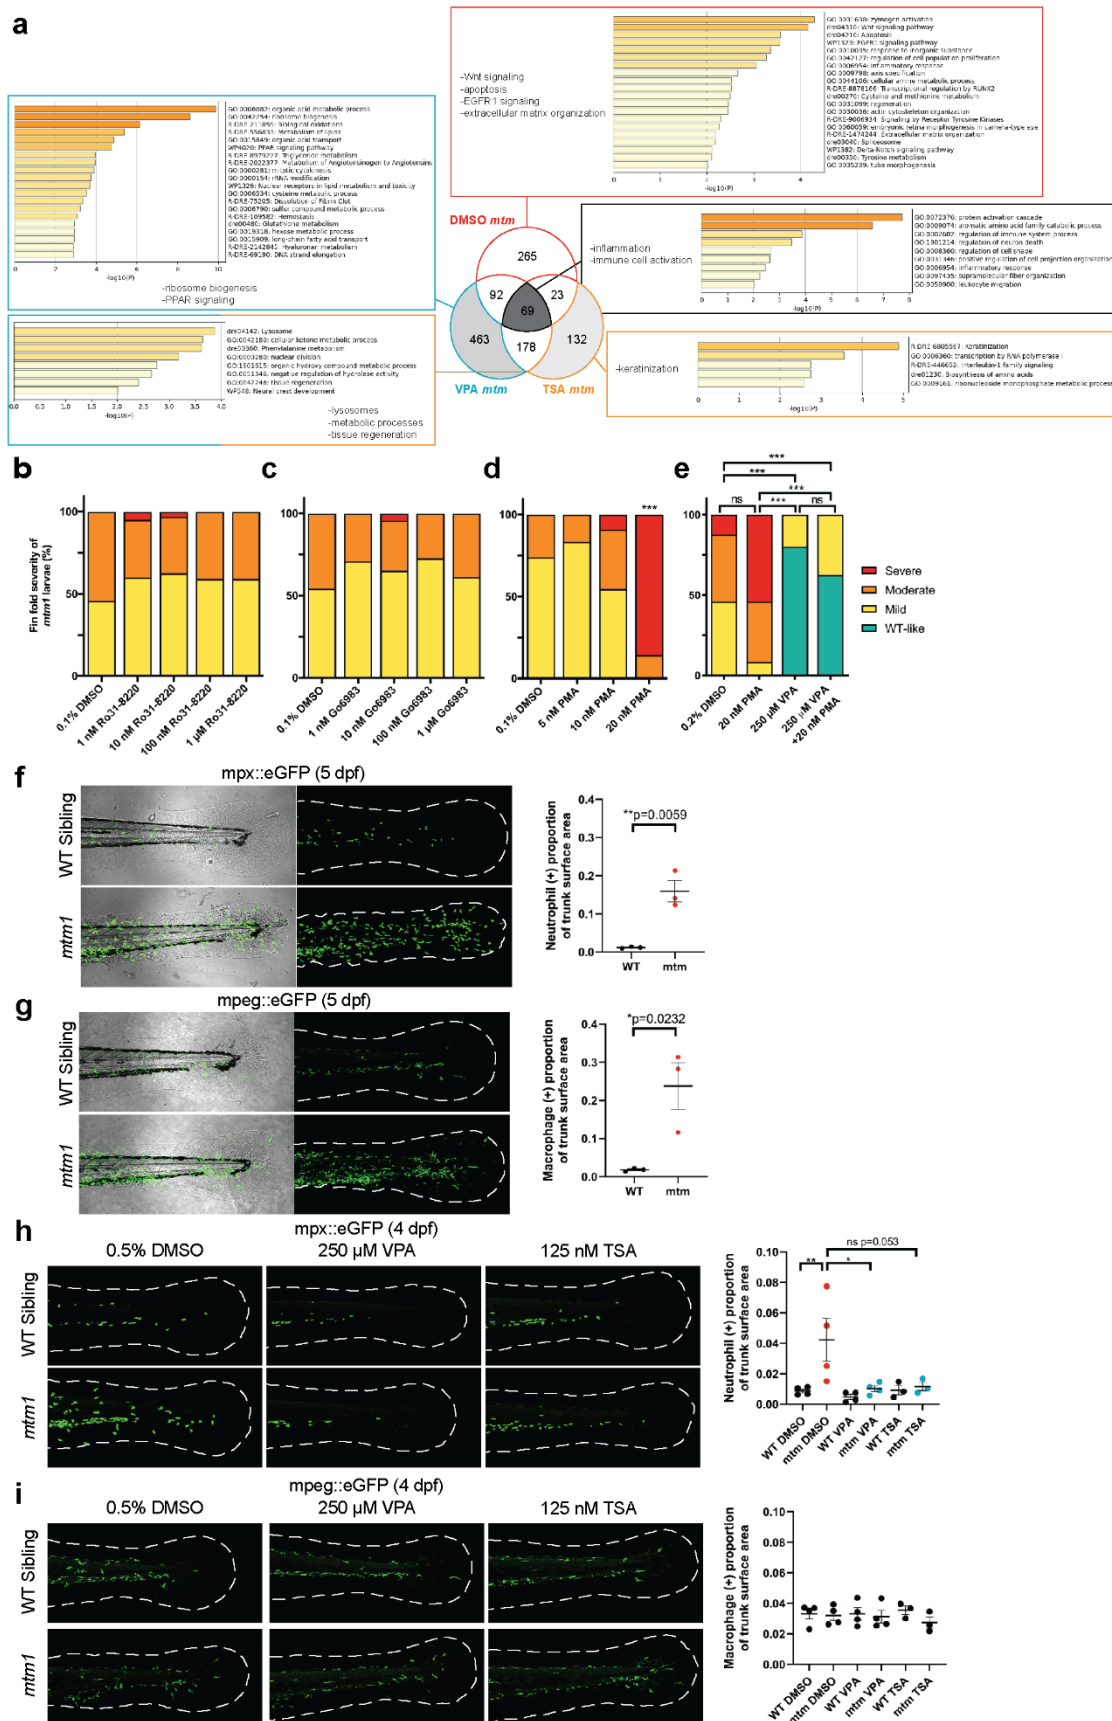

**Supplementary Fig. 3. Comparative transcriptomics in *mtm* mutants treated with HDAC inhibitors.**

**A:** Venn diagram highlighting DEGs that are shared or unique to each group and their associated GO enrichment terms. **B-E:** To attempt to validate the transcriptional signature of PKC hyperactivity in *mtm*, several chemical modulators of PKC pathway were used. Exposure to pan-PKC inhibitors Ro31-8220 (**B**, n=24,20,32,22,22) or Go6983 (**C**, n=24,24,23,22,31) had no effect on the fin phenotype. **D:** Treatment of *mtm* with classical PKC activator phorbol 12-myristate 13-acetate (PMA) significantly worsened fin degeneration at low nanomolar concentrations (n=23,24,22,7). These data suggest that PKC pathways are not hyperactivated in *mtm*, but rather that converging downstream pathways generate the PKC hyperactivity transcriptional signature. **E:** Combination treatment with VPA negated this exacerbation consistent with VPA having PKC-independent action (n=24,20,24,24). Kruskal-Wallis test with Dunn's post-test. **F-I:** To understand why inflammatory and immune pathways are up-regulated in *mtm* mutants, we looked at neutrophil and macrophage distribution in *mtm* mutants using Tg(*mpx::eGFP*) (**F**) and Tg(*mpeg::eGFP*) (**G**) lines, respectively, and found increased expression of these cell populations in 5 dpf mutants. Unpaired, two-tailed T-test (n=3 each). **H-I:** At 4 dpf timepoint, neutrophils count is increased of which is normalized with HDAC inhibitor treatment. One-way ANOVA with Tukey's post-test (n=4 each).

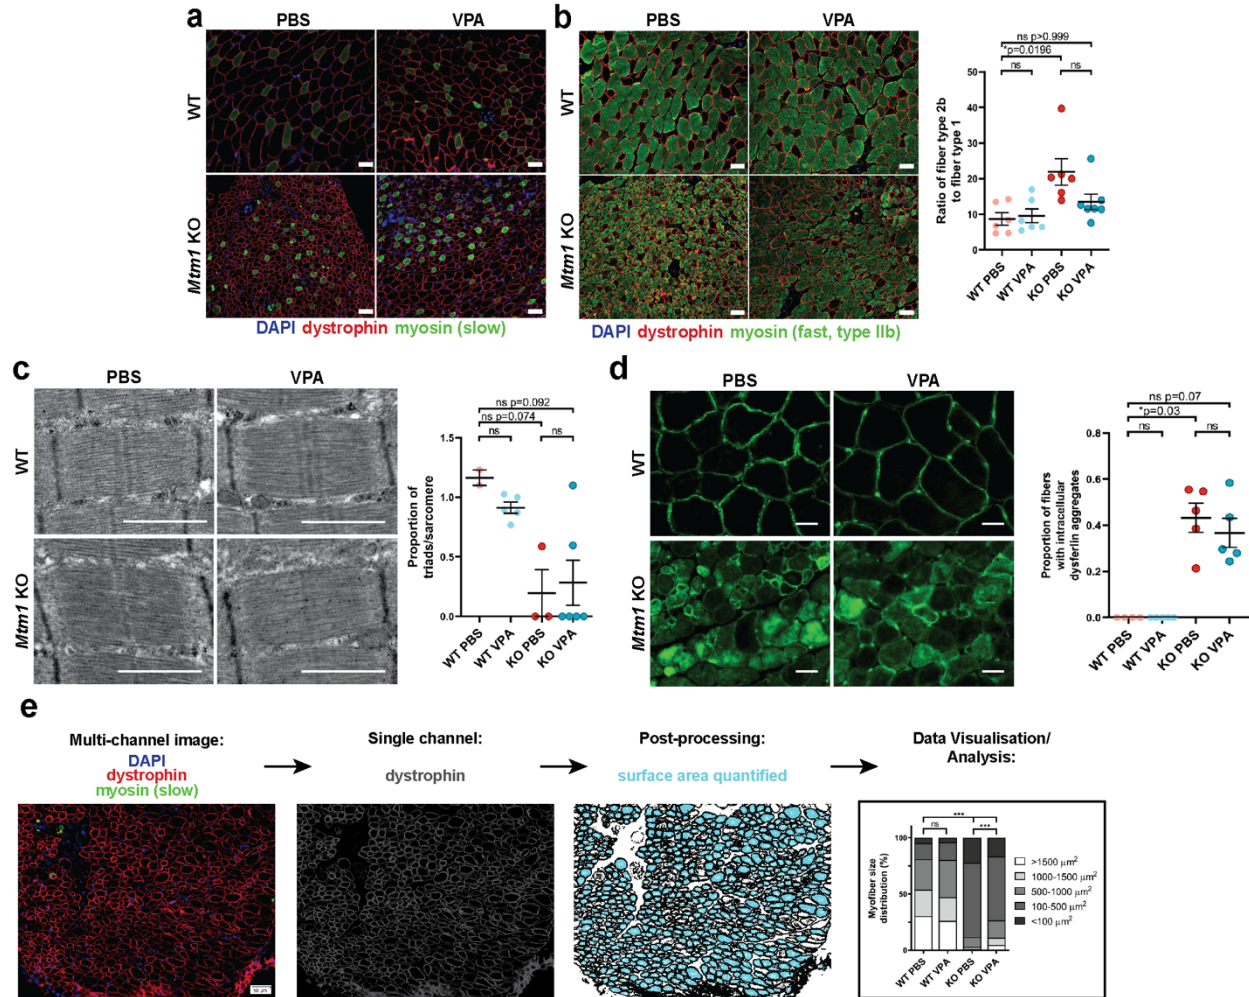

**Supplementary Fig. 4. VPA does not improve certain defects in *Mtm* KO mice. A+B:** Immunofluorescence staining for dystrophin (red), myosin heavy chain type 1 (slow, green) or type 2b (fast, green) with cross sections from tibialis anterior muscle tissue at 35 days of age. VPA improves the elevated ratio of type 2b to type 1 fibers. From left to right, Mean ratio of fiber type 2b to type 1  $\pm$  S.E.M are 8.706 $\pm$ 1.724, 9.589 $\pm$ 1.932, 21.89 $\pm$ 3.739, 13.48 $\pm$ 2.152, respectively; 7-10 different fields from n=6-7 mice; Kruskal-Wallis test with Dunn's post-test; scale bar = 50  $\mu$ m. **C:** Electron microscopy of tibialis anterior muscle shows that VPA does not rescue triad defects. From left to right, the Mean proportion of triads/sarcomeres  $\pm$  S.E.M are 1.165 $\pm$ 0.065, 0.913 $\pm$ 0.047, 0.196 $\pm$ 0.196, 0.283 $\pm$ 0.190, respectively; 3-4 different fields from n=2-6 mice; Kruskal-Wallis test with Dunn's post-test; scale bar = 1  $\mu$ m. **D:** Dysferlin immunofluorescence shows that VPA does not reduce the prevalence of dysferlin aggregation in *Mtm1* KO fibers. From left to right, the proportion of fibers with intracellular aggregates  $\pm$  S.E.M are 0 $\pm$ 0, 0 $\pm$ 0, 0.433 $\pm$ 0.063, 0.368 $\pm$ 0.063, respectively; eight different fields from n=4,5,5,5 mice; Kruskal-Wallis test with Dunn's post-test; scale bar = 20  $\mu$ m. **E:** VPA treatment is associated with an increase in cross-sectional fiber area ( $\mu$ m<sup>2</sup>) as quantified using sections stained with dystrophin as a sarcolemmal membrane marker (n=6639, 5981, 17672, 11932 total fibers measured across 7-9 different sections from n=5-6 animals; Kruskal-Wallis test with Dunn's post-test). This quantification was performed using an automated macro in Fiji (see Methods) resulting in very rapid quantification of cross-sectional area of  $\sim$ 6x more fibers than was possible by manually measuring Feret's diameter. These data closely match that obtained using Feret's

diameter methodology (see FIG 3). The examples shown are from one field of a KO PBS sample. The majority of fibers are captured, but some are missed due to weak or fragmented staining around a fiber.

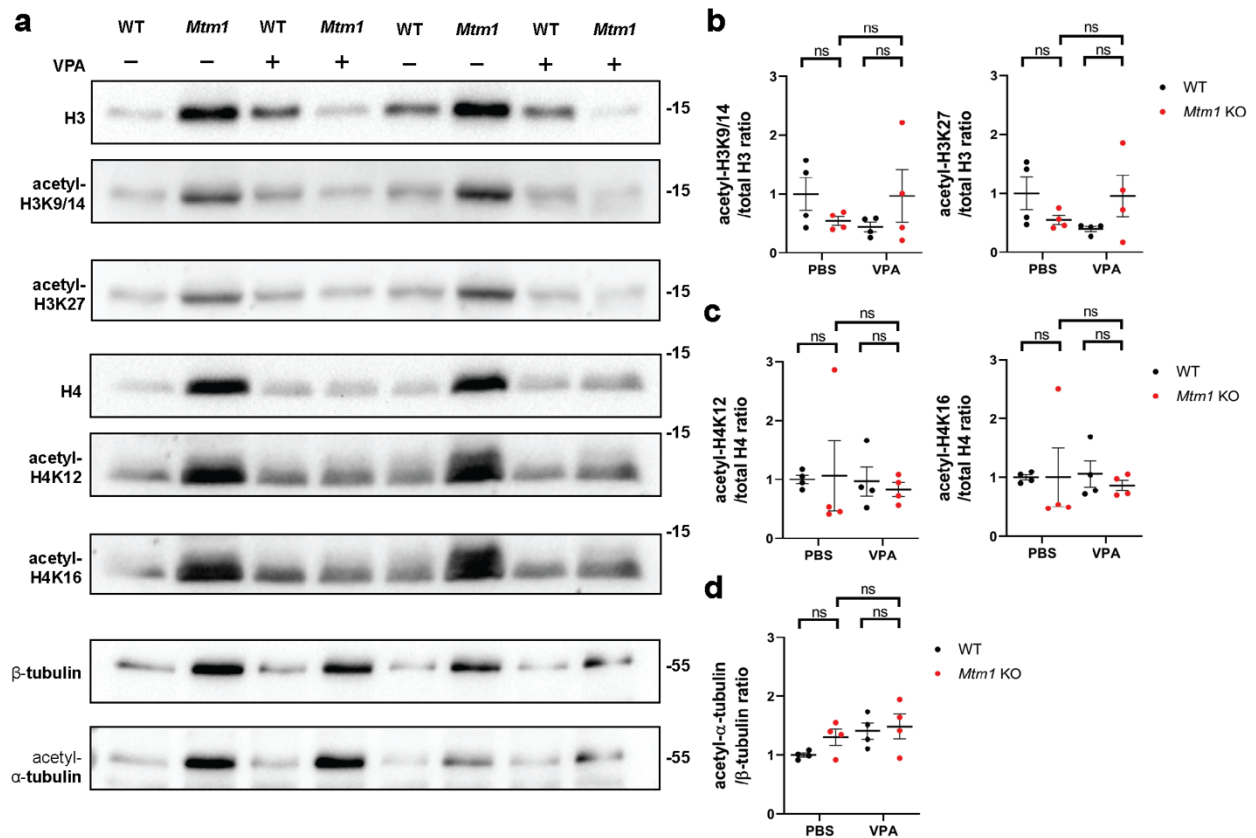

**Supplementary Fig. 5. Effect of VPA on histone protein expression in *Mtm* KO mice A-D:** VPA reduces the overall amount of histone proteins, which are elevated vs WT in untreated *Mtm1* KO mice. This is hypothesized to be a result of having more nuclei/same weight of tissue, given that fibers are considerably smaller in KO mice. VPA does not significantly increase the ratio of acetylated histones to total histone levels in KO skeletal muscle (Two-way ANOVA with Tukey's post-test; n=4 each)

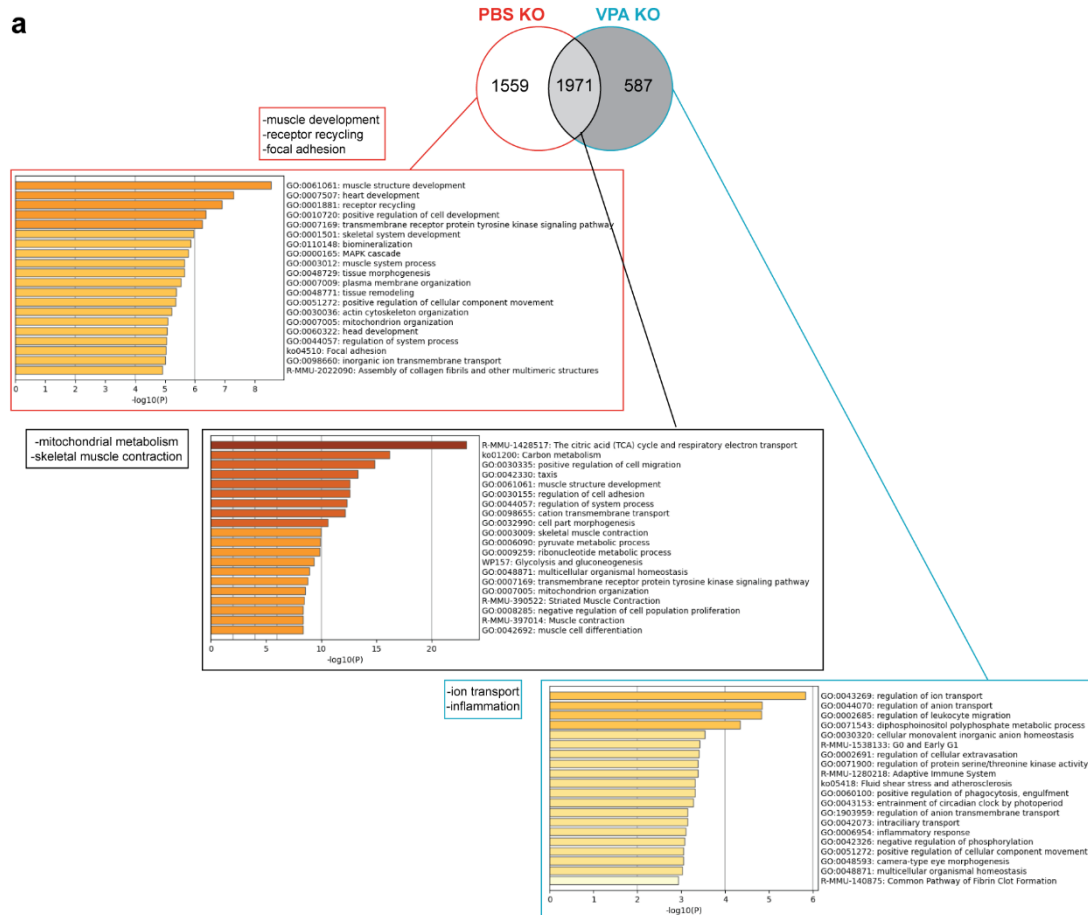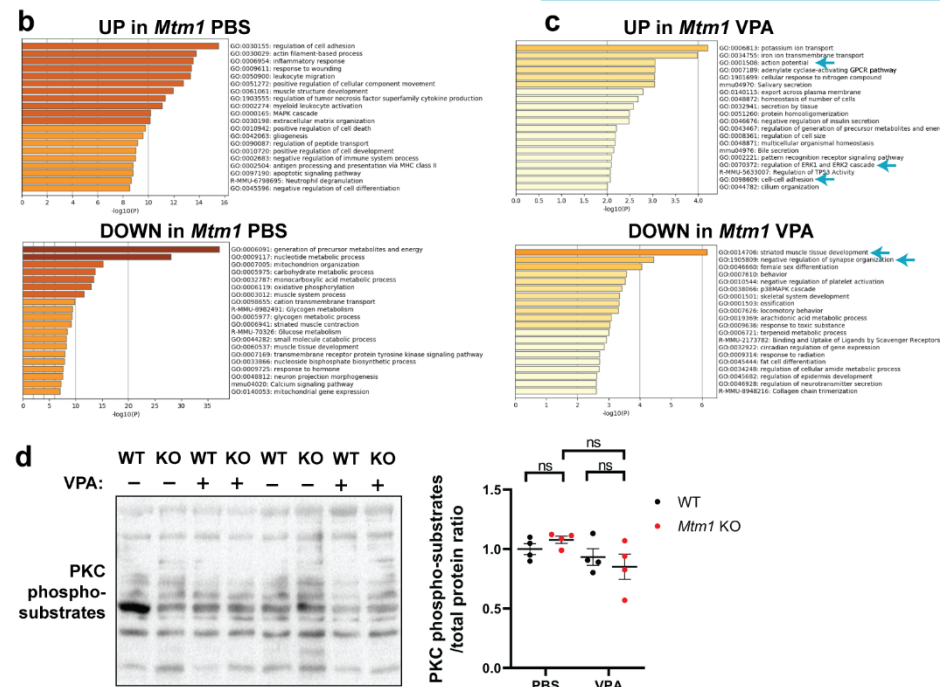

**Supplementary Fig. 6. Comparative transcriptomics in *Mtm1* KO mice treated with VPA.** **A:** Venn diagram highlighting DEGs that are shared or unique to each *Mtm1* KO treatment compared to WT PBS and their associated GO enrichment terms. **B-C:** GO term enrichment separated by up- and down-regulated DEGs, showing correction of specific transcriptional pathways. **D:** In attempts to validate the transcriptional signature of PKC hyperactivity in *Mtm1*, we probed for phosphorylated PKC substrates. We observed a non-significant trend of decreasing levels of phospho-PKC substrates after VPA treatment (Two-way ANOVA with Tukey's post-test;  $n=4$  each).

**a**

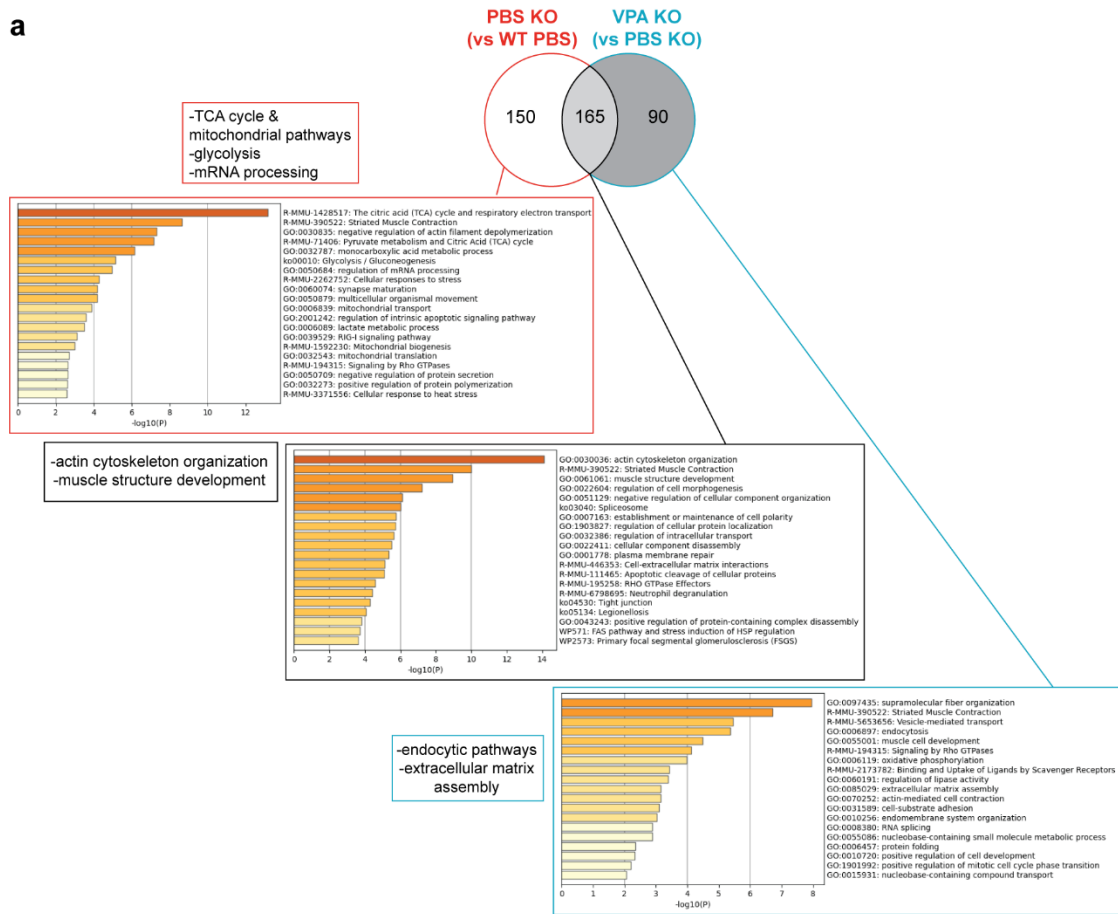

**b**

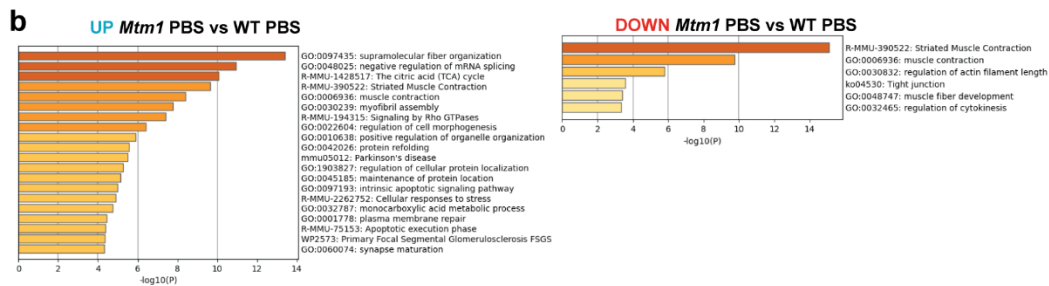

**c**

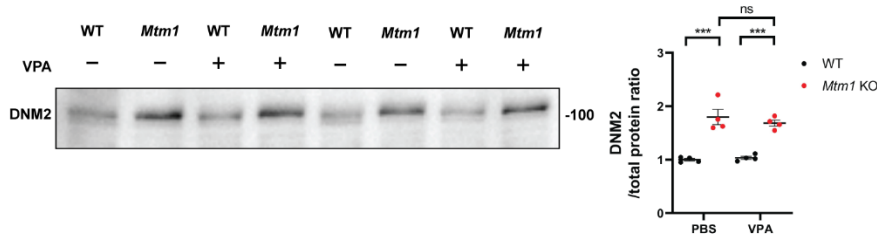

**d**

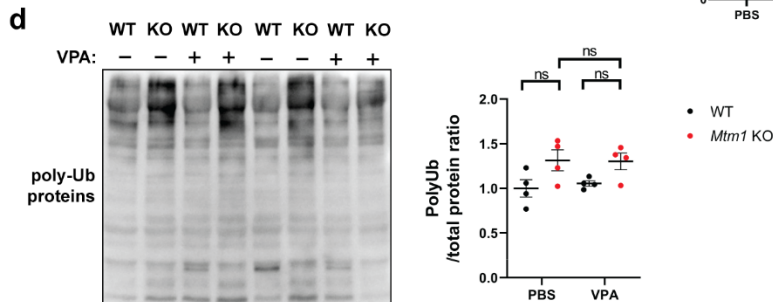

**Supplementary Fig. 7. Protein changes in *Mtm1* KO mice treated with VPA.** **A:** Venn diagram highlighting DEPs (as derived from comparative proteomics of skeletal muscle extracts) that are shared or unique to PBS treated *Mtm1* KOs along with selected associated GO enrichment terms. **B:** Enriched GO terms in PBS treated *Mtm1* KO vs WT separated by up- and down-regulated DEPs. **C:** Western blot showing that VPA treatment does not reduce elevated levels of DNM2 in *Mtm1* KOs (Two-way ANOVA with Tukey's post-test; n=4 each). **D:** Western blot showing that VPA does not reduce elevated levels of poly-ubiquitinated (Ub) proteins in *Mtm1* KOs (Two-way ANOVA with Tukey's post-test; n=4 each).

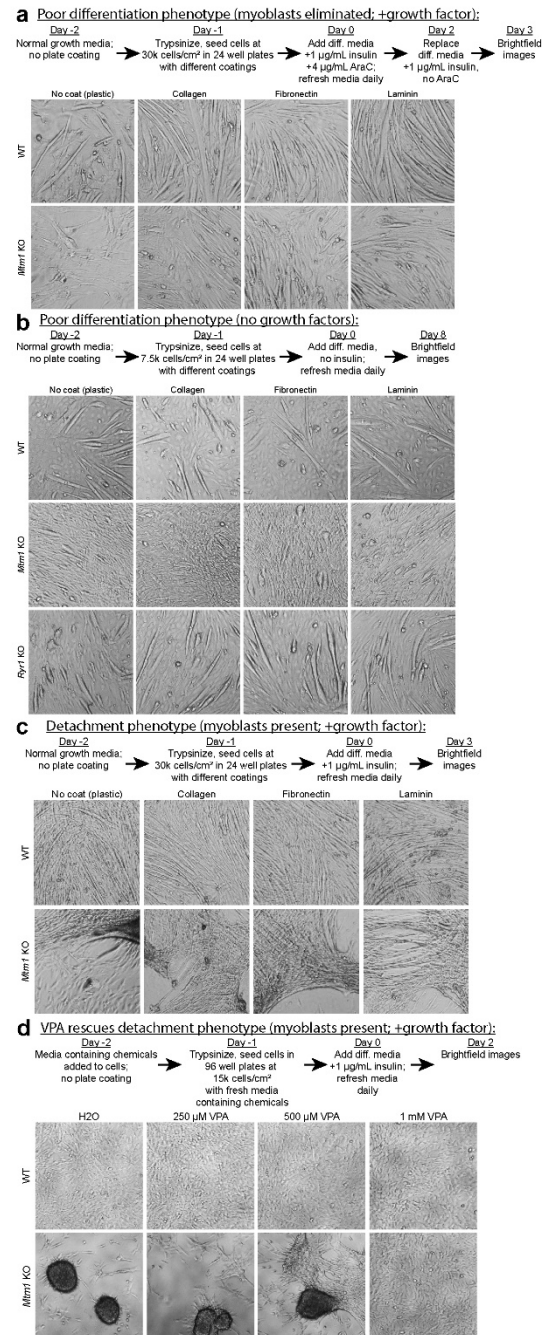

**Supplementary Fig. 8. *Mtm1* C2C12 KO cells show abnormal differentiation phenotypes. A:** Under conditions where myoblasts are eliminated (using AraC) post differentiation induction, KO fibers do not differentiate as well as WT fibers. Laminin coating appears to support the best differentiation of *Mtm1* fibers under these conditions. **B:** Under standard differentiation conditions (where myoblasts are not eliminated), differentiation of KO fibers is significantly altered as compared to WT or *Ryr1* KO C2C12 cells. **C:** Under standard differentiation conditions with insulin added as a growth factor, differentiating KO myoblasts clump up and detach from culture dishes. **D:** Exposure to VPA reduces the number of clumps and extent of detachment, fully suppressing this phenotype at 1 mM.

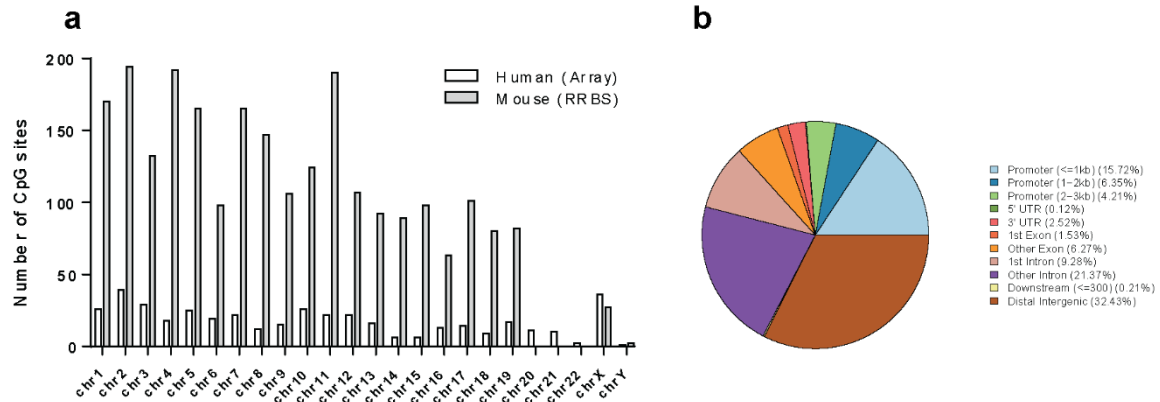

**Supplementary Fig. 9: Chromosome distribution and differentially methylated regions in XLMTM patients and *Mtm1* KO mice.** **A:** Gene mapping shows that differentially methylated (DM) CpGs are distributed throughout the genome in both XLMTM patients and *Mtm1* KO mice. **B:** Pie-chart showing genomic region mapping of CpGs. The largest fractions of DM regions mapped to either introns or intergenic regions, while the remaining DM CpGs mapped to various features in proximal gene regions, including promoters, 5' UTRs, and first exons.

How the deposited data were processed for this re-analysis (not part of the article)

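RNA was measured in 33 pools of posterior tissue of *mtm1* zebrafish larvae at 4 days post fertilization and in TA muscle of 16 mice at day 35. The larvae were WT in DMSO, *mtm* in DMSO, VPA or TSA, and HET in DMSO, VPA or TSA. The mice were WT or *Mtm1* KO with PBS or VPA, 4 per group. Each library was placed in its group by its label alone, and the labels give 4 replicates for *mtm* DMSO and HET TSA and 5 for the other groups of larvae, where the methods give 5.

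For the larvae, the authors trimmed QuantSeq 3′ reads, aligned them with STAR and deposited raw counts per gene. For the mice, the authors aligned paired reads to GRCm38 with STAR, took expected counts per gene from RSEM and rounded them before they were deposited. The values in both kinds of file were checked to be whole numbers. The zebrafish table holds 31701 genes and 99 features that are not genes, which are synthetic spike-in RNA. They were left out of library totals and tests, and took 1.45 to 3.03% of counts in 27 libraries and 0.00135 to 0.0183% in 6. The mouse table holds 54838 genes, of which 115 have no symbol.

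Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed by filterByExpr, which kept 14488 zebrafish and 16869 mouse genes, and libraries were normalized by TMM. A quasi-likelihood fit with all groups of a species and no block gave each contrast. P-values were adjusted by the Benjamini-Hochberg method within a contrast. A gene was called differentially expressed at an adjusted p under 0.01 and an absolute log2 fold change over 0.585, the thresholds of the paper. Members of a list were called at an adjusted p under 0.01 without a fold threshold, over all genes and adjusted over the list alone. Errors of log2 fold changes were back-calculated from the log2 fold change and the F statistic of the quasi-likelihood test, and are called standard errors here. Errors of CPM are SDs between libraries.

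Mouse genes were tested in lists with camera in limma 3.58.1, at a preset correlation between genes of 0.01 and, as an alternative, at a correlation estimated from the data, and a list was called at an adjusted p under 0.05 over 32 lists. The lists were myotubularins and XLMTM modifiers, zinc-dependent HDACs, atrophy, AP-1, TGF-beta family, extracellular matrix, focal adhesion, receptor recycling, oxidative phosphorylation, TCA cycle, glycolysis and glycogen, contractile apparatus, developmental muscle genes, denervation and neuromuscular junction, ERK cascade feedback, DNA methylation, histone enzymes and one-carbon metabolism. The others were markers of macrophages, T and B cells, neutrophils, cytokines, MHC, fibroblasts, endothelium, pericytes, adipocytes, Schwann cells, keratinocytes, erythroid cells, cell cycle and lysosome. Lists for zebrafish were not used, because Ensembl identifiers of that species were not paired with gene names here. Named genes are those the paper names for the panels read here, up to 8 with the largest rise and 8 with the largest fall among called genes with a mean log2 CPM over 1, groups that do not overlap and no provisional name, and up to 4 called genes of a list. For zebrafish, at most 2 identifiers per direction are given.

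Overlaps of calls that share a control were set beside the count for independent lists, beside 20 simulations of unchanged groups and beside 6 divisions of the control libraries. The divisions leave fewer controls per comparison, so they lower power as well as removing the shared control. A list score is the mean over its genes of log2 CPM relative to WT PBS, compared by exact permutation of libraries. The pipeline was tested on simulated counts with known changes, which lack the group and tissue differences of the real libraries. A simulated 1.5-fold change lies at the calling threshold itself, so its recovery is limited by that threshold. With 50 genes changed at each size in KO PBS against WT PBS, 16% were called at a 1.5-fold change, 70% at a 2-fold change and 90% at a 4-fold change, with 1 false call. For KO VPA against KO PBS these shares were 22%, 60% and 86%, with 3 false calls. Recovery was lower in larvae at a 1.5-fold change. At a 2-fold change it was lower in the comparisons of larvae given next, while HET DMSO against WT DMSO reached 68%. For *mtm* DMSO, VPA and TSA against WT DMSO 2%, 0% and 12% were called by edgeR at a 1.5-fold change, 42%, 46% and 46% at a 2-fold change and 88%, 92% and 96% at a 4-fold change. For VPA and TSA against *mtm* DMSO the shares were 14% and 6%, 38% and 44%, and 88% and 78%.

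Library totals were 52.57 to 64.72 M counts in mice and 8.61 to 11.27 M in larvae, apart from 0.60 M in HET TSA replicate 4. The alternatives tried were DESeq2 1.42.0, RLE and upper-quartile factors, no filter, thresholds without a fold change or at an adjusted p of 0.05, a block for the replicate number, the compared groups alone, and leaving out each replicate in turn. The paper used DESeq2 for the mice and the larvae, while the fixed design here has edgeR as the main test. Alternatives with spike-in content and without KO PBS replicates 1 and 2 were chosen after seeing the data. Connectivity analysis, pathway databases and protein, imaging and survival data of the paper were not analysed here. Results for some genes covered by the naming rule are not reported here.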

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

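The tests on spike-in RNA and on adjoining tissue were chosen after the results were seen.

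Camera called 12 of 32 lists for a difference in response to VPA between KO and WT muscle, 9 higher and 3 lower in KO. None was called with an estimated correlation. The higher lists included glycolysis (adjusted p = 0.000173 from camera), histone enzymes (0.000297), TCA cycle (0.000964) and atrophy (0.0013). Fibroblast markers (0.00603), cell cycle (0.00603), extracellular matrix (0.00621), modifiers (0.0135) and lysosome (0.0146) were the other higher lists. Among the lower lists, adipocyte and Schwann cell markers had adjusted p of 7.18e-06 and 7.42e-07 from camera for the difference in response (adjusted p = 0.692 with an estimated correlation for each). More adjoining fat and nerve in KO PBS replicates 1 and 2 is a candidate explanation. Without these libraries the median log2 fold change of Schwann cell markers in KO VPA against KO PBS went from -0.82 to -0.03, so this stays open for nerve, while that of adipocyte markers went from -0.94 to -0.44, which argues against it as the whole cause for fat. The median of keratinocyte markers, another list whose response differed (adjusted p = 0.0362 from camera, adjusted p = 0.692 with an estimated correlation), went from -0.90 over 10 genes to -1.02 over 12, further from 0. No biological explanation was tested.

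Zebrafish libraries fell into groups with and without spike-in RNA, and WT DMSO replicate 5 with 2.62% and *mtm* VPA replicate 5 with 0.00135% lay far from the others of their groups. Of the WT DMSO libraries 4 of 5 lacked spike-in RNA, against 1 of 4 *mtm* DMSO libraries. HET DMSO larvae, all with spike-in RNA, differed from WT DMSO at 1 gene, which argues against spike-in RNA as the whole cause of the 294 genes in *mtm* DMSO. With spike-in as a term that count was 163, and a partial effect could not be excluded.

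Among 109 groups of 4 or 5 libraries tested for a library far from the others, 10 had one, where chance gives about 1 in 20. Library totals stood apart at 10.16 M in HET DMSO replicate 4 and at 0.60 M in HET TSA replicate 4. In CPM, *Mtm1* was 24.27 in WT PBS replicate 3, *Myh7* 27.29 in WT PBS replicate 2 and 53.46 in WT VPA replicate 2, and *Kcng4* 4.597 in KO PBS replicate 2. *Junb* was 15.82 and *Alox12* 4.066 in KO VPA replicate 3. The response to VPA differed between *mtm* and HET larvae at 4 genes and that to TSA at 16 genes by a test of the difference.

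In comparisons whose differential expression the paper does not report, WT VPA differed from WT PBS muscle at 11 genes, HET VPA from HET DMSO larvae at 117 and HET TSA from HET DMSO at 203. The AP-1 list was lower in WT VPA than in WT PBS (adjusted p = 0.000139 from camera, adjusted p = 0.0991 with an estimated correlation).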

How the results depend on the processing

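Of 110 named gene values, 109 kept their direction under every setting run, and *Fosl1* after VPA, not called, went from 0.35 to -0.23 without KO PBS replicates 1 and 2. Under DESeq2 97 kept their side of the threshold and 13 passed it in addition; leaving out 1 replicate kept 742 of 880 values, with 135 lost and 3 gained. Of 88 named calls, the compared groups alone lost 23, the replicate block 6 with 2 gained, and upper-quartile factors 2; RLE factors gained 1 and no filter 5. Without KO PBS replicates 1 and 2, 20 of 69 were lost. Of 43 list values with directions, a subset chosen after the results were seen, 23 were called and none of these kept its call with an estimated correlation. Over all 32 lists no called list reversed. The cause of each change below was not tested, apart from fewer libraries or genes where a setting removes them.

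Without a fold threshold, KO PBS, KO VPA and the direct comparison of KO groups had 5092, 3692 and 75 genes. At an adjusted p under 0.05 KO VPA against KO PBS had 439 and WT VPA against WT PBS 112. In larvae it gave 617, 1110 and 542 against WT DMSO for *mtm* DMSO, VPA and TSA, 748 and 493 against *mtm* DMSO, 4 for HET DMSO, 245 and 467 for HET VPA and TSA, 246 for VPA against TSA, and 18 and 34 for the differences in response. DESeq2 gave 310 for KO VPA against KO PBS, 127 for WT VPA, 57 for the difference in response in mice, 442 for *mtm* DMSO, 308 for TSA against *mtm* DMSO, 18 for HET DMSO, 178 for HET VPA, 187 for VPA against TSA and 25 and 38 for the differences. No filter gave 103, 33, 2 for HET DMSO and 13 for the difference in response to VPA. The compared groups alone gave 0 and 0 with edgeR for the 2 VPA comparisons in mice, and in larvae 246, 50, 3, 60, 84, 44 and 2. Spike-in as a term gave 163, 440, 92 and 0 for HET DMSO, and libraries with spike-in 191, 83 and 69. Without KO PBS replicates 1 and 2 KO VPA against KO PBS had 0 genes with edgeR.

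In the paper's methods, larvae from single pairs of parents were split evenly between DMSO, VPA and TSA, so treatment groups can share a clutch. Neither the paper nor the labels state which replicate numbers share a clutch, and no pairing is stated for the mice. Of the libraries, 7 of 16 mouse and 4 of 33 larval ones correlated best with their own number. A replicate block gave 41 genes for KO VPA against KO PBS, 9 for WT VPA and 0 with edgeR for HET DMSO, and focal adhesion had an adjusted p of 0.984. In larvae the block gave 230, 643 and 261 genes for *mtm* DMSO, VPA and TSA against WT DMSO. Against *mtm* DMSO it gave 307 for VPA and 145 for TSA.

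Leaving out 1 replicate gave 2788 to 3157 genes for KO PBS, 1877 to 2304 for KO VPA, 0 to 203 for KO VPA against KO PBS, 2 to 19 for WT VPA and 0 to 1 for the difference in response. In larvae the ranges were 120 to 467, 498 to 666 and 196 to 331 against WT DMSO, 224 to 421 and 105 to 254 against *mtm* DMSO, 0 to 1 for HET DMSO, 66 to 126 and 83 to 183 for HET VPA and TSA, 62 to 142 for VPA against TSA, and 3 to 7 and 8 to 20 for the differences. Adjusted p ranged from 2.97e-05 to 0.000402 for AP-1 after VPA, 0.000123 to 0.0467 for modifiers, 0.0467 to 0.623 for TGF-beta and 0.0626 to 0.598 for atrophy.

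With an estimated correlation the adjusted p after VPA was 0.961 for modifiers and 0.0643 for AP-1. Without *Mtm1* as a member, a setting chosen after seeing the data, the modifier list had 0.00852 after VPA and lost its call in KO PBS (0.124). Over all lists, 4 of 20 not called in KO PBS and 13 of 26 not called after VPA reversed under some setting. Beyond those given next they were TGF-beta, T and B cell and cell cycle in KO PBS, and after VPA HDACs, one-carbon, cytokines, neutrophils, MHC, endothelium, denervation and glycolysis. Values for the lists followed under each setting were focal adhesion in KO PBS (0.997 with upper-quartile factors, 0.592 with no filter, 0.662 to 0.929 without 1 replicate), and after VPA matrix (0.143 to 0.874, and 0.389 without KO PBS replicates 1 and 2), focal adhesion (0.311 to 0.812 and 0.599), macrophage markers (0.152 to 0.879), oxidative phosphorylation (0.00081 to 0.761) and developmental genes (0.367 to 0.991). AP-1 in the difference in response had 0.867 without KO PBS replicates 1 and 2.

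Shared genes with divided controls were 1053 to 1154 in mice, 26 to 31, 16 to 19 and 63 to 68 in larvae against WT DMSO and 13 to 39 against *mtm* DMSO. With DESeq2 and WT DMSO as reference, 281 genes were called in *mtm* DMSO and not VPA, 348 in *mtm* DMSO and not TSA, and 150 in TSA and not VPA. With *mtm* DMSO as reference, DESeq2 called 172 genes for TSA and not VPA. Depth limits HET TSA replicate 4, with 0.60 M counts.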

Differences from the paper's values

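The paper gives 323 differentially expressed genes for KO VPA against KO PBS, and 47 were called here. Of the alternatives set before the data were examined, DESeq2 (310) and an adjusted p under 0.05 (439) lie within 1.5 times the paper's value. No fold threshold, RLE factors, upper-quartile factors, no filter, the replicate block, the compared groups alone and leaving out each replicate do not. The paper's methods name DESeq2 for the mice and for the larvae.

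For *mtm* DMSO against WT DMSO larvae the paper gives 449 genes, and 294 were called here. Values within 1.5 times the paper's came from no fold threshold (312), an adjusted p under 0.05 (617), DESeq2 (442), RLE factors (321), no filter (312) and leaving out *mtm* DMSO replicate 1 (467). Upper-quartile factors, the replicate block, the compared groups alone and leaving out any other replicate did not give one.

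For *mtm* TSA against *mtm* DMSO the paper gives 314 genes, and 203 were called here. DESeq2 (308) and leaving out *mtm* DMSO replicate 1 (254) lie within 1.5 times the paper's value, and no fold threshold, an adjusted p under 0.05, RLE factors, upper-quartile factors, no filter, the replicate block, the compared groups alone and leaving out any other replicate do not.

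Fig. 2b, read by eye, shows about 140 lower and about 360 higher genes for VPA and about 110 lower and about 200 higher genes for TSA, each against *mtm* DMSO. The group the figure takes as reference was not settled here. With *mtm* DMSO as reference more genes were lower than higher here, with 101 higher and 274 lower for VPA and 63 and 140 for TSA. With the treated larvae as reference these directions turn, to 274 higher and 101 lower for VPA and 140 and 63 for TSA, and more genes are higher, as in the figure. DESeq2 also called more lower than higher genes with *mtm* DMSO as reference.

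The paper names follistatin and myostatin as the TGF-beta genes that changed. Of the 21 measured genes of Fig. 5e, 7 were higher and 4 lower in KO PBS than in WT PBS here. For KO VPA against KO PBS the log2 fold change of *Fst* here was -1.15 (adjusted p = 0.0146 from edgeR). DESeq2 called it (adjusted p = 0.000118), as did no filter (adjusted p = 0.00544). That of *Mstn* was 0.50 (adjusted p = 0.338 from edgeR), and no setting run called it, while both genes were called in KO PBS against WT PBS. The paper describes AP-1 genes as normalized with VPA. The AP-1 genes *Fos*, *Fosb*, *Jund*, *Atf3* and *Maff* were not called after VPA here. DESeq2 called them (adjusted p = 0.00211, 0.00214, 0.00481, 0.000667 and 0.000863), and no filter called *Fos* (0.00797) and *Atf3* (0.00965). The replicate block called *Atf3* (0.00933), and *Jund* was called without KO VPA replicate 3 (0.00458).

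In Fig. 9b, *Bcl2l13* is shown as changed, and it was not called in KO PBS against WT PBS (adjusted p = 0.0102 from edgeR). It was called by DESeq2 (0.00111), RLE factors (0.00629) and without KO PBS replicate 2 (0.00264). After VPA *Btg2*, *Mettl11b*, *Bcl2l13* and *Atf3* were called by DESeq2 and not by edgeR over all genes in the main fit. No filter called *Btg2* (0.00484), *Mettl11b* (0.00595) and *Atf3*, the replicate block *Btg2* (0.00933) and *Atf3*, and leaving out KO VPA replicate 3 *Bcl2l13* (0.00301).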

Other observations

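VPA in WT muscle changed 11 genes relative to WT PBS, 6 higher and 5 lower. *Ak4*, a mitochondrial adenylate kinase gene, rose to 18.9 ± 5.46 CPM (SD, n = 4 mice) in WT VPA from 5.48 ± 1.24 (n = 4) in WT PBS (log2 fold change 1.79, standard error 0.19, adjusted p = 0.000615 from edgeR), the same direction as in KO muscle. *Mad2l1bp*, a regulator of the spindle checkpoint, had a log2 fold change of -0.94 (adjusted p = 0.000615), *Pik3ip1*, an inhibitor of PI3 kinase, -0.92 (adjusted p = 0.0071) and *Ip6k3*, an inositol phosphate kinase gene, -0.79 (adjusted p = 0.00558). Leaving out 1 replicate lost the call of *Pik3ip1* in 6 of 8 fits and that of *Ip6k3* in 5 of 8. The calls of *Ak4* and *Mad2l1bp* held in all 8. Camera called 14 of 32 lists in WT VPA against WT PBS, 3 higher and 11 lower. The AP-1 list was lower (median -0.32, adjusted p = 0.000139, adjusted p = 0.0991 with an estimated correlation). Also lower were extracellular matrix (median -0.22, adjusted p = 1.45e-05, adjusted p = 0.623 with an estimated correlation), oxidative phosphorylation (-0.10, adjusted p = 0.000216, adjusted p = 0.816 with an estimated correlation) and fibroblast markers (-0.18, adjusted p = 0.0017, adjusted p = 0.562 with an estimated correlation). Glycolysis (-0.15) and contractile genes (-0.20) were lower, each with an adjusted p of 0.000892 (adjusted p = 0.562 with an estimated correlation), and so were TGF-beta genes (-0.12, adjusted p = 0.00387, adjusted p = 0.562 with an estimated correlation). Atrophy genes (-0.09, adjusted p = 0.623 with an estimated correlation) and histone enzymes (-0.06, adjusted p = 0.787 with an estimated correlation) had an adjusted p of 0.0152. One-carbon genes (-0.09) and DNA methylation genes (-0.08) had 0.0343 and 0.0492 (adjusted p = 0.562 with an estimated correlation for each). Erythroid markers were higher (0.80, adjusted p = 0.00255, adjusted p = 0.623 with an estimated correlation), as were Schwann cell markers (0.52, adjusted p = 0.00161, adjusted p = 0.623 with an estimated correlation) and endothelial markers (0.21, adjusted p = 0.00928, adjusted p = 0.672 with an estimated correlation). The count was 4 without WT PBS replicate 1, 6 without 2, 19 without 3 and 2 without 4, and 2, 4, 2 and 2 without WT VPA replicates 1 to 4. The fit of the compared groups alone called 0 genes with edgeR, where 2741 genes had an unadjusted p under 0.05 in the fit of all groups and DESeq2 called 127.

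In KO PBS against WT PBS, endothelial markers were lower at 8 of 16 genes (1 higher and 10 lower over the list alone; adjusted p = 0.00566 from camera, adjusted p = 0.638 with an estimated correlation). Of 15 fibroblast markers 3 were higher (1 over the list alone; adjusted p = 0.109), and of 13 pericyte markers 2 were higher and 4 lower (adjusted p = 0.464). None of 7 erythroid markers was called by edgeR (adjusted p = 0.464 from camera). Of 28 cell cycle genes 1 was lower (adjusted p = 0.461), and of 32 lysosome genes 10 were higher and 3 lower (adjusted p = 0.153). After VPA against KO PBS the adjusted p from camera was 0.624 for fibroblasts, 0.73 for endothelium, 0.538 for pericytes, 0.525 for erythroid cells, 0.0584 for cell cycle and 0.254 for lysosome.

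HET DMSO larvae differed from WT DMSO at 1 gene. The response of HET larvae to VPA shared 59 genes in the same direction with that of *mtm* larvae (1.8 for independent lists), and that to TSA 57 (1.6 for independent lists). The HET VPA count was 76 without HET VPA replicate 1, 73 without HET VPA replicate 4, 77 without HET DMSO replicate 1 and 66 without HET DMSO replicate 2. The HET TSA count was 106 without HET TSA replicate 2, 83 without HET TSA replicate 3, 121 without HET DMSO replicate 2 and 125 without HET DMSO replicate 4.

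A hypothesis of a lower KO signature as a whole after VPA was tested on 16 held-out signatures. The score was -0.82 ± 0.28 in KO PBS, -1.04 ± 0.11 in KO VPA and -2.05 ± 0.07 in WT PBS (SD, n = 4 each), so that KO VPA kept 82.3% of the distance of KO PBS from WT PBS. The signatures held 1300 to 2323 genes. A KO PBS library is scored only by signatures built without it, while KO VPA libraries enter no signature. Differences between gene sets can therefore enter the scores, and the 82.3% is not taken as an estimate of the effect of VPA. An exact permutation test of KO VPA against KO PBS on these scores gave p = 0.2, where the smallest possible is 0.029, and does not decide the hypothesis.

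Other splits of the libraries were counted in the fit of the compared groups. Where the compared groups differ, every other split mixes them, which widens the spread within a group and lowers its count. The splits therefore show whether the real one stands apart, not how many genes chance would give. Only the real split reached its count for KO PBS against WT PBS (1 of 35 splits, 2651 genes, highest other 0) and KO VPA against WT PBS (1 of 35, 1974, highest other 1). In this fit edgeR called 0 genes for KO VPA against KO PBS (highest other 0; 310 by DESeq2 in all groups), for WT VPA against WT PBS (highest other 1) and for the difference in response between KO and WT (highest other 5769). Every split reaches a count of 0 (35 of 35, 35 of 35 and 100 of 100), so these splits decide nothing about chance. The splits for the difference in response mix KO and WT libraries. In larvae only the real split reached its count against WT DMSO for *mtm* DMSO (1 of 100, 268, highest other 37), *mtm* VPA (1 of 100, 875, 0) and *mtm* TSA (1 of 100, 216, 209). For *mtm* TSA the margin was narrow. For HET DMSO only the real split called genes (1 of 100, 3, 0), and the fit of all groups called 1 gene. Spike-in RNA was present in 5 of 5 HET DMSO and 1 of 5 WT DMSO libraries. The splits against WT DMSO do not separate genotype from spike-in content, so nothing is concluded from the 3 genes. Against *mtm* DMSO only the real split reached its count for VPA (1 of 100, 246, 67) and, by a narrow margin, TSA (1 of 100, 50, 42). Against HET DMSO the same was found for VPA (1 of 100, 60, 0) and TSA (1 of 100, 84, 4). For the difference in response to VPA only the real split called genes (1 of 100, 2, 0). These splits mix *mtm* and HET libraries, so nothing is concluded from the 2 genes. For *mtm* VPA against *mtm* TSA 3 of 100 splits reached the real 44 genes, and another split called 126. For the difference in response to TSA 2 of 100 splits reached the real 15, and another called 72. With more genes in another split than in the real one, chance is not taken as excluded for these 2.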
